# RNA degradation by the plant RNA exosome involves both phosphorolytic and hydrolytic activities

**DOI:** 10.1038/s41467-017-02066-2

**Published:** 2017-12-18

**Authors:** Natalia Sikorska, Hélène Zuber, Anthony Gobert, Heike Lange, Dominique Gagliardi

## Abstract

The RNA exosome provides eukaryotic cells with an essential 3′–5′ exoribonucleolytic activity, which processes or eliminates many classes of RNAs. Its nine-subunit core (Exo9) is structurally related to prokaryotic phosphorolytic exoribonucleases. Yet, yeast and animal Exo9s have lost the primordial phosphorolytic capacity and rely instead on associated hydrolytic ribonucleases for catalytic activity. Here, we demonstrate that *Arabidopsis* Exo9 has retained a distributive phosphorolytic activity, which contributes to rRNA maturation processes, the hallmark of exosome function. High-density mapping of 3′ extremities of rRNA maturation intermediates reveals the intricate interplay between three exoribonucleolytic activities coordinated by the plant exosome. Interestingly, the analysis of RRP41 protein diversity across eukaryotes suggests that Exo9’s intrinsic activity operates throughout the green lineage, and possibly in some earlier-branching non-plant eukaryotes. Our results reveal a remarkable evolutionary variation of this essential RNA degradation machine in eukaryotes.

## Abstract (web summary)

The yeast and human RNA exosome is structurally related to prokaryotic phosphorylases but degrades RNA only via associated hydrolytic activities. Here the authors show that the RNA exosome of plants, and likely those of a few basal eukaryotes, combines phosphorolytic and hydrolytic activities to degrade RNA.

## Introduction

The RNA exosome is a multi-subunit complex, which is essential for the 3′–5′ processing and turnover of many RNA substrates including rRNA precursors and maturation by-products^1–5^. The core of the eukaryotic exosome (Exo9) consists of nine subunits: six RNase PH-like proteins (Rrp41, Rrp42, Rrp43, Rrp45, Rrp46, and Mtr3) and three RNA-binding proteins (Rrp4, Rrp40, and Csl4). Exo9 adopts a barrel-like structure, which is reminiscent of the structure of bacterial polynucleotide phosphorylases (PNPases) and archaeal exosomes^1–3,5,6^. These prokaryotic exoribonucleases are processive phosphorolytic enzymes with three catalytic sites inside the central channel of the barrel. By contrast, yeast and human Exo9s are catalytically inert due to mutations of amino acids critical for phosphorolysis. Therefore, the catalytic activity of the yeast and human RNA exosome depends strictly on the association of Exo9 with the hydrolytic ribonucleases Rrp6 and Rrp44/Dis3, or the paralog Dis3L in the cytosol of human cells^4,7–10^.

The subunit composition of Exo9 and its interaction with a RRP44-like hydrolytic ribonuclease is conserved in *Arabidopsis* ^11,12^. By contrast, there is no report yet demonstrating a physical association of Exo9 with any of the three RRP6-like exoribonucleases (RRP6L1-3) encoded by the *Arabidopsis* genome^11–13^. Of note, RRP6L1 and RRP6L2 have both independent and overlapping roles with the exosome. For instance, RRP6L2 shares common rRNA maturation substrates with the exosome, but it also processes a specific 18S rRNA intermediate, which is not a substrate of the exosome^13,14^. In addition, both RRP6L1 and RRP6L2 are involved in transcriptional gene silencing either independently of the exosome or with overlapping roles^15–17^. Finally, both RRP6L1 and RRP6L2 regulate the levels of transcripts antisense to FLOWERING LOCUS C (FLC) and this action does not require the exosome^18^. The role of RRP6L3 is entirely unknown and its functional relationship with the exosome remains elusive. It is also unknown whether plant Exo9 has retained an intrinsic ribonucleolytic activity similar to its structurally related complexes in prokaryotes or whether plant Exo9 is inactive as its yeast and animal counterparts. To date, three individual plant Exo9 subunits, RRP4, RRP41, and RRP46, were proposed to possess catalytic activity based on assays using recombinant proteins^19–21^. According to today’s knowledge of the RNA exosome’s atomic structure and of key residues required for ribonucleolytic activity, RRP41 remains the best candidate subunit for conferring activity to plant Exo9. Yet, RRP41’s phosphorolytic activity remains to be formally demonstrated using catalytic mutants. More importantly, whether RRP41 is active upon exosome complex assembly and whether this activity performs any in vivo function are fully open questions.

Here, we demonstrate that the purified *Arabidopsis* exosome core complex is endowed with a phosphorolytic activity conferred by the RRP41 subunit. In vivo, this intrinsic phosphorolytic activity of Exo9 cooperates with the hydrolytic exoribonucleolytic activities of RRP6L2 and RRP44 for the elimination of rRNA maturation by-products and the processing/degradation of 5.8S rRNA precursors, two prototypical functions of the RNA exosome in eukaryotes. While the exoribonucleolytic activity of RRP44 is processive, Exo9’s activity is distributive and both in vitro and in vivo data indicate that it can trim RNA substrates. Altogether, our results demonstrate that a eukaryotic core exosome can be catalytically active. Interestingly, the amino acids critical for RRP41’s activity are remarkably conserved deep into the green lineage, suggesting that an active phosphorolytic Exo9 operates in most plant species. Moreover, several Amoebozoa, the human pathogen *Naegleria fowleri* or *Capsaspora owczarzaki*, a single-celled eukaryote, which is a close unicellular relative of metazoans, also possess a potentially active RRP41, raising the interesting possibility that an active Exo9 might exist in non-plant eukaryotes.

## Results

### Conservation of amino acids required for phosphorolysis

The phosphorolytic activity of exoribonucleases, such as bacterial PNPases and the archaeal exosome depends on amino acids involved in the binding of the RNA substrate and in the coordination of inorganic phosphate (Pi) and divalent metal ions. Although RRP41 subunits of eukaryotic Exo9s show the highest conservation of amino acids necessary for activity, yeast and animal RRP41 subunits lack amino acids crucial for Pi coordination^8^. Yet, some amino acids required for phosphorolytic activity were noticed to be present in RRP41 from *Arabidopsis* and rice^8^. Nowadays, a comprehensive structural view of the phosphorolytic mechanism is proposed from several crystal structures of bacterial PNPases and archaeal exosomes, some of them in complex with Pi and RNA^22–30^. In the archaeal exosome, amino acids critical for catalysis belong to Rrp41 but are located near the interface of Rrp41–Rrp42 dimers. In addition, amino acids from both subunits bind the four nucleotides at the 3′ end of the RNA substrate. Together, these observations provide a rational explanation as to why Rrp41 alone is not active in vitro, whereas a Rrp41-Rrp42 dimer is^23,25,31,32^. To test for the conservation in *Arabidopsis* of all the amino acids required for phosphorolytic activity, we compared RRP41 sequences from *Arabidopsis thaliana*, *Sulfolobus solfataricus*, *Archaeoglobus fulgidus*, *Pyrococcus abyssi* and *Methanothermobacter thermautotrophicus*. We also aligned RRP42 sequences from these Archaea with *Arabidopsis* RRP45A and RRP45B. Both RRP45A and RRP45B isoforms are incorporated into Exo9 in *Arabidopsis* ^12^ and the RRP41-RRP45A/B dimer represents one of the three structural counterparts of the RRP41-RRP42 dimers of archaeal exosomes. Both alignments show that all the amino acids involved in RNA binding and in the coordination of divalent metal ions and Pi required for the phosphorolytic activity of archaeal exosomes are conserved in Arabidopsis (Fig. 1a and b). The structural modeling of the RRP41-RRP45A dimer also suggests the existence of functional Pi and Mg^2+^ coordination sites in *Arabidopsis* (Fig. 1c). Therefore, Exo9 in *Arabidopsis* may have retained an intrinsic phosphorolytic activity unlike its inactive yeast and animal counterparts.

**Fig. 1:**
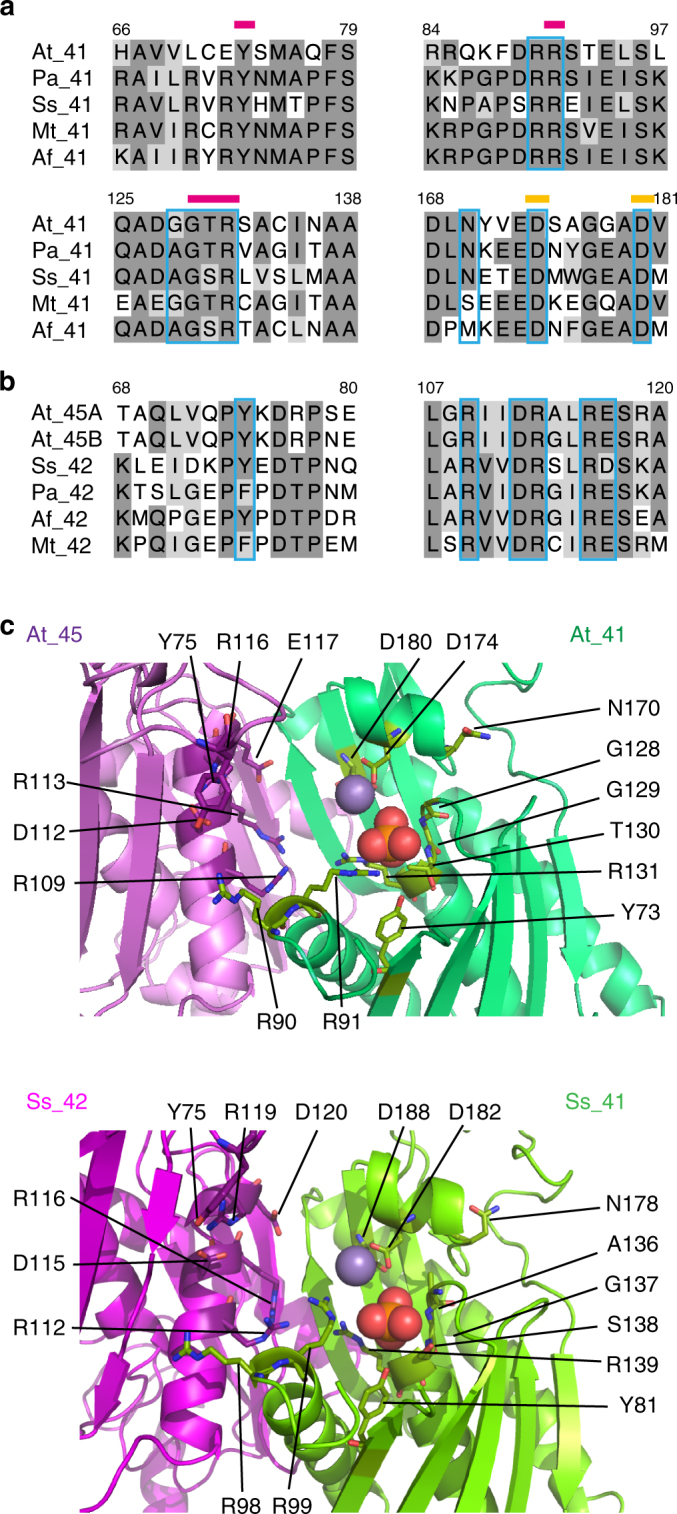
Amino acids crucial for the phosphorolytic activity of archaeal exosomes are conserved in *Arabidopsis* RRP41-RRP45 subunits. The *Arabidopsis* RRP41, RRP45A, and RRP45B sequences were aligned to their respective RRP41 and RRP42 counterparts from four archaeal species for which exosome structure is known: Ss, *Sulfolobus solfataricus;* Pa, *Pyrococcus abyssi;* Af, *Archaeoglobus fulgidus;* Mt, *Methanothermobacter thermautotrophicus*. Amino acid numbering refers to the *Arabidopsis* sequences. Amino acids involved in RNA binding are boxed in blue, amino acids involved in Pi and Mg^2+^ coordination are marked with magenta and yellow bars, respectively. **a** Partial alignments of *Arabidopsis* and four archaeal RRP41 sequences showing the conservation of amino acids involved in RNA binding, Pi and Mg^2+^ coordination.  **b** Partial alignments of *Arabidopsis* RRP45A and RRP45B with four archaeal RRP42 sequences showing the conservation of relevant amino acids involved in RNA binding. **c** Zoom in the catalytic pocket of the modeled At_RRP41/45 dimer (upper panel) and of the Ss_RRP41/42 dimer (lower panel). Mg^2+^ and Pi are shown as violet and red balls, respectively. Amino acids whose side chains are involved in RNA binding, Pi and Mg^2+^ coordination are labeled

### *Arabidopsis* Exo9 has a phosphorolytic catalytic activity

To test this hypothesis, we affinity purified Exo9 from *rrp41* null mutant *Arabidopsis* plants expressing either wild type (RRP41^WT^) or catalytic mutant RRP41 proteins. We choose mutations that target either only the Pi coordination site (RRP41^Pi-^), or both the Pi and Mg^2+^ coordination sites in the catalytic pocket (RRP41^Pi-Cat-^) (Fig. 2a). Wild type and mutated RRP41 proteins are C-terminally fused to myc or GFP and all transgenes are expressed under the control of the endogenous *RRP41* promoter. Because the *rrp41* null mutation is lethal, plants heterozygous for the *rrp41* null allele were transformed, selfed, and plants expressing the wild type or mutated *RRP41* transgene in the homozygous *rrp41* null background were obtained from the progeny. Wild type or mutated versions of RRP41-GFP fusion proteins displayed identical cytosolic and nuclear localization patterns: they were enriched in nucleoli and present at similar levels in nucleoplasm and cytoplasm as illustrated in root cells (Supplementary Fig. 1a). An identical intracellular distribution was observed in a line expressing another Exo9 subunit, RRP4, fused to GFP (Supplementary Fig. 1a). Although the lack of a suitable antibody prevented us to compare the expression between the tagged and endogenous RRP41s, we verified that all fusion proteins were expressed at similar levels in selected lines (Supplementary Fig. 1b). Importantly, gel filtration analyses indicated that neither wild type nor mutated RRP41 proteins are detected as monomeric proteins but rather as part of a high molecular weight complex (Supplementary Fig. 1c). To determine whether this high molecular weight complex corresponds to the RNA exosome, myc affinity-purified fractions were submitted to mass spectrometric analysis. The identification of all expected Exo9 subunits demonstrated the incorporation of RRP41^WT^, RRP41^Pi-^ or RRP41^Pi-Cat-^ into Exo9 (Supplementary Fig. 1d). Altogether, these data indicate that both wild type and mutated RRP41 versions behave indifferently in terms of expression, localization, and integration into Exo9.

**Fig. 2:**
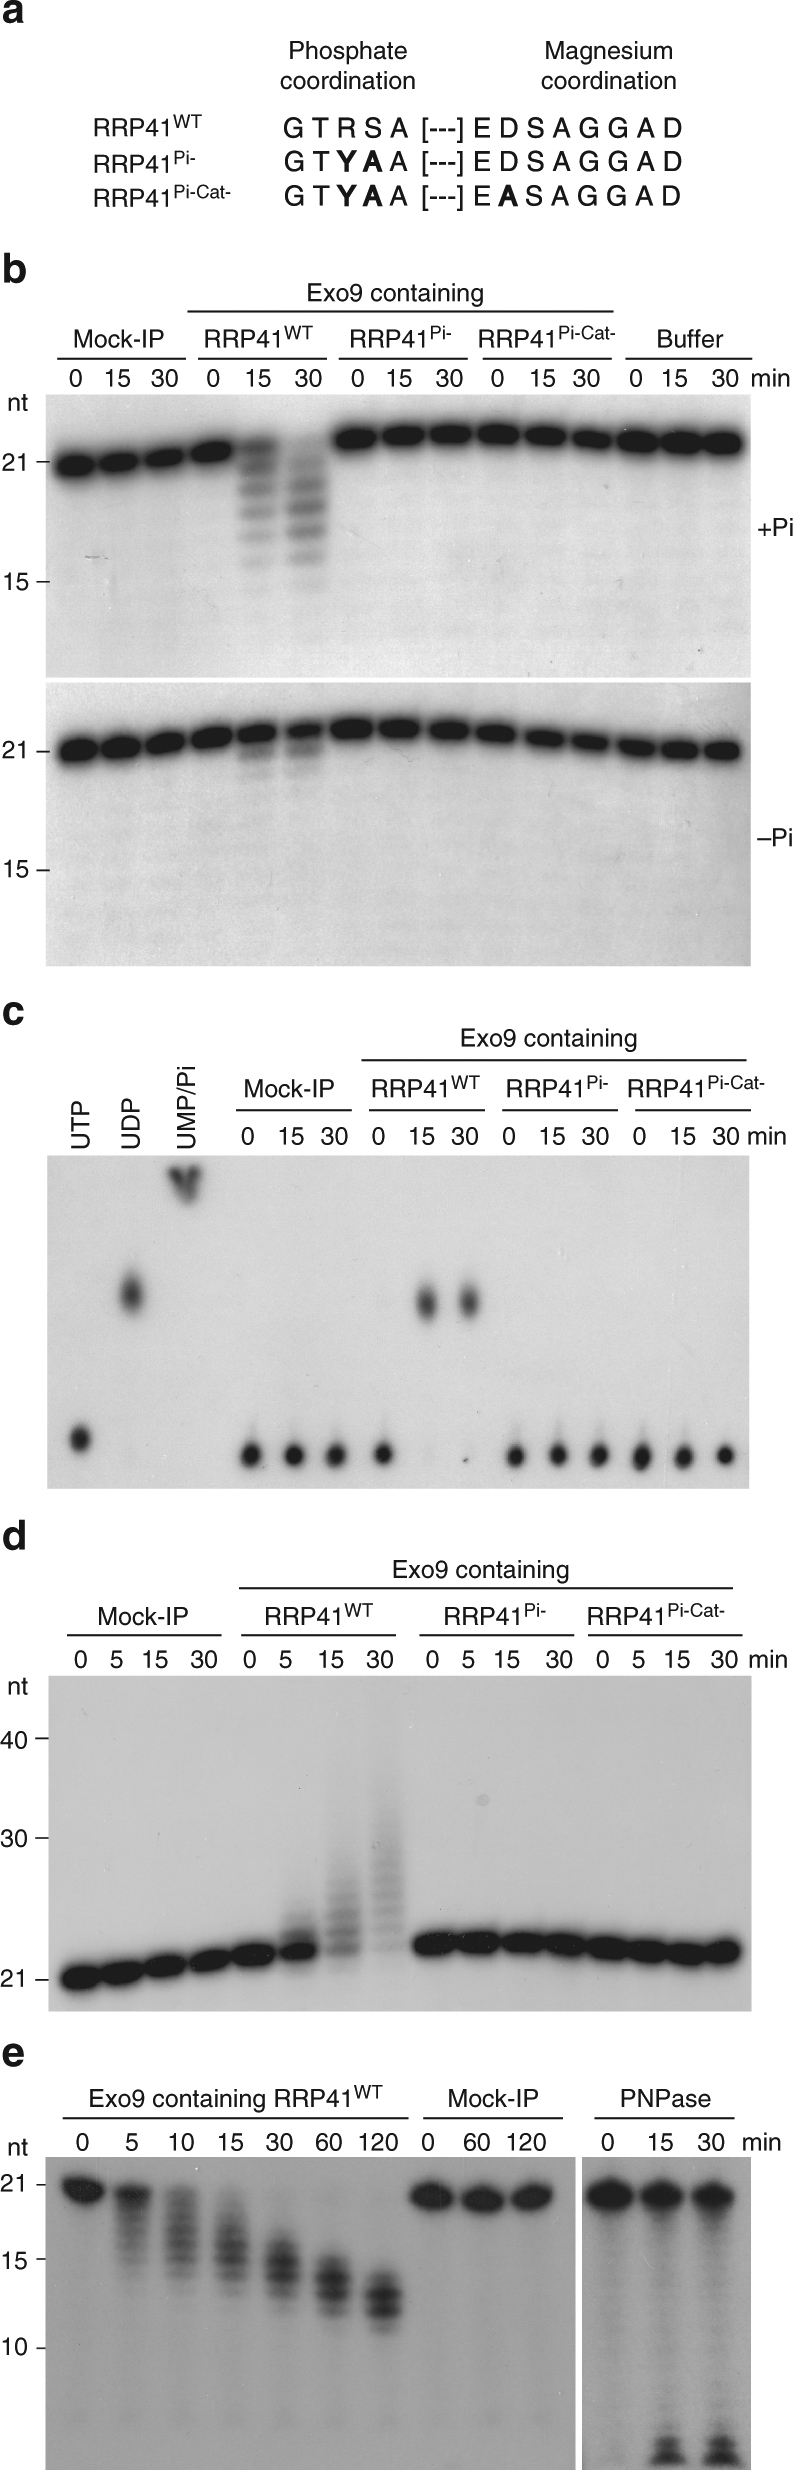
*Arabidopsis* Exo9 has a distributive phosphorolytic activity conferred by the RRP41 subunit. **a** Mutations introduced to inactivate RRP41. Mutated amino acids are shown in bold. The mutated Pi coordination site and surrounding amino acids in RRP41^Pi-^ and RRP41^Pi-Cat-^ mimics the GGTYAA sequence found in the inactive human RRP41. **b** Exo9’s activity is due to RRP41 and is stimulated by Pi. A 5′ [^32^P]-labeled oligo(U)21 RNA substrate was incubated for indicated times with a mock-IP fraction or immunopurified Exo9 complexes containing either RRP41^WT^, RRP41^Pi-^, or RRP41^Pi-Cat-^. Reaction products were run on a denaturing acrylamide gel and analyzed by autoradiography. +Pi and −Pi indicate the presence of 3.5 mM Pi and the absence of exogenously added Pi, respectively. **c** Exo9’s degradation activity produces nucleoside diphosphates. A 3′ [^32^P]-labeled oligo(U) RNA substrate was incubated with a mock-IP fraction or immunopurified Exo9 complexes containing either RRP41^WT^, RRP41^Pi-^, or RRP41^Pi-Cat-^. Reaction products were analyzed by thin layer chromatography to separate nucleoside mono-phosphate, di-phosphate, and tri-phosphate. **d** Exo9 can synthesize RNA tails. In vitro assays were performed as in **a** except that Pi was replaced by 1 mM UDP. **e** Exo9 has an intrinsic distributive activity. Degradation assays in the presence of 3.5 mM Pi were as in **a** but over a period of 120 min as indicated. Bacterial PNPase was used as a positive control for a processive phosphorylase activity

To test for Exo9’s phosphorolytic activity, purified Exo9s containing RRP41^WT^, RRP41^Pi-^, or RRP41^Pi-Cat-^ subunits were incubated with a 5′-radiolabeled (U)_21_ RNA substrate in the presence or absence of inorganic phosphate (Fig. 2b). Phosphate-stimulated degradation of the RNA substrate was reproducibly observed with Exo9-RRP41^WT^, but never with the catalytic mutants (Fig. 2b and Supplementary Figs. 2 and 3). Next, we used thin layer chromatography (TLC) analysis to show that degradation of a 3′-labeled RNA substrate by Exo9-RRP41^WT^ releases nucleoside diphosphates (Fig. 2c). Finally, we demonstrate that the reaction is reversible when nucleoside diphosphates are present in excess, i.e. plant Exo9 can synthesize RNA tails (Fig. 2d). To exclude the possibility that the observed in vitro activity is due to RRP41 not incorporated into Exo9, we compared the phosphorolytic activity of Exo9s immunopurified from lines expressing either GFP-tagged RRP4 or GFP-tagged RRP41. Both immunopurified fractions have identical degradation and synthesis activities, confirming that the observed activity is due to RRP41 incorporated into Exo9 (Supplementary Fig. 3).

An interesting and major distinction from bacterial PNPases and the archaeal exosome, which are processive phosphorylases, is the distributive nature of Exo9’s activity. This distributivity is evidenced by the progressive degradation of the RNA substrate, while both full-length substrates and end-products are visible in the case of the processive bacterial PNPase (Fig. 2e). Similar results were obtained using a RNA substrate of distinct nucleotide composition (Supplementary Fig. 2). Altogether, our results prove that *Arabidopsis* Exo9 has an intrinsic distributive phosphorolytic activity provided exclusively by the RRP41 subunit.

### Exo9 activity acts on specific rRNA maturation by-products

To reveal evidence of Exo9’s intrinsic activity in vivo, we analyzed the degradation or trimming of archetypical substrates of the exosome during rRNA maturation: the 5′ external transcribed spacer (5′ ETS) and 5.8S rRNA precursors. Similar to other eukaryotes, *Arabidopsis* mature rRNAs are produced from a large polycistronic precursor transcript, in which the sequences of mature 18S, 5.8S and 25S rRNAs are separated by internal transcribed spacers (ITS1 and ITS2) and flanked by external transcribed spacers (5′ and 3′ ETS, respectively) (see Supplementary Fig. 4 for a diagram). In *Arabidopsis*, two endonucleolytic cleavages at sites P and P′ excise a 481 nt fragment from the 1.8 kb 5′ ETS^13,33^ (Fig. 3a and Supplementary Fig. 4). Degradation of the P-P′ fragment requires the exosome as its elimination is impaired by disrupting Exo9 in lines silenced for RRP41 or RRP4 expression, or by downregulating RRP44, MTR4, and RRP6L2^11,13,14,34,35^. The 3′–5′ degradation of P-P′ produces several P-P1 degradation intermediates^14,34,36^. Four P-P1 degradation intermediates are detected by northern blot analysis in untransformed Col-0 and *rrp41* RRP41^WT^ (Fig. 3b, lanes 1–2). Strikingly, two of these P-P1 fragments are missing in *rrp41* lines expressing RRP41 catalytic mutants (Fig. 3b, lanes 3–4). This alteration in the pattern of P-P1 intermediates reveals that Exo9 is active in vivo and indicates that its activity participates in the elimination of the P-P′ rRNA maturation by-product.

**Fig. 3:**
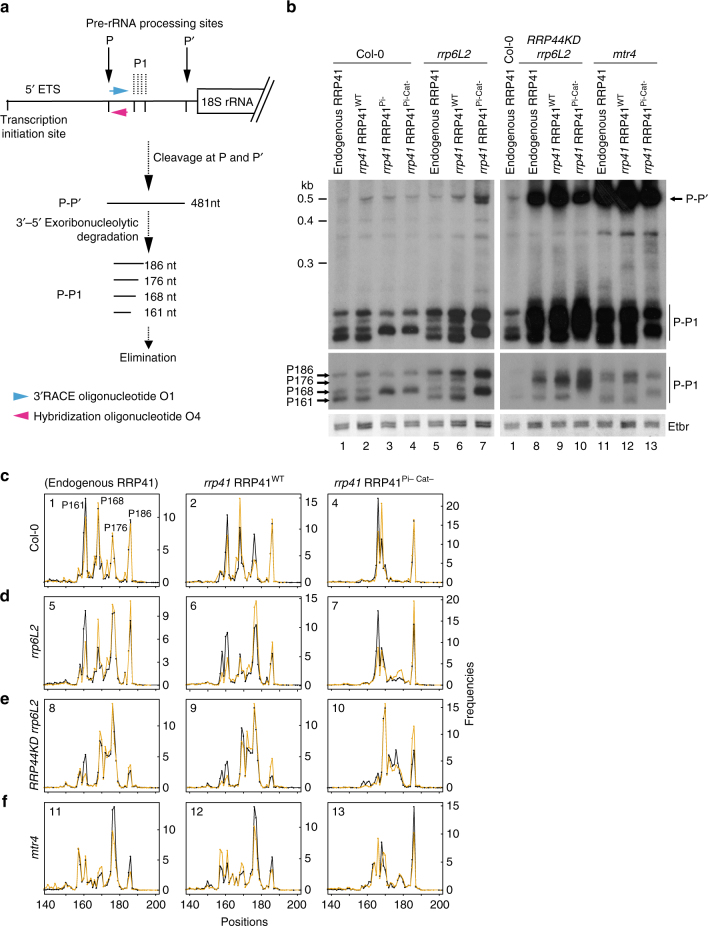
Exo9 activity participates in the elimination of rRNA maturation by-products. **a** Diagram of the 5′ ETS and its degradation intermediates. A portion of the 35S rRNA precursor comprising the 5′ ETS is drawn at the top. Numbers refer to the transcription start site. Vertical arrows above the diagram indicate processing sites. Key steps leading to the elimination of the 5′ ETS are sketched below. The location of the hybridization oligonucleotide O4 used for Northern analysis is shown by a magenta arrow. The location of the oligonucleotide O1 used for 3’RACE-seq is shown by a blue arrow. **b** Northern blot analysis of Exo9’s specific in vivo substrates during the elimination of the 5′ ETS. The main 5′ ETS degradation intermediates are noted as P-P’ and P-P1 on the right. Two exposures of the lower part of the blot are shown. A portion of the Ethidium bromide (Etbr)-stained gel is used as control for loading. Lane numbers at the bottom refer to the panels shown in **c**–**f**. **c**–**f** High density mapping of 3′ extremities of P-P1 degradation intermediates by 3´RACE-Seq. Density profiles are shown for positions +140 to +200, +1 corresponding to the first nucleotide of the P-P’ fragment. Two biological replicates are shown in black and orange, respectively. The presence of endogenous RRP41 or the complementation of the *rrp41* mutations by RRP41^WT^ or RRP41^Pi-Cat-^, respectively, is indicated at the top of the panels. The Col-0, *rrp6L2*, *RRP44KD rrp6L2* or *mtr4* genetic backgrounds are indicated on the left in **c**, **d**, **e**, and **f**, respectively. Numbering of each panel refers to the lane numbers of the northern blot shown in **b**

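The 3′ ends of 5′ ETS degradation intermediates were read in rosette leaves of 13 genotypes with 2 biological replicates each, 26 libraries in all. The replicates are plants grown at different times. Plants were 6 weeks old and were grown in 12 h light and 12 h darkness by the paper's methods, while the sample labels give 16 h light and 8 h darkness. In 3′RACE-seq, an adapter carrying a stretch of random nucleotides is ligated to the 3′ ends of total RNA, and a primer in the 5′ ETS then amplifies the ligated molecules. The authors deposited a table with each deduplicated read, its last nucleotide that matches the 5′ ETS and any nucleotides added after it. From this table, the share of each 3′ end was computed as the percentage of all reads of its library. Exo9 was active in libraries with endogenous RRP41 or RRP41 WT and inactive in libraries with RRP41 Pi- or RRP41 Pi-Cat-. These are compared in 4 backgrounds, which are Col-0, *rrp6L2*, *RRP44KD rrp6L2* and *mtr4*. The read number per library ranged from 1634 to 11729 (median 5154.5) in the 4 Col-0 background libraries with active Exo9 and from 1621 to 8469 (median 2753.5) in the 4 with inactive Exo9. It ranged from 7371 to 23152 in the 4 *rrp6L2* background libraries with active Exo9, from 4208 to 22465 in those of *RRP44KD rrp6L2* and from 6171 to 16513 in those of *mtr4*. The 10 libraries with inactive Exo9 in all backgrounds had a median of 6352 reads. Of all 224354 reads, 91.8% ended from position 140 to 200. The smallest share that 3 reads can show ranged from 0.0130% to 0.185% between the deepest and the shallowest library. The 95% Wilson confidence intervals given for single libraries cover counting error only. Groups of libraries were compared by exact permutation tests, all two-sided, of the difference in mean share. For 4 libraries against 4 there are 70 relabelings and the smallest possible p is 0.0286. With labels permuted only within replicate number, as a block, there are 36 relabelings and the smallest possible p is 0.0556, so this form cannot pass a threshold of 0.05. Over the 4 backgrounds, labels were permuted within each background, which gives 236250 relabelings and a smallest p of 4.23e-06. Libraries are the units of these tests, so a likeness between replicates of a genotype is not taken into account. A pair of libraries of a single genotype cannot be tested. In the deposited reads the last 20 nt before a tail always match the reference, so that a variant base in that stretch cannot be recorded.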

To further characterize P-P1 intermediates, their 3′ extremities were mapped at high density using 3´RACE-seq, a high-throughput sequencing-based strategy (Supplementary Table 1). In line with the northern analysis, four major P-P1 fragments are detected in Col-0 plants and *rrp41* RRP41^WT^ (Fig. 3c). These P-P1 fragments are thereafter named P161, P168, P176, and P186 to reflect their respective length in nucleotides (+1 is defined as the first nucleotide of the P-P′ fragment). 

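3′ ends are named here by the length in nt of the fragment that ends there, so that P160 ends 1 nt before P161. In Col-0 replicate 1, the most frequent 3′ ends were P161 with 12.9% of the reads, P168 with 11.4% and P186 with 9.63%. P160 came next with 7.65%, ahead of P176 with 7.13% (95% CI 6.68 to 7.61). In Col-0 replicate 2, the order was P168 with 12.2%, P161 with 10.0%, P186 with 9.00% and P176 with 7.59% (95% CI 6.40 to 8.97). Replicate 1 of *rrp41* RRP41 WT had the same 4 positions on top, with 12.7% at P161, 11.0% at P186, 10.3% at P168 and 9.07% at P176. In its replicate 2, with 3174 reads, P168 reached 15.8%, P186 11.9% and P161 8.85%. P185 with 5.36%, P169 with 5.17% and P166 with 4.69% lay above P176 with 4.22% (95% CI 3.58 to 4.98). Across these 4 libraries, the share was 12.4% ± 2.38 (SD, n = 4) for P168, 11.1% ± 2.01 for P161, 10.4% ± 1.31 for P186 and 7.00% ± 2.03 for P176. The mean share of P160 was 4.64% ± 2.51 (SD, n = 4).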

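In the TAIR10.1 assembly, the first 200 nt of the P-P′ fragment match chromosome 3 from 14197115 to 14197314 on the plus strand. The 18S rRNA gene AT3G41768 begins 363 nt downstream, at 14197677. The last nucleotide of P161 lies at 14197275, that of P168 at 14197282, that of P176 at 14197290 and that of P186 at 14197300. The reference from position 140 to 200 reads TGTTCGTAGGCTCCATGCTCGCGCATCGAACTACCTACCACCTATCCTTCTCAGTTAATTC. P161 ends in AGGCTCCATGCTCGC, P168 in ATGCTCGCGCATCGA, P176 in GCATCGAACTACCTA and P186 in ACCTACCACCTATCC. The stretch from 140 to 200 occurs again on chromosome 2 from 3283 to 3343, 363 nt upstream of the 18S rRNA gene AT2G01010, and from 7191300 to 7191360, where no rRNA gene is annotated downstream. Reads ending in this stretch cannot be assigned to any of these copies by its sequence. Each of these copies has a T at the base of the change T137C, counted from the first nucleotide of the P-P′ fragment. Reads with T137C thus match none of them at that base. Among reads that end from P157 to 200 with T or C there, they made up 54.4% on average over the 26 libraries. The coordinates therefore place the reference sequence in the assembly and do not show which repeats the reads came from.

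**Figure D1:**
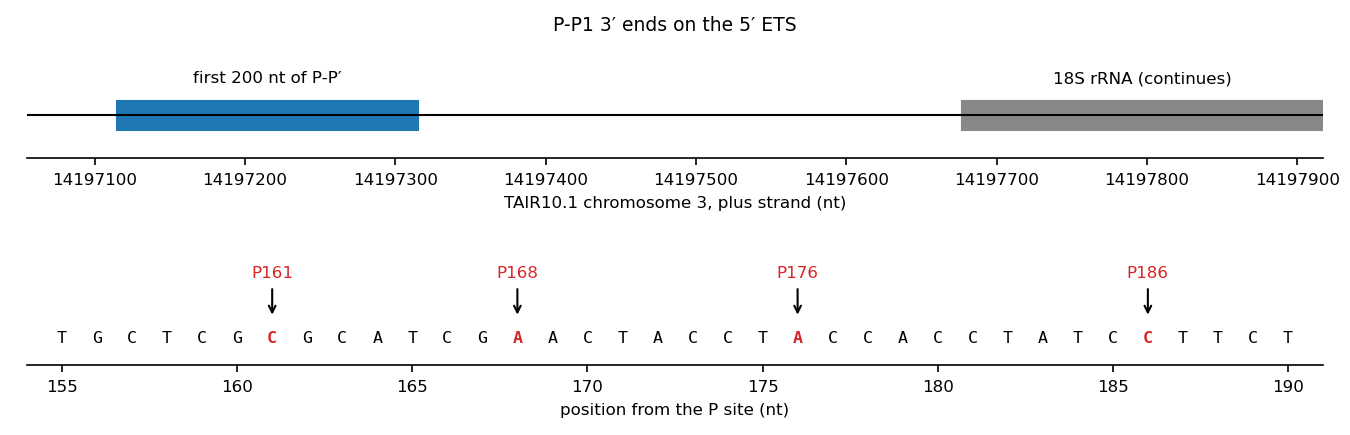
The upper map shows the first 200 nt of the P-P′ fragment and the start of the 18S rRNA on chromosome 3 of TAIR10.1 (x axis, nt). In the lower map, positions are counted in nt from the first nucleotide of the P-P′ fragment, and the 3′ ends of P161, P168, P176 and P186 are marked on the reference sequence.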

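The 3′ end profiles of lines with endogenous RRP41 and with RRP41 WT were compared by their total variation distance, which is the percentage of reads that would have to change position from 140 to 200 to make the profiles equal. The distance between the mean profiles of Col-0 and *rrp41* RRP41 WT was 8.10. In the other backgrounds it was 10.1 for *rrp6L2*, 5.86 for *RRP44KD rrp6L2* and 5.49 for *mtr4*, a mean of 7.39 over the 4 backgrounds. Other relabelings within backgrounds gave a distance as large in most cases (exact permutation test, p = 0.840, 1296 relabelings, smallest possible p 0.0123). With the replicate number as a block, the exact p was 0.438. Replicates of one genotype, which are single libraries and not means, lay farther apart, with a mean distance of 14.6 over the 8 genotypes with active Exo9. The mean ranged from 7.50 to 9.04 when single libraries were left out, and was 8.71 with every library thinned to the read number of the smallest. The test can show a difference between the lines, but a p above the threshold does not measure how equal they are.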

The 3′RACE-seq profiles for P-P1 intermediates are identical between Col-0 and *rrp41* RRP41^WT^ samples, indicative of a full complementation by the transgene. In agreement with the northern data, P161 and P176 intermediates are absent in *rrp41* RRP41^Pi-^ and *rrp41* RRP41^Pi-Cat-^ samples (Fig. 3c and Supplementary Fig. 4b). Therefore, P161 and P176 are exclusively produced by Exo9’s intrinsic activity, possibly by nibbling P168 and P186. 

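P161 made up 0.828% ± 0.0498 (SD, n = 2) of the reads in *rrp41* RRP41 Pi- and 0.218% ± 0.126 in *rrp41* RRP41 Pi-Cat-. P176 made up 1.31% ± 1.59 (SD, n = 2) and 0.403% ± 0.235, respectively. These shares rest on 5 to 26 reads per library at P161 and on 3 to 40 reads at P176. *rrp41* RRP41 Pi- replicate 2 had the highest P176 share, 2.44% (95% CI 1.80 to 3.31), against 0.185% (95% CI 0.0630 to 0.543) in replicate 1, which lies at the floor of that library. Inactive minus active Exo9, the mean difference in the P161 share over the 4 against 4 libraries was −10.6 percentage points (exact permutation test, p = 0.0286). For P176 it was −6.14 points (exact p = 0.0286). All 4 libraries with inactive Exo9 lay below all 4 with active Exo9 at both positions. The exact p was 0.0556 for both with the replicate number as a block. The differences in replicates 1 and 2 were −12.2 and −8.98 points for P161, and −7.89 and −4.40 points for P176. The correlation between same-numbered replicates across the 4 genotypes, after removing genotype means, was 0.369 for P161 and −0.296 for P176. The P161 difference moved most when reads ending within 1 nt of the position were added, to −15.4 points.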

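In the Col-0 background, the P186 share was 15.3% ± 1.51 (SD, n = 4) with inactive Exo9, 4.91 percentage points above the libraries with active Exo9 (exact permutation test, p = 0.0286). In the test with replicate number as a block, the exact p was 0.0556, the difference was 5.46 points in replicate 1 and 4.36 in replicate 2, and same-numbered replicates correlated by −0.172. With all libraries thinned to the read number of the smallest, the difference was 4.12 points (exact p = 0.0571). P168 did not differ by more than its spread. Its share was 13.9% ± 5.06 (SD, n = 4) with inactive Exo9, a difference of 1.46 points (exact p = 0.686). This difference was −0.608 points in replicate 1 and 3.54 points in replicate 2 (block p = 0.611 in the exact test, correlation 0.670), and without *rrp41* RRP41 Pi-Cat- replicate 2 it was −0.826 points. From the loss of P161 and P176 when RRP41 is mutated, the paper concludes that the intrinsic activity of Exo9 produces both, and it proposes that this occurs by nibbling P168 and P186.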

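Over all 4 backgrounds, with labels permuted within backgrounds, P161 differed by −6.18 percentage points between the 10 libraries with inactive and the 16 with active Exo9 (exact permutation test, p = 4.23e-06). P176 differed by −8.47 points and P186 by 7.03 points, each with the same p, the smallest this design allows. P168 differed by 2.14 points (exact p = 0.0183). When the replicate number served as a block, the exact p was 3.81e-05 for P161, P176 and P186, the smallest of 26244 relabelings, and 0.00796 for P168. The correlation between same-numbered replicates over the 13 genotypes was 0.338 for P161, 0.0789 for P168, −0.0572 for P176 and −0.0436 for P186. Among reads that carry T137C, counted from the first nucleotide of the P-P′ fragment, the P168 difference was 2.07 points (exact p = 0.0843), a division of the reads chosen after seeing the data.
All 61 positions from 140 to 200 were then tested in the same way with Benjamini-Hochberg adjustment. Of these, 35 positions passed the adjusted threshold (34 with the replicate number as a block), 18 higher and 17 lower with inactive Exo9, and 25 of them had the same sign in all 4 backgrounds. An unadjusted p under the threshold was found at 36 positions, against 3.05 expected by chance. The 5 positions with the largest differences and the same sign in all backgrounds were P166 with 9.29 points, P176, P186, P161 and P177 with −6.16 points. Because shares of 1 library add up to a whole, a lower share at some positions raises others. Of the 17 lower positions, 6 lie before P157, where reads that carry T137C cannot be recorded, and T137C was 22.7 points more frequent with inactive Exo9 among reads that end from P157 to 200. With only reads of the reference base, a division chosen after seeing the data, 5 of these 6 stayed lower past the adjusted threshold, and 2 positions before P157 were higher past it, against 0 among all reads.

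**Figure D2:**
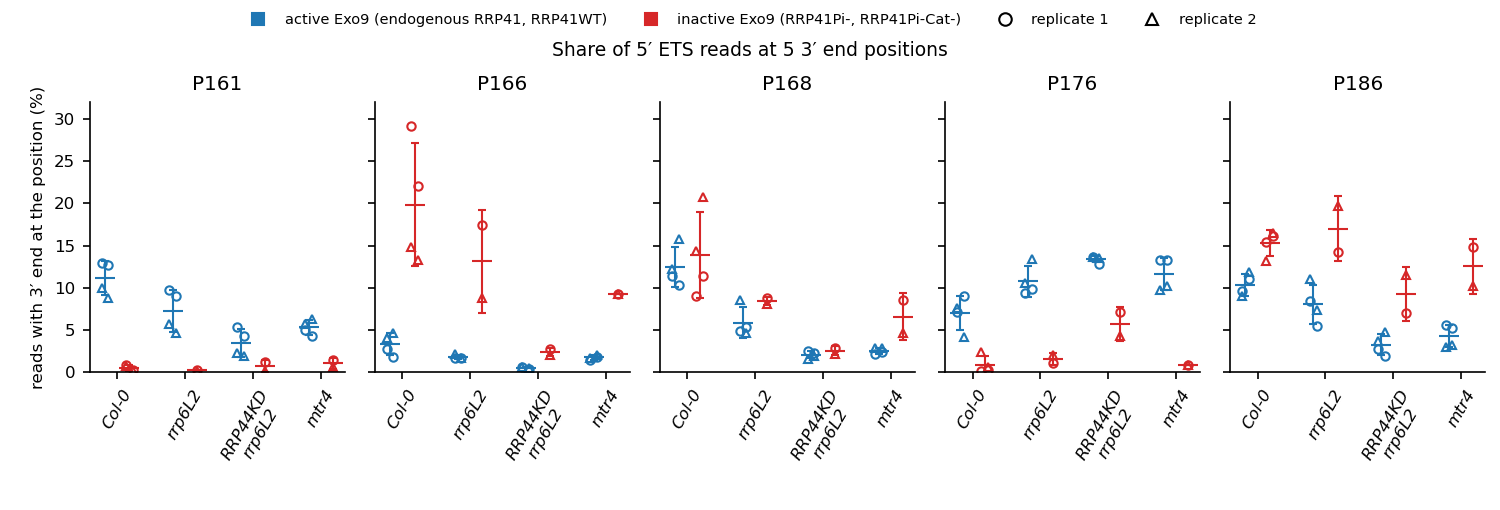
Percentage of the reads of a library (y axis) that end at P161, P166, P168, P176 and P186, by background (x axis), with active Exo9 in blue and inactive Exo9 in red. Circles are replicate 1, triangles replicate 2, and bars the mean and SD. In the Col-0 background, P161 averages 11.1% with active and 0.523% with inactive Exo9.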

Altogether, these data demonstrate that specific rRNA maturation by-products that are generated during the elimination of the 5′ ETS are substrates of the intrinsic activity of Exo9 in *Arabidopsis*.

### Extensive exoribonucleolytic interplay during 5′ ETS decay

Next, we determined the respective effects of Exo9’s activity and of the other two exoribonucleases associated with exosome function, RRP6L2 and RRP44, on 5′ ETS degradation. As the null *rrp44* mutation is lethal^37^, we used an established amiRNA^35^ to test the effect of RRP44 downregulation in the *rrp6L2* background. The accumulation of P-P′, a known substrate of RRP44, was used as a functional indicator of RRP44 downregulation (Fig. 3b, lanes 8–10). 

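In the *rrp6L2* background, P176 made up 9.94% ± 0.863 (SD, n = 2) of the reads of *rrp6L2* and 11.6% ± 2.52 of *rrp6L2 rrp41* RRP41 WT. Over the 4 libraries with active Exo9, the mean was 10.8% ± 1.81 (SD, n = 4), which is 3.78 percentage points above the Col-0 background (exact permutation test, p = 0.0286). Each of the 4 lay above each of the 4 Col-0 background libraries. Permuted within replicate number, as a block, the labels gave an exact p of 0.0556, with differences of 1.48 points in replicate 1 and 6.07 points in replicate 2, and same-numbered replicates correlated by −0.332. With reads within 1 nt of the position added, the difference was 12.2 points, the largest among the alternatives. With all libraries thinned to the smallest, it was 4.21 points (exact p = 0.0571). Reads that carry T137C, counted from the first nucleotide of the P-P′ fragment, make up 38.1% ± 4.41 (SD, n = 4) of the reads that end from P157 to 200 with 1 of the 2 bases here and 64.9% ± 12.3 in the Col-0 background. Among reads with the reference base, the P176 difference was 2.06 points (exact p = 0.229), and among reads with T137C it was 3.74 points (exact p = 0.0571), a division chosen after seeing the data. The neighbouring P177 reached 11.0% ± 2.35 (SD, n = 4).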

A slight accumulation of P176 was detected by 3′RACE-seq in *rrp6L2* and *rrp6L2 rrp41* RRP41^WT^ as compared with Col-0 and *rrp41* RRP41^WT^, respectively (Fig. 3d). The most straightforward interpretation of this observation is that P176 is a substrate of RRP6L2, albeit an indirect effect of the lack of RRP6L2 on RRP44’s activity cannot be excluded. 

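In the *rrp6L2* background with inactive Exo9, P161 fell to 0.214% ± 0.0482 (SD, n = 2) from 7.29% ± 2.49 (SD, n = 4) with active Exo9. P176 fell to 1.56% ± 0.710 (SD, n = 2), with 1.06% (95% CI 0.830 to 1.35) in replicate 1 and 2.06% (95% CI 1.76 to 2.42) in replicate 2, from 64 and 149 reads. Both libraries lay below all 4 libraries with active Exo9 of this background at both positions, which 2 libraries against 4 cannot bring to a p under the threshold. P186 rose to 17.0% ± 3.85 (SD, n = 2) from 8.07% ± 2.32 (SD, n = 4).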

Similar to what we observed before, loss of Exo9’s activity in *rrp6L2 rrp41* RRP41^Pi-Cat-^ plants resulted in the absence of P161 and P176, confirming that these intermediates are generated by Exo9 (Fig. 3b, lane 7 and Fig. 3d).

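With RRP44 downregulated in *RRP44KD rrp6L2*, P176 made up 13.6% of the reads in both replicates. In *RRP44KD rrp6L2 rrp41* RRP41 WT it made up 13.2% ± 0.471 (SD, n = 2). The mean of these 4 libraries was 13.4% ± 0.362 (SD, n = 4), which is 2.62 percentage points above the *rrp6L2* background (exact permutation test, p = 0.0571). *rrp6L2 rrp41* RRP41 WT replicate 2, with 13.4% (95% CI 12.7 to 14.2), lay within their range. Within the replicate blocks, the difference was 3.65 points in replicate 1 and 1.59 points in replicate 2, the exact p was 0.0556 and same-numbered replicates correlated by 0.343. Among non-modified reads only, the difference was 3.50 points (exact p = 0.0286), the alternative that moved it most. With the window of 1 nt either side, the exact p was 0.457, with a difference of 2.10 points.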

Downregulation of RRP44 in the *rrp6L2* background resulted in the further accumulation of P176 in *RRP44KD rrp6L2* (Fig. 3b, lanes 8–10 and Fig. 3e) as compared to *rrp6L2* single mutants (Fig. 3b, lanes 5–7 and Fig. 3d). This accumulation indicates that both RRP6 and RRP44 are required for the efficient degradation of P176. As expected, inactivating RRP41’s activity in the *RRP44KD rrp6L2* background had a severe impact on the accumulation of P176. 

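Inactivating Exo9 in the *RRP44KD rrp6L2* background changed the mean P176 share by −7.71 percentage points, to 5.69% ± 2.00 (SD, n = 2). The same comparison gave −9.22 points in *rrp6L2* and −10.8 points in *mtr4*. None of these was tested in a single background. P161 went from 3.46% ± 1.6 (SD, n = 4) to 0.716% ± 0.729 (SD, n = 2). P186 went from 3.27% ± 1.22 to 9.29% ± 3.2. The change in P176 with inactive Exo9 was −6.14 points in Col-0 and −9.24 points on average over the 6 libraries of the other backgrounds, and Col-0 minus the others gave 3.10 points (exact permutation test, p = 0.0524, q = 0.0786 over 9 measures).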

Yet, this intermediate is still detectable in both replicates of *RRP44KD rrp6L2 rrp41* RRP41^Pi-Cat-^. This observation, together with the occurrence of a new major P169/170 intermediate instead of P168 (Fig. 3e), suggest that, when all three catalytic activities associated with the plant exosome are impaired, additional yet unknown ribonucleolytic activities can act on P-P1 intermediates.

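P176 made up 7.11% (95% CI 6.74 to 7.49) of the reads of *RRP44KD rrp6L2 rrp41* RRP41 Pi-Cat- replicate 1 and 4.27% (95% CI 3.60 to 5.06) of replicate 2. These shares rest on 1310 and 128 reads. The smallest share that 3 reads can show was 0.0163% and 0.100% in the respective libraries. In the other 8 libraries with inactive Exo9, the P176 share was at most 2.44%.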

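P169 and P170 together made up 27.9% and 28.3% of the reads in the replicates of *RRP44KD rrp6L2 rrp41* RRP41 Pi-Cat-. P169 reached 12.8% ± 0.301 (SD, n = 2) and P170 15.4% ± 0.572, whereas P168 made up 2.55% ± 0.533. With active Exo9 in the same background, P169 already reached 8.46% ± 1.1 (SD, n = 4) and P170 7.38% ± 0.83, against 2.07% ± 0.399 for P168. The 2 libraries with inactive Exo9 lie above these 4 at both positions, a comparison of 2 against 4 libraries without a test. At P169, 75.6% ± 5.53 (SD, n = 4) of the reads with active Exo9 and 81.2% ± 5.34 (SD, n = 2) with inactive Exo9 carried added nucleotides. Since the reference base after P168 is an A, P168 followed by an A tail is recorded as P169. Among non-modified reads only, P169 and P170 made up 21.3% of the reads with inactive Exo9.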

The role of Exo9 in generating specific intermediates including P176 is further evidenced in *mtr4* mutants. In *Arabidopsis*, the RNA helicase MTR4 is crucial for the nucleolar functions of the exosome, while its paralogue HEN2 assists the exosome in the nucleoplasm^12^. In the absence of MTR4, P-P′ and P-P1 intermediates accumulate markedly when compared to Col-0 and *rrp41* RRP41^WT^ plants (Fig. 3b, lanes 11–13). 

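In the *mtr4* background with active Exo9, P176 made up 11.6% ± 2.50 (SD, n = 2) of the reads of *mtr4* and 11.7% ± 2.19 of *mtr4 rrp41* RRP41 WT. The 4 libraries ranged from 9.80% to 13.3%, with a mean 4.65 percentage points above the Col-0 background (exact permutation test, p = 0.0286). Blocking by replicate number gave an exact p of 0.0556, the difference was 5.21 points in replicate 1 and 4.09 in replicate 2, and same-numbered replicates correlated by 0.550. Reads within 1 nt of the position raised the difference most, to 11.1 points. Thinned to the smallest library, it was 4.94 points (exact p = 0.0571). These are shares of the amplified 5′ ETS reads, so they do not measure the total amount of P-P1 RNA.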

The accumulation of P176 reflects the expected role of MTR4 in supporting RRP6L2 and RRP44 activities, both of which play a role in P176 elimination. In addition, the 3′RACE-seq profiles reveal a continuous nibbling of P-P1 intermediates from +155 to +170 in *mtr4* and *mtr4 rrp41* RRP41^WT^ (Fig. 3f). 

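Ends from 155 to 170 made up 37.6% ± 5.42 (SD, n = 4) of the reads in *mtr4* and *mtr4 rrp41* RRP41 WT. In Col-0 and *rrp41* RRP41 WT they made up 50.2% ± 2.18 (SD, n = 4). This sum does not measure how evenly ends are spread, so it does not test the continuous nibbling that the paper describes. In the Col-0 background it includes P161 with 11.1% and P168 with 12.4%, against 5.33% and 2.56% in the *mtr4* background. P157 was the third most frequent end in 3 of the 4 *mtr4* background libraries with active Exo9, with 6.86% and 6.96% in the replicates of *mtr4* and 6.48% in *mtr4 rrp41* RRP41 WT replicate 2. Ends shorter than 161, from 140 to 160, made up 20.9% ± 3.26 (SD, n = 4), which is 9.38 percentage points above the Col-0 background (exact permutation test, p = 0.0286). With the replicate number as a block, the exact p was 0.0556, the difference was 4.78 points in replicate 1 and 14.0 points in replicate 2, and same-numbered replicates correlated by −0.325. In the libraries with at least 3000 reads, it was 8.99 points (exact p = 0.0571). Reads that carry T137C, counted from the first nucleotide of the P-P′ fragment, cannot be recorded where they end before P157, since the base then lies in the stretch that must match the reference. Among reads with the reference base, the difference was 6.97 points (exact p = 0.0286), a restriction chosen after seeing the data.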

Inactivating Exo9’s activity had two main effects in *mtr4* background: it averts the accumulation of P176, and it prevents the accumulation of P-P1 species smaller than 161 nt, another evidence that Exo9’s activity can nibble P-P1 intermediates (Fig. 3f).

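With inactive Exo9 in the *mtr4* background, P176 made up 0.842% ± 0.0223 (SD, n = 2) of the reads, from 67 and 55 reads. Ends shorter than 161 made up 5.79% ± 1.49 (SD, n = 2), against at least 17.0% in each of the 4 libraries with active Exo9. Over all 4 backgrounds, ends shorter than 161 differed by −9.64 percentage points between inactive and active Exo9 (exact permutation test, p = 4.23e-06). With the replicate number as a block, the exact p was 3.81e-05, the difference was −11.4 points in replicate 1 and −7.91 points in replicate 2, and same-numbered replicates correlated by 0.0794. Among reads with the reference base in place of T137C, counted from the first nucleotide of the P-P′ fragment, it was −6.45 points (exact p = 0.00122), a restriction chosen after seeing the data.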

Altogether, our results show that Exo9’s activity cooperates with RRP6L2 and RRP44 to eliminate the 5′ ETS in *Arabidopsis*. 

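The distance from the last nucleotide of P186 to that of P176 is 10 nt, and that from P168 to P161 is 7 nt. With inactive Exo9, P166 rose most over the window from 140 to 200 in the mean of the 4 backgrounds, and it ends 2 nt upstream of P168. In *RRP44KD rrp6L2*, P170 rose most, by 7.97 percentage points against 1.84 at P166, and in *mtr4* P186, by 8.26 against 7.49 at P166. Its share was 19.8% ± 7.27 (SD, n = 4) in the Col-0 background with inactive Exo9 and 3.33% ± 1.28 (SD, n = 4) with active Exo9. In 3 of these 4 libraries with inactive Exo9, P166 was the most frequent end.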

Exo9 is able to nibble 5′ ETS degradation intermediates by 5–10 nt and its activity is not fully redundant with that of the known catalytic subunits of the exosome. Exo9’s action either provides intermediates that are further processed by RRP6L2 or RRP44 (e.g. P176), or is able to nibble intermediates further than RRP6L2 and RRP44 (e.g. P161 or smaller species in the absence of MTR4).

### Indirect impact of Exo9’s activity on P-P1 tailing

Up to 35% of the P-P′ degradation intermediates analyzed by 3′RACE-seq have 3′ nucleotides that do not match the reference sequence (Fig. 4a). 

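Tails of at least 1 nt were recorded in 50493 reads of all libraries. The highest share of tailed reads was 37.5% in *RRP44KD rrp6L2 rrp41* RRP41 WT replicate 1, and the highest mean of a genotype was 34.6% in *RRP44KD rrp6L2 rrp41* RRP41 WT. In the Col-0 background, 11.2% ± 2.79 (SD, n = 4) of the reads were tailed with active Exo9 and 3.49% ± 1.49 (SD, n = 4) with inactive Exo9. The authors kept a tail only if its second nucleotide did not match the reference, and longer tails only with stretches of AAA or TTT. All 13230 tails of at least 6 nt hold such a stretch.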

Many of these mismatches correspond to a single nucleotide (Fig. 4a) and it cannot be excluded that a proportion of them is due to sequence polymorphisms rather than to untemplated nucleotide additions. However, bona fide nucleotide extensions are definitely detected and are mostly composed of adenosines (from 74 to 94% As for tails from 2 to 30 nt). 

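Tails of at least 2 nt were recorded in 26426 reads. Of the tails in the Col-0 background, 63.9% ± 1.58 (SD, n = 4) were single nucleotides with active Exo9 and 35.4% ± 8.48 (SD, n = 4) with inactive Exo9. A polymorphism would also be seen within longer reads. Over all libraries, 0.360% of the longer reads had another base than the reference at the position after P161, while 16.8% of the reads at P161 had a single added nucleotide. At the position after P176, 1.87% of the longer reads had another base, against 16.6% of the reads at P176 with a single added nucleotide.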

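In tails from 2 to 30 nt, the percentage of A ranged from 76.1% in Col-0 replicate 1 to 94.7% in *rrp6L2 rrp41* RRP41 Pi-Cat- replicate 1. In the Col-0 background, it was 81.9% ± 4.32 (SD, n = 4) with active and 89.2% ± 0.788 (SD, n = 4) with inactive Exo9. The number of such tails per library ranged from 44 in *rrp41* RRP41 Pi-Cat- replicate 2 to 4431 in *RRP44KD rrp6L2* replicate 1.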

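Because single nucleotides can be polymorphisms, tails of at least 2 nt were compared. They made up 4.06% ± 1.13 (SD, n = 4) of the reads in the Col-0 background with active Exo9. In the *rrp6L2* background it was 9.56% ± 3.76 (SD, n = 4), 5.50 percentage points more. In the *RRP44KD rrp6L2* background it was 19.1% ± 1.89 (SD, n = 4), 15.0 points more. In the *mtr4* background it was 8.76% ± 1.71 (SD, n = 4), 4.70 points more. In each case all 4 libraries lay above the 4 of the Col-0 background (exact permutation tests, p = 0.0286 each). Blocking by replicate number gave an exact p of 0.0556 in each case. The differences in replicates 1 and 2 were 7.39 and 3.61 points for *rrp6L2*, 15.7 and 14.4 points for *RRP44KD rrp6L2*, and 2.81 and 6.58 points for *mtr4*. The correlation of same-numbered replicates was 0.682 for *rrp6L2*, 0.815 for *RRP44KD rrp6L2* and −0.328 for *mtr4*. Counting single nucleotides too moved these differences most, to 10.5, 22.7 and 9.34 points. In libraries with at least 3000 reads, the *rrp6L2* difference was 5.41 points (exact p = 0.0571).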

Loss of the ribonucleases RRP6L2 or RRP44, or of the RNA helicase MTR4, increases their proportion as compared with Col-0 (Fig. 4a). Unexpectedly, the sole inactivation of Exo9’s activity in Col-0 background results in a decrease in the proportion of tailed P-P′ degradation intermediates (Fig. 4a). This decrease does not reflect the ability of Exo9 to synthesize tails or the enhanced degradation of tailed P-P1 intermediates when Exo9 is inactivated. Instead, the general diminution in tailing is due to a strict discrimination between P-P1 intermediates’ ability to be tailed. Indeed, out of the four main P-P1 intermediates present in Col-0 and *rrp41* RRP41^WT^, only P161 and P176 are modified by the 3′ addition of untemplated nucleotides (Fig. 4b). 

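The share of reads with tails of at least 1 nt was 7.69 percentage points lower with inactive than with active Exo9 in the Col-0 background, a change of −7.69 points (exact permutation test, p = 0.0286). For tails of at least 2 nt, the change was −1.80 points (exact p = 0.0857). Blocking by replicate number gave an exact p of 0.0556 and 0.111, respectively. The differences in replicates 1 and 2 were −10.0 and −5.37 points for all tails, and −2.53 and −1.06 points for tails of at least 2 nt. Same-numbered replicates correlated by 0.18 and 0.395. Counting only tails with at least 1 A moved the change in all tails most, to −5.62 points (exact p = 0.0286). In the other backgrounds, the change in all tails was −7.00 points for *rrp6L2*, −2.30 points for *RRP44KD rrp6L2* and −5.46 points for *mtr4*, and that in tails of at least 2 nt −0.0947, −0.247 and 0.991 points, without a test.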

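In the 16 libraries with active Exo9, the tailed share of reads at P161 and P176 was on average 27.7 percentage points above that at P168 and P186. It was higher in 16 of 16 libraries (exact sign-flip permutation test, p = 3.05e-05, the smallest of 65536 sign changes). Tails of at least 2 nt gave the smallest contrast, 12.4 points (exact p = 3.05e-05), and the window of 1 nt either side gave 16.4 points (exact p = 0.00208). The reference base after P168 is an A, so a tail that starts with A cannot be recorded there. If reads at P169 are counted as A-tailed P168 where they could be, the share of P168 with tails of at least 2 nt reaches at most 75.8% in the *RRP44KD rrp6L2* and 26.1% in the *mtr4* background, above the 18.2% and 13.8% at P161. Against P186 alone, where tails of all lengths can be recorded, the contrast was 28.5 points, an alternative chosen after seeing the data. Reads ending within 1 nt of P161 or P176 held 70.7% ± 11.8 (SD, n = 4) of the tailed reads in the Col-0 background with active Exo9 and 24.6% ± 2.30 with inactive Exo9. Among reads ending elsewhere, 4.38% ± 0.769 (SD, n = 4) were tailed with active and 2.74% ± 1.17 with inactive Exo9, a difference of −1.64 points (exact permutation test, p = 0.0571).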

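In Col-0 and *rrp41* RRP41 WT, 24.1% ± 6.93 (SD, n = 4) of the reads at P161 and 30.6% ± 13.3 of the reads at P176 were tailed. At P168, 0.526% ± 0.313 (SD, n = 4) of the reads were tailed, and at P186 0.0760% ± 0.0901. If every read recorded as P169 that could stem from an A-tailed P168 were counted there, the tailed share of P168 would be at most 23.3% ± 5.03 (SD, n = 4) for all tails and 1.1% ± 0.395 for tails of at least 2 nt, against 6.45% ± 1.39 at P161. With the reads of the 4 libraries pooled, neighbouring positions carried tails as well, with 21.8% at P160, 35.7% at P162, 15.6% at P172 and 52.7% at P177. Of these, P162 and P177 lie where longer tails with A as the second nucleotide cannot be recorded. Tails of at least 2 nt were recorded in 3.12% of the reads at P162 and 3.33% at P177.

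**Figure D3:**
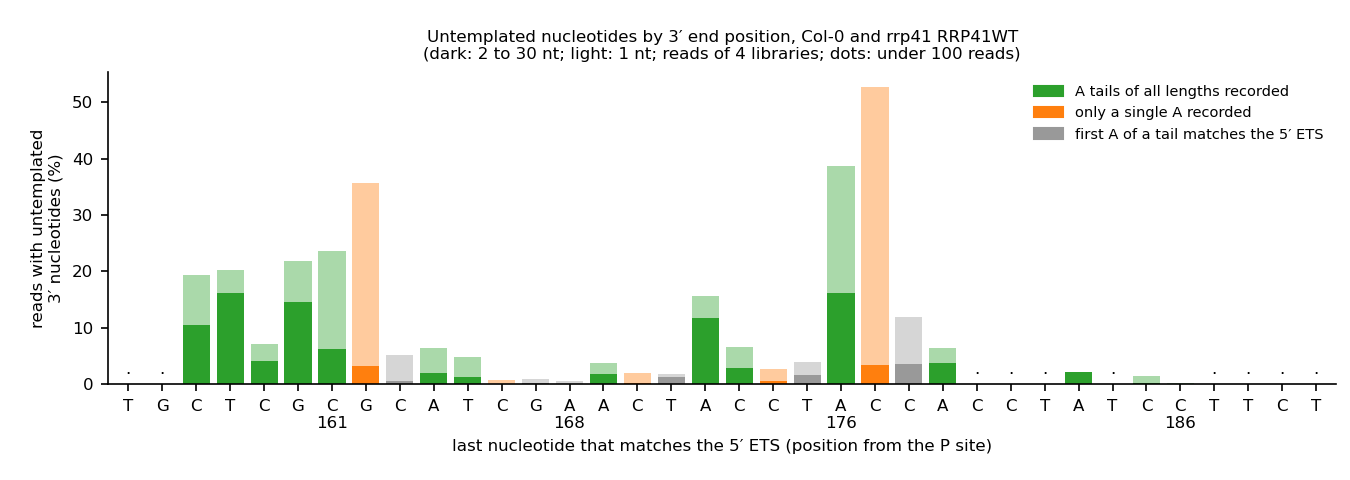
Percentage of reads with added nucleotides at each 3′ end position, pooled over the 4 Col-0 background libraries with active Exo9, with single nucleotides in light and tails of at least 2 nt in dark shades, and colours for the tails with A that the matching can record at the position. Bars stand for positions with at least 100 reads and dots for those with fewer, and the bars at P161 and P176 reach 23.6% and 38.7%.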

The accumulation of tailed P-P1 intermediates is almost abolished when RRP41 is inactive (Fig. 4b) likely because the P161 and P176 species are not generated and only those intermediates are modified by nucleotide addition. Therefore, Exo9’s activity has an indirect impact on the frequency of P-P1 intermediates tailed by nucleotide addition. However, the tails still observed in the absence of active Exo9 are longer (Fig. 4c). 

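Tailed reads ending within 1 nt of P161 or P176 made up 8.14% ± 3.16 (SD, n = 4) of all reads with active Exo9 in the Col-0 background. With inactive Exo9, they made up 0.880% ± 0.448 (SD, n = 4).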

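The median length of tails from 2 to 30 nt was 3.125 nt ± 0.25 (SD, n = 4 library medians) with active Exo9 in the Col-0 background and 7.25 nt ± 0.5 (SD, n = 4) with inactive Exo9. The difference was 4.125 nt (exact permutation test, p = 0.0286). With the replicate number as a block, the exact p was 0.0556, the difference was 4.5 nt in replicate 1 and 3.75 nt in replicate 2, and same-numbered replicates correlated by −0.267. Among the alternatives, the difference ranged from 2.75 to 4.5 nt, with an exact p of 0.0286 in each form without the block that was tested. Reads with tails of 2 to 5 nt decreased by 2.09 percentage points (exact p = 0.0286), while those with tails of at least 6 nt changed by 0.299 points (exact p = 0.4). Among reads ending farther than 1 nt from P161 and P176, the median tail length was 6.75 nt with inactive and 5.5 nt with active Exo9 (exact p = 0.257). Among reads within 1 nt of them, it was 7.5 nt with inactive and 2.25 nt with active Exo9 (exact p = 0.0286), a division chosen after seeing the data.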

Because tail length of RNA substrates destined for degradation is usually increased in exoribonuclease mutants, this is another indication that Exo9’s activity directly participates in the degradation of P-P1 intermediates.

**Fig. 4:**
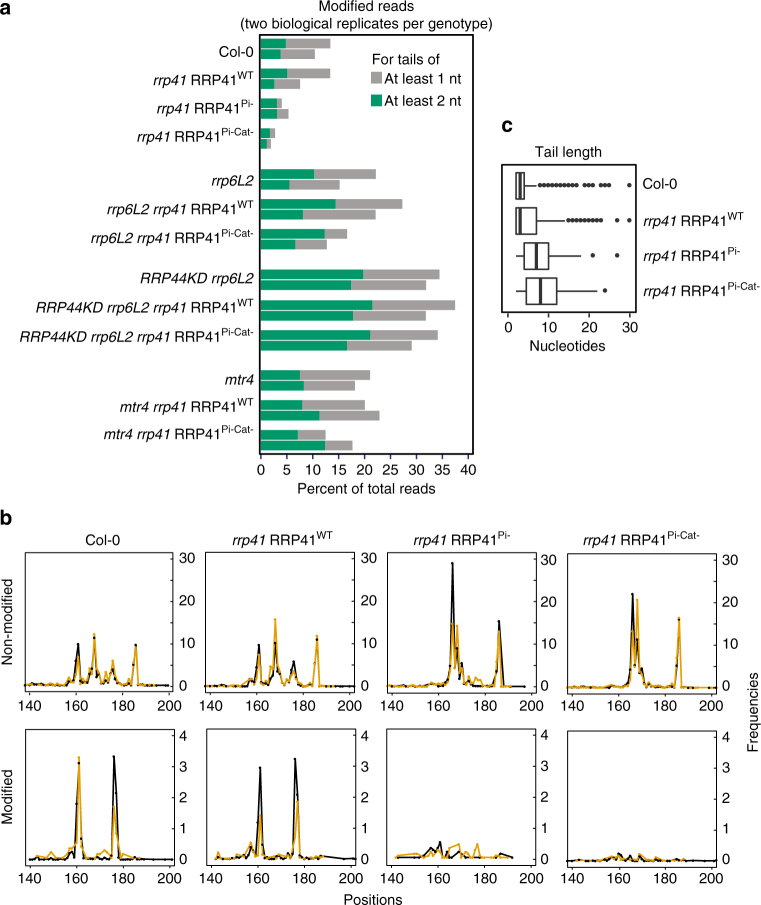
Impact of Exo9 activity on the tailing of 5′ ETS degradation intermediates. **a** Exo9 inactivation results in reduced RNA tailing. The proportion of reads corresponding to 5′ ETS degradation intermediates modified by nucleotide additions is shown in gray (from 1 to 30 nt) or green (from 2 to 30 nt) for two biological replicates. **b** Nucleotides are only added to specific P-P1 degradation intermediates. Reads corresponding to non-modified or modified P-P1 intermediates were split to generate the profiles shown as upper and lower panels, respectively. Two independent biological replicates are shown as black and orange lines. ** c** Increase of tail length due to the inactivation of Exo9’s activity. Box plot representation of tail lengths in nucleotides. The median is indicated by the black bars, the first and third quartiles by the box edges, the interquartile range by thin bars, the outliers by dots and the data range (except outliers) is shown by whiskers

### Exo9 contributes to 5.8S rRNA metabolism

Next, we performed 3′RACE-seq experiments to analyze 3′ processing of the 5.8S rRNA, another classical function of the RNA exosome in eukaryotes (Supplementary Table 2). First, we mapped the mature 3′ extremity of 5.8S rRNA in Col-0 by using a forward primer within the 5.8S sequence (Supplementary Fig. 5). Most reads (98.6%) mapped 1 nt upstream of the currently annotated 3′ end of 5.8S rRNA (Supplementary Fig. 5). A similar experiment in the *rrp6L2* mutant detected the same 3′ terminal nucleotide for mature 5.8S rRNA, and that the shortest 5.8S rRNA precursor is extended by 11/12 nt (Supplementary Fig. 5). To favor the amplification of precursors rather than mature 5.8S rRNA, we used a primer ending 4 nt downstream of the 5.8S rRNA mature 3′ end for the high density mapping of 3′ extremities of 5.8S precursors across genotypes (Fig. 5a and b). This experiment confirmed the presence of the +11/12 species upon inactivation of RRP6L2, MTR4 or downregulation of RRP44 (Fig. 5a). Notably, the 5.8S + 11/12 intermediate still accumulates in *RRP44KD rrp6L2 rrp41* RRP41^Pi-Cat-^, strongly suggesting that this species is likely produced by an alternative ribonucleolytic activity that is not associated with the RNA exosome. Therefore, we propose that its accumulation reveals the impairment of exosome function rather than being the bona fide substrate of Exo9, RRP6L2, or RRP44. By contrast, 5.8S precursors extended by 17–24 nt accumulate slightly more in the absence of RRP41’s activity (Fig. 5a). Interestingly, those intermediates are detected when either RRP6L2 or both RRP6L2 and RRP44 are impaired, suggesting that Exo9’s activity could compete for substrates with the classical ribonucleolytic activities linked to exosome function. Because of the few qualitative differences in the 5.8S rRNA precursor profiles detected by 3′RACE-seq, the intrinsic activity of the core complex Exo9 could be mostly redundant with the hydrolytic activities linked to exosome function. This hypothesis was confirmed by comparing the accumulation of 5.8S rRNA precursors in plants possessing or lacking Exo9’s activity by northern blot analysis (Fig. 5c). This analysis confirmed that the sole inactivation of RRP41’s activity has no major effect on the accumulation of 5.8S precursors (Fig. 5c, lanes 1–4). By contrast, a marked accumulation of the smallest 5.8S rRNA precursor (i.e. 5.8S + 11/12 nt) is observed when RRP41’s activity is abrogated together with the inactivation of RRP6L2 or with the downregulation of RRP44 (Fig. 5c, lanes 5–10).

**Fig. 5:**
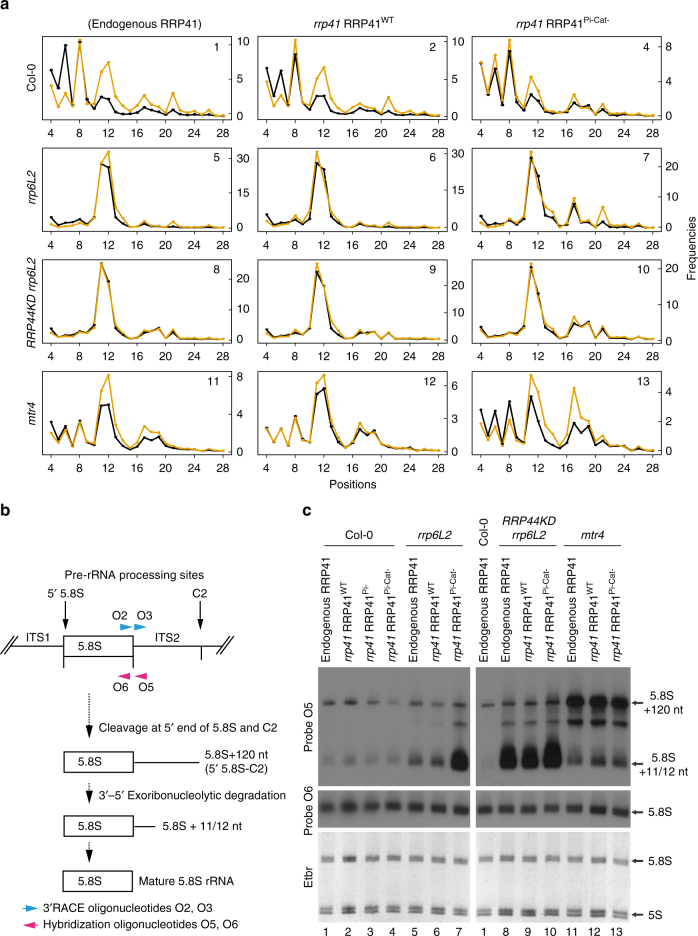
Exo9 activity is involved in processing or degradation of 5.8S rRNA precursors. **a** High density mapping of 5.8S rRNA precursors by 3′RACE-seq. Density profiles of 5.8S rRNA precursors degradation intermediates are shown for positions +4 to +28, +1 corresponding to the first nucleotide after the mature 5.8S rRNA (see Supplementary Fig. 5). Two replicates are shown in black and orange. The presence of the endogenous RRP41 or the complementation of the *rrp41* mutations by RRP41^WT^ or RRP41^Pi-Cat-^, respectively, is indicated at the top of the panels. The Col-0, *rrp6L2*, *RRP44KD* *rrp6L2*, or *mtr4* genetic background is indicated on the left. Numbering of each panel refers to the lane numbers of the northern blot shown in **c**. **b** Diagram of the 5.8S rRNA processing intermediates. Numbers refer to the transcription start site. Vertical arrows above the diagram indicate endonucleolytic processing sites. Key steps leading to the maturation of the 5.8S rRNA are sketched below. The location of the hybridization oligonucleotides O5 and O6 is shown by a magenta arrow. The location of the oligonucleotides used for 3´RACE-seq is shown by blue arrows. O2 was used to map mature 5.8S rRNA mature ends (Supplementary Fig. 5), O3 to map 3′ ends of 5.8S rRNA precursors in **a**. **c** Northern blot analysis of the accumulation of 5.8S rRNA precursors and mature 5.8S rRNA upon inactivation of Exo9’s activity. A portion of the ethidium bromide (Etbr)-stained gel is used as loading control. Lane numbers refer to the panels in **a**

Altogether, these results prove that 5.8S rRNA precursors are endogenous RNA substrates of Exo9’s intrinsic activity, and that the exoribonucleolytic activities of RRP44 and RRP6L2 together with Exo9 participate in the processing or degradation of 5.8S rRNA precursors in *Arabidopsis*.

### Lack of RRP41 activity impacts plant development and growth

Plants expressing either active or inactive versions of RRP41 in the Col-0 wild type background do not show obvious growth phenotypes. By contrast, double mutants expressing inactivated RRP41 in *rrp6L2* or *mtr4* backgrounds, or triple mutants expressing inactivated RRP41 in the *rrp6L2 RRP44 KD* background have pronounced developmental defects as compared to their RRP41^WT^-expressing counterparts (Fig. 6). Interestingly, the extent of the phenotypes observed for the mutant plants depends on the culture conditions. Short-day photoperiods slow down individual leaf growth, albeit total plant leaf area is increased because the transition to flowering is delayed^38^. Conditions that favor slow growth of individual leaves appear to minimize the impact of inactivated RRP41 on plant growth and development (Supplementary Fig. 6). Shifting plants to long day (16 h) photoperiods, which promotes faster growth of individual leaves, reveals that the combined inactivation of RRP41 together with the *rrp6L2*, *rrp6L2*, and *RRP44 KD*, or *mtr4* mutations leads to a pronounced phenotype. In each of these mutant backgrounds, inactivating RRP41’s activity severely impedes growth (Fig. 6a and Supplementary Fig. 6). In addition, lack of RRP41’s activity in the *mtr4* background strongly affects leaf development as it leads to the frequent formation of cup-shaped leaves (Fig. 6a).

**Fig. 6:**
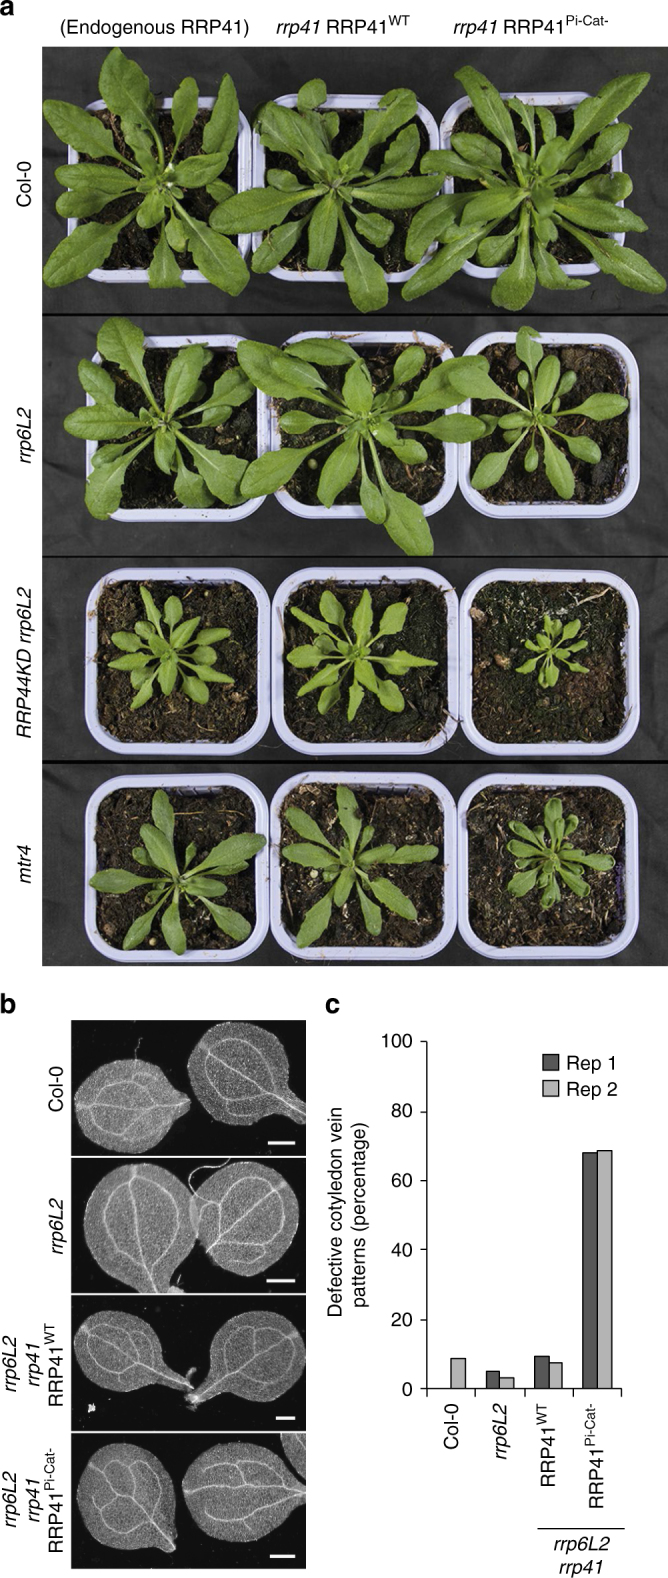
Phenotype of Exo9 activity mutants. **a** Plants expressing endogenous RRP41^WT^, RRP41^Pi-^, or RRP41^Pi-Cat-^ in Col-0, *rrp6L2*, *RRP44KD rrp6L2*, or *mtr4* genetic backgrounds were grown for 6 weeks in conditions promoting fast growth. More pictures are presented in Supplementary Fig. 6. **b** Darkfield microscopy of cotyledons prepared from 7-day old seedlings of Col-0 and *rrp6L2* expressing either active or inactive versions of RRP41 as indicated on the left. Scalebars are 0.5 mm. Vein patterns are defective when the two early appearing veins fail to form a closed structure that is usually observed in wild type cotyledons. **c** Histogram showing the proportion of defective cotyledon vein patterns in Col-0, *rrp6L2*, *rrp6L2 rrp41* RRP41^WT^, and *rrp6L2 rrp41* RRP41^Pi-Cat-^ for two biological replicates. The corresponding numbers and more pictures are provided in Supplementary Fig. 7

The phenotypic analysis of double and triple mutant plants supports the hypothesis that Exo9’s activity participates in ribosome biogenesis. In particular, an aberrant venation pattern of cotyledons becomes evident upon RRP41’s inactivation in *rrp6L2* mutants (Fig. 6b and Supplementary Fig. 7). An aberrant venation pattern was defined by the failure of the two early appearing veins to form a closed structure, which is usually observed in wild type cotyledons. This phenotype is due to impaired responsiveness to the phytohormone auxin and is classically observed in case of defective ribosome biogenesis, either when rRNA maturation or the synthesis of ribosomal proteins is affected^39^. As aberrant vein patterns are already frequently observed in *mtr4* mutants we cannot measure an aggravating effect of inactivating RRP41 (Supplementary Fig. 7). By contrast, inactivation of Exo9’s activity does significantly enhance the proportion of defective cotyledon vein patterns in the *rrp6L2* backgrounds (Fig. 6b and c). While less than 10% of *rrp6L2* or *rrp6L2* RRP41^WT^ cotyledons have disturbed vein patters, 68% of *rrp6L2* RRP41^Pi- Cat-^ plants display this characteristic phenotype (*p* < 2.2e−16). Hence, its occurrence is clearly linked to RRP41’s inactivation and mirrors the severity of the molecular defects observed for 5.8 rRNA processing (Fig. 5c). Both the growth retardation under conditions that promote fast leaf growth and the impaired formation of vein pattern in cotyledons can be linked to defective ribosome biogenesis and reveal the biological importance of Exo9’s activity. Because single RRP41 mutations do not seem to affect plant growth under none of various culture conditions that we have tested, we propose that Exo9’s activity could be important to confer robustness rather than specificity to exosome-mediated rRNA processing and degradation processes.

### Potential activity of RRP41 orthologues in eukaryotes

The intrinsic phosphorolytic activity of Exo9 demonstrated here for *Arabidopsis* is unlikely restricted to this single plant species. Indeed, analyzing RRP41 sequences from representative of different phylogenetic classes forming Archaeplastida revealed the conservation of amino acids critical for phosphorolytic active RRP41s in the plant lineage (Fig. 7 and Supplementary Data 1). Importantly, all but one genome of investigated Streptophyta seem to encode an active RRP41, from Streptophyte algae to Embryophytes (all land plants). Indeed, the amino acids responsible for phosphate coordination within the motif DGGTR (Fig. 7, magenta bars below sequence) are strictly conserved in 106 out of 107 genomes of land plants analyzed here. The only exception is for an Acrogymnosperma RRP41 protein containing the sequence DGGVK instead of DGGTR, and this alternative motif might still be able to coordinate Pi. The amino acid immediately following the canonical DGGTR motif is a S in most land plant species, except in mosses and worts. However, variation at this position is likely compatible with phosphorolytic activity because it is observed at the corresponding position of active RRP41s from archaeal exosomes (see Fig. 1). Besides Streptophyta, amino acids required for phosphorolytic activity are present in RRP41s in Chlorophyceae, in certain Prasinophyta and Trebouxiophyceae, and even in some red algae (Rhodophyta). Based on these observations, we propose that the phosphorolytic activity of Exo9 due to RRP41 is likely conserved in all land plants, as well as in representatives of green and red algae, illustrating a major difference between plant exosomes and their yeast and human counterparts.

**Fig. 7:**
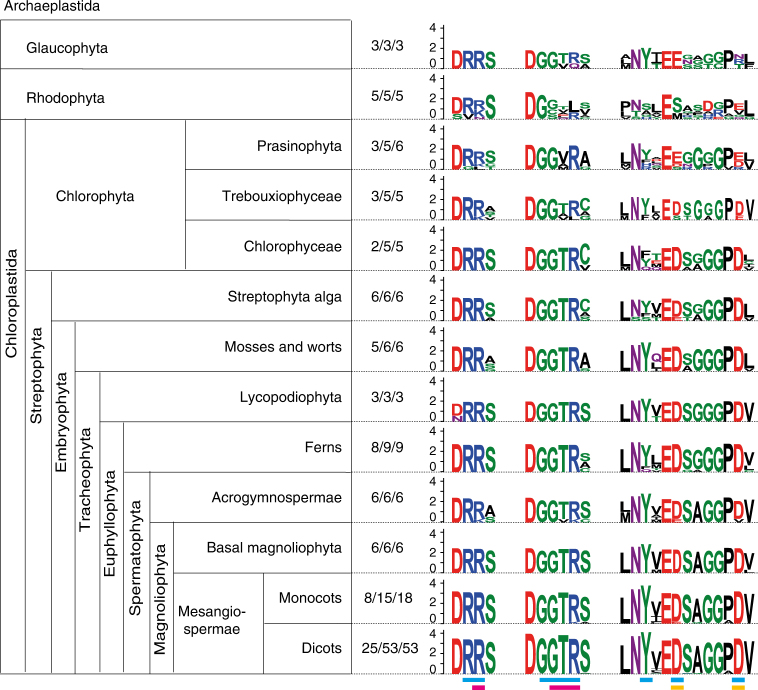
Conservation across the green lineage of amino acids critical for RRP41 activity. Sequence logos expressed in bits were calculated from sequence alignments of RRP41 orthologues from all divisions of Archaeplastida. The number of order/families/sequences used for each alignment is indicated. The bars below the sequence logos indicate amino acids involved in RNA binding (blue), Pi coordination (magenta) and Mg^2+^ coordination (yellow)

Of note, potentially active RRP41 sequences are also present in some earlier-branching non-plant eukaryotes (Fig. 8 and Supplementary Data 2). Such species include several Amoebozoa, the human pathogen *N. fowleri* (Excavata) and the Opisthokonta *C. owczarzaki*, a single-celled eukaryote, which is a close unicellular relative of metazoans. These observations open the interesting possibility that a phosphorolytic active Exo9 might also operate in some non-plant eukaryotes.

**Fig. 8:**
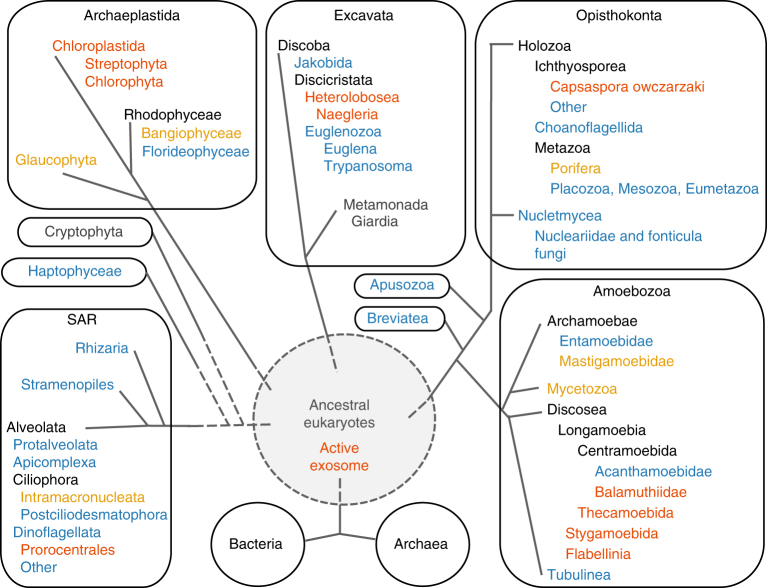
Presence of potentially active Exo9 in eukaryotes. Sequences of RRP41 proteins from organisms of all eukaryotic phyla were analyzed for the conservation of amino acids that confer phosphorolytic activity to the *Arabidopsis* exosome. Red letters indicate that all species examined likely possess an active Exo9 complex based on the strict conservation of necessary amino acids in the respective RRP41 orthologues. Orange letters indicate a partial conservation of RRP41 amino acids, i.e. the substitution of critical residues by amino acids with similar chemical properties. Blue letters indicate species whose RRP41 proteins are predicted to be catalytically inactive. Bacteria or Archaea were not included in this analysis as they do not posses the nine-subunit eukaryotic exosome complex per se. However, many of both Archaea and Bacteria possess phosphorolytic active enzymes that share structural similarity with eukaryotic Exo9

## Discussion

The overall architecture of the exosome is remarkably conserved among eukaryotes. Moreover, all eukaryotic exosomes require a similar set of central co-factors involved in the recognition and degradation of its RNA substrates. Despite this high degree of conservation, we report a fundamental difference amongst eukaryotic exosomes: while the core exosome has lost its ribonucleolytic capacity in fungi and metazoans, the plant core exosome, as illustrated here for *Arabidopsis*, has retained a catalytic activity provided by the RRP41 subunit. Aminoacids required for RRP41’s activity are indeed remarkably conserved in all land plants and most green algae. This suggests that the phosphorolytic activity of Exo9 is a salient feature of Chloroplastida and may even be present in some representatives of red algae. Our current view that eukaryotic core exosomes are inactive must therefore be reconsidered to include the notion that plant Exo9s are active. Besides plants, an active RRP41 subunit might also be present in a few representatives of the other major eukaryotic groups.

We show here that the *Arabidopsis* core exosome contains a single active site. Therefore, it also stands out as compared to its prokaryotic counterparts, the bacterial PNPase and archaeal exosome, which have three active sites in their central channel. Could this difference account for the intrinsic distributive activity of the plant Exo9 while bacterial PNPases and archaeal exosomes are processive enzymes? In fact, the processivity of these prokaryotic exoribonucleases is primarily determined by the RNA binding affinity at the entrance of the channel^6,40,41^. Mutations that decrease RNA binding affinity at the channel entrance are sufficient to switch a processive *S. solfataricus* exosome into a distributive enzyme^41^. Albeit all three active sites inside the channel contribute to degradation, the RNA substrate moves faster between active sites than the cleavage rate. Therefore, the RNA binding affinity at the channel entrance, which is in the nM range^41^, appears primarily responsible for conferring processivity rather than the binding at active sites. Of note, the influence per se of the number of sites on processivity vs. distributivity remains to be tested experimentally for the archaeal exosome. The outcome of such experiments might vary between distinct RNA substrates according to their respective binding affinity for the exosome. To investigate such features for the plant exosome and to experimentally determine the precise RNA path(s) leading to RRP41’s active site will require the reconstitution of a plant exosome from recombinant proteins, which has failed for technical issues so far. The affinity-purification strategy we employed in this study is not suited to perform biochemical experiments requiring large amounts of proteins. However, its main advantage is that a native, albeit tagged, exosome purified from plants can be studied. By comparing RRP41^WT^-Exo9 with two Exo9s inactivated by the incorporation of the RRP41^Pi-^ or RRP41^Pi-Cat-^ catalytic mutants, we solve a longtime issue about the potential activity of the core exosome in plants.

We also show that the plant Exo9’s activity contributes to bona fide functions of the exosome: the elimination of the 5′ ETS excised from the 18S-5.8S-25S rRNA primary transcript and 5.8S rRNA processing. Exo9’s phosphorolytic activity has either specific roles (e.g. during 5′ ETS degradation) or acts redundantly with RRP44 and RRP6L2, the two other ribonuclease activities coordinated by the exosome in the plant nucleolus. The occurrence of novel maturation intermediates when exosome function is impaired reveals the existence of alternative ribonucleases also acting on both P-P’ fragments and 5.8S rRNA precursors. Despite this redundancy of ribonucleolytic activities, our 3´RACE-seq strategy identified P-P1 degradation intermediates that are specific for Exo9’s activity. Combined with data from previous studies, a precise path for the elimination of the P-P’ fragment generated from the 1.8 kb long 5′ ETS in *Arabidopsis* is emerging. The 481 nt P-P′ fragment is excised by two endoribonucleolytic cuts^13,33^. Its exoribonucleolytic degradation involves the exosome and its cofactors RRP44, RRP6L2, and MTR4^11,13,34,35^. The 3′–5′ degradation of the P-P′ fragment, and many of its subsequent degradation intermediates, is triggered, or at least facilitated, by polyadenylation. As previously shown, the terminal nucleotidyltransferase TRF4/5-LIKE (TRL) is mandatory for the efficient degradation of specific P-P′ intermediates^14^. While those particular intermediates accumulate only in a *trl* mutant background, several P-P1 degradation intermediates of up to 186 nt (+1 corresponds to the P site) are detected even in wild type *Arabidopsis*. Interestingly, a recent global analysis of the RNA–protein interaction sites and RNA secondary structures of *Arabidopsis* nuclear RNA^42^ revealed a protein-protected site (PPS) precisely in this area (from nucleotides 85 to 180). Therefore, the four main P-P1 degradation intermediates detected by 3′RACE-seq (P161, P168, P176, and P186) likely reflect the stalling of the exosome at this PPS. Importantly, the P161 and P176 intermediates are absent when Exo9 is inactivated, strongly suggesting that Exo9 produces these intermediates by nibbling P168 and P186, respectively. 

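Between active and inactive Exo9, P161 changed by −7.07, −2.75 and −4.28 percentage points in the *rrp6L2*, *RRP44KD rrp6L2* and *mtr4* backgrounds. Col-0 minus the other backgrounds, the change in P161 differed by −5.91 points (exact permutation test, p = 0.0190, q = 0.0786 over 9 measures), which does not pass the adjusted threshold. P186 changed by 8.94, 6.01 and 8.26 points in the same backgrounds.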

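In *mtr4* replicate 1, P177 with 13.8% of the reads was the most frequent end, just above P176. The other 3 *mtr4* background libraries with active Exo9 had P176 on top, with P177 next at 11.5%, 7.74% and 8.13% of the reads. In both replicates of *mtr4 rrp41* RRP41 Pi-Cat-, P186 was the most frequent end, with 14.9% (95% CI 14.1 to 15.7) and 10.2% (95% CI 9.52 to 11.0).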

In line with this, the major P-P1 intermediate produced in absence of MTR4 is P176 when Exo9 is active and P186 when Exo9 is inactive (Fig. 3f). Because the absence of MTR4 severely decreases the occurrence of the smaller P-P1 intermediates, we conclude that the exosome (presumably due to the processive activity of RRP44) degrades P-P′ until its progression is impeded at position 186. 

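P161 made up 5.33% ± 0.875 (SD, n = 4) of the reads in the *mtr4* background with active Exo9, and P168 2.56% ± 0.356. Both means lie below those of the Col-0 background, and each of the 4 libraries lay below each of the 4 Col-0 background libraries. These comparisons were not tested. Ends from 140 up to, but not including, P157 made up 7.31% ± 2.14 (SD, n = 4) of the reads that end from 140 to 200, against 2.89% ± 0.818 in the Col-0 background. Reads that carry T137C, counted from the first nucleotide of the P-P′ fragment, cannot be recorded there. Among reads with the reference base, a division chosen after seeing the data, these ends made up 10.9% and 8.00%.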

Exo9 is able to nibble this intermediate further to generate P176 and this nibbling does not require MTR4. P176 becomes a substrate of RRP6L2 to generate P168 (as deduced from the respective intensities of P176/P168 in Fig. 3c and d). 

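The ratio of the P176 to the P168 share was 0.599 ± 0.252 (SD, n = 4) in the Col-0 background and 1.96 ± 0.686 (SD, n = 4) in the *rrp6L2* background, both with active Exo9. It was 6.68 ± 1.47 (SD, n = 4) in the *RRP44KD rrp6L2* background and 4.69 ± 1.41 in the *mtr4* background. As A-tailed P168 is recorded at P169, these ratios can be too high. With such reads counted, the tailed share of P168 would be at most 82.0% in *RRP44KD rrp6L2* and 57.8% in *mtr4*. It would be at most 31.1% in *rrp6L2* and 23.3% in the Col-0 background. P168 made up 5.88% ± 1.84 (SD, n = 4) of the reads in the *rrp6L2* background. Within every library, P168 was more frequent among reads that carry T137C, counted from the first nucleotide of the P-P′ fragment, than among the others, by 3.33 percentage points on average, a division chosen after seeing the data.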

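With inactive Exo9, P168 made up 8.44% ± 0.432 (SD, n = 2) of the reads in the *rrp6L2* background and 6.60% ± 2.77 in the *mtr4* background. The change from active to inactive Exo9 in the P168 share was 2.56 percentage points in *rrp6L2*, 0.475 in *RRP44KD rrp6L2* and 4.04 in *mtr4*.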

For yet unknown reasons, only Exo9 can further nibble P168 to produce P161. Altogether, our data indicate that three exoribonucleolytic activities are coordinated by the exosome to repeatedly attack P-P1 degradation intermediates. These combined attacks by both phosphorolytic and hydrolytic activities, facilitated by the polyadenylation of two of the main P-P1 substrates, ultimately lead to overcome a main obstacle impeding the final elimination of the P-P′ rRNA maturation by-product.

Residues compatible with RRP41’s activity are remarkably conserved in plants, indicating a certain evolutionary pressure to conserve this trait. However, the sole inactivation of RRP41 is not lethal in *Arabidopsis*. Therefore, Exo9’s activity is not essential, albeit its assembly is. Yet, the biological importance of Exo9’s activity is revealed when the other catalytic activities linked to exosome function are impaired, and plants are grown under conditions maximizing growth of individual leaves. Clearly, future work is required to fully understand the impact of Exo9’s activity on plant phenotypes, especially in the context of adverse conditions. The exhaustive identification of targets of Exo9’s phosphorolytic activity will also help to understand the reason for its widespread conservation in the plant lineage. It would be extremely interesting to determine whether Exo9’s activity participates in the degradation of all typical classes of exosome substrates that including various non-coding RNAs and mRNAs. However, such a transcriptome-wide identification will be complicated by the fact that at least some specific targets of Exo9 have only a few nucleotide extensions. Another aspect to consider in order to establish the full biological roles of Exo9’s activity is that Exo9 might also tail RNAs. The phosphorolytic reaction is almost thermodynamically neutral, and therefore phosphorylases can either degrade or tail RNA substrates. Such tailing has been demonstrated in vivo for plastidial and bacterial PNPases and for the archaeal exosome^6,43–47^. Therefore, the likelihood that the plant exosome is able to tail RNAs in vivo definitely exists. This would constitute an interesting peculiarity in the metabolism of plant nucleus-encoded RNAs amongst eukaryotes.

In conclusion, we show that *Arabidopsis* Exo9 has a unique distributive phosphorolytic activity conferred by RRP41, which is potentially conserved in most representatives of the green lineage. In *Arabidopsis*, Exo9s activity contributes, alongside with RRP6L2’s and RRP44’s hydrolytic activities, to the removal of rRNA maturation by-products and 5.8S rRNA maturation. We propose that the co-existence of RRP6L2’s and RRP44’s hydrolytic activities with RRP41’s phosphorolytic activity in *Arabidopsis* confers robustness to the action of the RNA exosome. In addition, our results challenge the idea that RNA degradation in the cytosol and nucleus of eukaryotes is only hydrolytic. Our data also imply that the plant RNA exosome has a unique combination of hydrolytic and phosphorolytic ribonucleolytic activities, making this complex a remarkably versatile RNA degradation machine.

## Methods

### Plant materials

All *A. thaliana* plants were of Columbia ecotype (Col-0). The T-DNA insertion lines *rrp6L2*, and *mtr4*, and amiRRP44 lines downregulated for RRP44 expression have been described previously^13,34,35^. Plants expressing MTR4-GFP were described in ref. ^34^. Plants expressing PAB2-RFP were a kind gift of Cécile Bousquet-Antonelli and Jean-Marc Deragon (Perpignan, France). For RRP4-GFP plants, the *RRP4* cDNA was obtained by RT-PCR and cloned into a pUCAP plasmid already containing the cauliflower mosaic virus (CaMV) 35S promoter, an E-tagged version of an *eGFP* gene and the CaMV 35S terminator. The expression cassette was then transferred into pBinH, a pBINPLUS derivative with a hygromycin resistance marker^48^. The resulting binary vector allowing the expression of RRP4-GFP fusion proteins under the control of the CaMV 35S promoter was used for agrobacterium-mediated transformation of Col-0 plants. *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, and *rrp41* RRP41^Pi-Cat-^ plants were generated as follows: the genomic sequence of the *RRP41* gene including 2 kb upstream of the ATG codon comprising the putative endogenous promoter was amplified from genomic DNA and cloned into pDONR207 using the Gateway technology. Point mutations in RRP41^Pi-^ and RRP41^Pi-Cat^ constructs were introduced by PCR and generated diagnostic *Nde*I and *Bsr*I restriction sites, respectively. In RRP41^Pi-^, residues in the phosphate coordination pocket were changed (R131Y, S132A) in order to mimic the respective residues of the catalytically inactive human RRP41 protein. For RRP41^Pi-Cat-^ both the phosphate coordination site and a conserved aspartate required for magnesium coordination in the catalytic center were mutated (R131Y, S132A, D174A). RRP41^WT^, RRP41^Pi-^, and RRP41^Pi-Cat-^ sequences were cloned into pGWB604 and pGWB616^49^ and the resulting binary vectors were used for agrobacterium-mediated transformation of heterozygous *RRP41/rrp41* (Salk_112819) plants using the floral dip method^50^. Homozygous *rrp41* mutants expressing either myc-tagged or GFP-tagged RRP41^WT^, RRP41^Pi-^, and RRP41^Pi-Cat-^ proteins were identified from the selfed progeny of primary transformants using PCR and restriction analysis. For double mutants lines, *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, and *rrp41* RRP41^Pi-Cat^ plants were crossed with *rrp6L2* or *mtr4* mutants, and double homozygous plants were isolated from the selfed F2 generation. Downregulation of *RRP44* expression was achieved by transforming Col-0, *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, *rrp41* RRP41^Pi-Cat^, *rrp6L2*, *rrp6L2 rrp41* RRP41^WT^, *rrp6L2 rrp41* RRP41^Pi-^, and *rrp6L2 rrp41* RRP41^Pi-Cat^ plants with pFASTG0-NK14, which drives the expression of an artificial miRNA directed against RRP44^35^ under the control of the mesophyll-specific *CAB3* promoter from a binary plasmid allowing the selection of primary transformants by green seed technology^51^. Primary transformants were tested for the accumulation of the excised 481 nt P-P′ fragment of the 5′ ETS as an biological indicator for efficient RRP44 downregulation^35^, and plants with comparable levels of P-P′ accumulation were selected for proliferation.

### Plant growth conditions

Plants used for gel-filtration, immunopurifications, and activity assays, as well as the plants whose phenotypes are shown in Fig. 6a and Supplementary Fig. 6b–d were sown on soil, grown for 2 weeks in 12 h light (75–90 µmol s^–1^ m^–2^)/12 h darkness with Cool Daylight HO 49W/865 T5 tubes, outbedded to individual pots, and grown for further 4 weeks (rosette leaves) or 6 weeks (flowers) in 16 h light (ca. 140 µmol s^–1^ m^–2^)/8 h darkness with Cold white Master 20W/840 T8 tubes. For 3′RACE-seq and Northern blot analysis, we chose conditions that minimize eventual secondary effects conferred by the developmental phenotypes of double and triple mutants. Therefore, plants were directly sown in individual pots and cultured for 6 weeks in 12 h light (ca. 110 µmol s^–1^ m^–2^)/12 h darkness under illumination with Cool Daylight HO 49W/865 T5 tubes. Plants grown under these conditions are shown in Supplementary Fig. 6a. Plants used for microscopy and cotyledon analysis were grown in vitro on Murashige and Skoog solid medium supplemented with 0.5% sucrose in 16 h light (from 100 to 140 µmol s^–1^ m^–2^)/8 h darkness illuminated with Biolux L 58W/865 T8 or Cold white Master 20W/840 T8 tubes. We also examined cotyledons of plant grown in soil under similar light/dark conditions, but did not observe any differences to plants grown in vitro.

### Structure modeling

The structure of the wild type archaeal *S. solfataricus* exosome (PDB ID: 3l7Z)^26^ was aligned using the PyMOL software to the structure of the *S. solfataricus* exosome with mutated RRP41 (D182A) and bound to inorganic phosphate (PDB ID: 4BA1)^30^. This alignment helped to identify the position of the phosphate ion linked to Rrp41 in the WT context. The structure obtained was aligned to the structure of *E. coli* PNPase (PDB ID: 3GME)^28^. This second alignment helped to position a magnesium ion in the catalytic site of Rrp41. AtRRP41 (AT3G61620) and AtRRP45A (AT3G12990) structures were modeled with high confidence against human, yeast, and archaeal exosome structures using Phyre2^52^. The modeled structures were aligned to the structure of *S. solfataricus* Rrp41–Rrp42 bound to inorganic phosphate and metal ion to visualize the residues potentially implicated in RNA binding and in the coordination of Pi and Mg^2+^. Uniprot accessions are: At_41 (Q9SP08); At_45A (Q9LDM2); At_45B (Q9M209); Ss_41 (Q9UXC2); Ss_42 (Q9UXC0); Pa_41 (Q9V119), Pa_42 (Q9V118); Af_41 (O29757); Af_42 (O29756); Mt_41 (O26779) and Mt_42 (O26778).

### Analysis of RRP41 protein diversity

Analysis of RRP41 protein diversity was performed essentially as described in ref. ^53^. RRP41 sequences were retrieved using BLAST^54^ or HMMER^55^ using either the *Arabidopsis* RRP41 sequence or a Rrp41 sequence of the concerned phylogenetic group as query. The orthologues were then used as template in a BLAST against *Arabidopsis* proteome (TAIR) to confirm their homology to AtRRP41 vs. the closely related subunits AtRRP46 or AtMTR3. Full length sequences of RRP41 from the sub-groups specified in Fig. 7 were aligned using Muscle^56^. Sequence logos were calculated with WebLogo 3^57^. Sequences and accession numbers are provided in Supplementary Datas 1 and 2.

### Confocal microscopy

The intracellular localization of GFP fusion proteins was determined in three independent transformed lines of each *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, and *rrp41* RRP41^Pi-Cat-^. Plants expressing GFP-RRP4, GFP-MTR4, and RFP-PAB2 were used as controls. Plants were grown on MS agar plates supplemented with 0.5% sucrose. Roots from 10-day-old seedlings were excised, placed with water under a coverslip and examined with a ZEISS LSM 780 confocal microscope.

### Determination of vascular leaf patterning in cotyledons

Cotyledons of 7–10-day-old seedlings were placed in water containing 0.0025% Tween 20, covered with a coverslip, vacuum-infiltrated for 3 min to remove air from the leaf tissue and observed with a stereo microscope. Vein patterns were classified as “aberrant “when the two early appearing veins failed to form the closed structure that is usually observed in wild type cotyledons.

### Gel filtration

Two hundred milligrams of flowers from *rrp41* myc-RRP41^WT^ or *rrp41* myc-RRP41^Pi-Cat-^ transgenic lines were ground in 1 ml of 20 mM Tris–HCl pH 7.6, 150 mM NaCl, 0.5% Tween 20, EDTA-free cOmplete™ protease inhibitors (Sigma Aldrich) at 4 °C. Crude extracts were clarified by centrifugation at 16,000×*g* and 150,000×*g* for 5 and 15 min, respectively. Two hundred and fifty microliters of the ultracentrifugation supernatant were analyzed by gel filtration using a Superose 6 20 10/300 column (GE Healthcare Life Sciences) equilibrated in 20 mM Tris–HCl pH 7.6, 150 mM NaCl, 0.1% Tween 20 and run at 0.25 ml/min. Elution fractions containing myc-tagged RRP41 subunits were identified by western blot analysis using a anti-myc monoclonal antibody (Roche). The Superose 6 column was calibrated using Thyroglobulin (669 kDa), Aldolase (158 kDa) and RNaseA (14 kDa) markers (GE Healthcare Life Sciences).

### Protein purification

For immunopurification of Exo9, 200 mg of flowers from Col-0 or myc-tagged *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, or *rrp41* RRP41^Pi-Cat-^ plants were ground in liquid nitrogen in lysis buffer (50 mM Tris–HCl pH 8.0, 150 mM NaCl, 1% Triton X-100, EDTA-free cOmplete^TM^protease inhibitors). All following procedures were performed at 4 °C. Crude extracts were clarified by centrifugation at 16,000×*g* and 150,000×*g* for 5 and 15 min, respectively. After 30 min of pre-incubation with anti-myc antibodies coupled to magnetic MicroBeads (Miltenyi Biotec), samples were bound to magnetized MACS separation columns equilibrated with lysis buffer. Columns were rinsed four times with lysis buffer, twice with 20 mM MOPS pH 7.5, 250 mM NaCl, 0.1% Triton X-100 and twice with 20 mM MOPS pH 7.5, 100 mM NaCl, 0.1% Triton X-100. Samples were collected in 20 mM MOPS pH 7.5, 100 mM NaCl, 0.1% Triton X-100 by removing columns from the magnetic field. Glycerol was added to a final concentration of 10% and samples were frozen in liquid nitrogen and stored at −80 °C.

A similar protocol was used to immunopurify Exo9 containing RRP4-GFP except that flowers from RRP4-GFP lines and anti-GFP antibodies coupled to magnetic MicroBeads (Miltenyi Biotec) were used.

### Mass spectrometry

Mass-spectrometric analysis was carried out as described^12^. Samples were eluted from magnetic beads in Laemmli buffer, precipitated with 100 mM ammonium acetate in methanol, and resuspended in 50 mM ammonium bicarbonate. After reduction and alkylation steps with 5 mM dithiothreitol and 10 mM iodoacetamide, respectively, proteins were digested overnight with trypsin 1/25 (w/w). Vacuum-dried peptides were dissolved in 15 µl 0.1% formic acid (solvent A). One-third of each sample was injected on a NanoLC-2DPlus system (nanoFlex ChiP module; Eksigent, ABSciex, Concord, Ontario, Canada) coupled to a TripleTOF 5600 mass spectrometer (ABSciex) operating in positive mode. Peptides were loaded on C18 columns (ChIP C-18 pre-column 300 µm ID × 5 mm ChromXP and ChIP C-18 analytical column 75 µm ID × 15cm ChromXP; Eksigent) and were eluted using a 5–40% gradient of solvent B (0.1% formic acid in acetonitrile) for 60 min at a 300 nl/min flow rate. The TripleTOF 5600 was operated in high-sensitivity data-dependent acquisition mode with Analyst software (v1.6, ABSciex) on a 350–1250 *m*/*z* range. Up to 20 of the most intense multiply charged ions (2+ to 5+) were selected for CID fragmentation, with a cycle time of 3.3 s (TOP 20 discovery mode).

For protein identification, raw data were converted to Mascot Generic File format (mgf) and searched against a TAIR 10 database supplemented with a decoy database build from reverse sequences. Data were analyzed using Mascot algorithm version 2.2 (Matrix Science, UK) through ProteinScape 3.1 software (Bruker). Search parameters allowed N-acetylation (protein N-terminal), carbamidomethylation (C) and oxidation (M) as variable peptide modifications. Mass tolerances in MS and MS/MS were set to 20 ppm and 0.5 Da, respectively. 2 trypsin mis-cleavages were allowed. Peptide identifications obtained from Mascot were validated with a FDR < 1%. Identified proteins were assessed by the total number of fragmented spectra per protein (spectral count).

### In vitro activity assays

RNA substrates were a 5′[^32^P]-labeled oligo(U)_21_ in Fig. 2 and Supplementary Fig. 3 or a 21 nt 5′[^32^P]-UCGCUUGGUGCAGGUCGGGAA-3′ in Supplementary Fig. 2. For TLC analysis, oligo(U)_21_ RNA was 3′ labeled with [^32^P]αUTP using Cid1 poly(U) polymerase (New England Biolabs). Exo9 concentration was 1.4 nM in Fig. 2c–e and Supplementary Fig. 2, or 0.4 nM in Fig. 2b, respectively. RNA concentrations were 6 nM in Fig. 2b, 25 nM Fig. 2c–e and Supplementary Fig. 2. Activity assays were carried out at 20 °C in 20 mM MOPS pH 7.5, 50 mM NaCl, 1.5 mM MgCl_2_, 1.5 mM DTT, 1 U/µl RNase inhibitor, 0.05% Triton X-100. +Pi assays contained 3.5 mM potassium phosphate. Synthesis assays contained 1 mM of UDP. Aliquots were taken at indicated time points and the enzymatic reaction was stopped by adding 1 volume of formamide supplemented with 10 mM EDTA, 0.1% bromophenol blue, and 0.1% xylene cyanol FF. Samples were separated on 16% polyacrylamide, 7 M urea and TBE (220 mM Tris, 180 mM borate, 5 mM EDTA pH 8.3) and visualized by autoradiography. For TLC analysis, reactions were stopped with 10 mM EDTA before samples were loaded on PEI-Cellulose F plates (Merck Millipore), resolved in 0.5 M LiCl 1 M formic acid, and visualized by autoradiography. Identical results were obtained with exosomes purified from four biological replicates, each replicate consisted of pooled flowers from 10 plants.

### Northern blot analysis

RNA was extracted from rosette leaves of indicated genotypes using TRI Reagent^®^ (MRC). Five micrograms of total RNA were separated on 6% polyacrylamide, 7 M Urea and TBE, stained with ethidium bromide and transferred to Hybond™-N+ (GE Healthcare Life Sciences™). For northern blots, membranes were equilibrated for 30 min in 0.5 M sodium phosphate pH 7.2, 7% SDS, hybridized at 42 °C overnight with 5′ [^32^P] - labeled oligonucleotides O4-6 (Supplementary Table 3) and analyzed by autoradiography.

### 3′RACE-seq library preparation

3′ ends of rRNA precursors and rRNA maturation by-products were determined by a modified 3′RACE procedure adapted to Illumina high throughput sequencing. RNA was extracted from rosette leaves using TRI Reagent (MRC). Fifty picomoles of a 5′-riboadenylated DNA oligonucleotide comprising a 5 nt delimiter, 15 nt of randomized sequence, and 22 nt complementary to the reverse Illumina TruSeq RNA PCR Index primers (oligonucleotide 3′-Adap, Supplementary Table 3) was ligated to 20 µg of total RNA using T4 RNA ligase 1. Ligated RNA was separated by electrophoresis in 6% polyacrylamide, 7 M urea, TBE. RNA molecules of 100–400 nt were excised and eluted overnight at 4 °C in 200 µl 0.5 M ammonium acetate, 10 mM magnesium acetate, 1 mM EDTA, and 0.1% SDS. After extraction with phenol–chloroform, RNA was precipitated with ethanol, and solubilized in water. Five hundred nanograms of size-selected RNA samples were used in 25 µl cDNA synthesis reactions each containing 1 U of Superscript IV (Thermo Fisher Scientific), 2 µM of a primer complementary to the last 17 nt of the ligated adapter sequence (oligonucleotide 3′-RT, Supplementary Table 3), and 10 mM dNTPs in the buffer supplied by the manufacturer.

Libraries were amplified by PCR using Dreamtaq polymerase (Thermo Fisher Scientific). Forward primers comprised the Illumina P5 sequence and 21 nt of the 5′ ETS downstream of the P processing site (oligonucleotide O1, Fig. 3a and Supplementary Table 3), or 21 nt of either mature or 3′ extended 5.8S rRNA (oligonucleotides O2 and O3, Fig. 5a and Supplementary Table 3). Reverse primers were TruSeq RNA PCR index primers (RPI, Illumina). Libraries were purified with 1 volume of Agencourt AMPure XP beads (Beckman coulter) and paired-end sequenced with MiSeq (v3 chemistry) with 41 × 101 bp cycle setting. To compensate for the poor diversity of the rRNA amplicon libraries, 16% of phiX control library (Illumina) was included. For each genotype, two independent biological replicates were analyzed.

### 3′RACE-seq data processing

After initial data processing by the MiSeq Control Software v 2.5. (Illumina), base calls were retrieved and further analyzed by a suite of home made scripts (Supplementary Data 3) using python (v2.7) and biopython (v1.63) and regex (v2.4) libraries. Sequences with identical nucleotides in read 1 (insert) and the 1st to 15th cycle in read 2 (randomized bases in 3′ adapter) were deduplicated. Next, the sequences TTCTGGCCGAGGGCACGTCTG for 5.8S mature rRNA, TCTGCCTGGGTGTCACAA for 5.8S rRNA precursors and ATCTCGCGCTTGTACGGC for the P-P1 fragments of the 5′ ETS were searched in reads 1. One mismatch was allowed. Reads 1 that did not match were discarded. The remaining reads 1 were extracted and annotated alongside with their corresponding read 2. Next, reads 2 that did not contain the delimiter sequence were discarded. For the remaining reads 2, the randomized sequence and the delimiter present in the 3′ adapter were removed. As the target sequences were often short, reads 2 often run into the 5′ PCR primer, the sequences of which were also removed. Reads 2 shorter than 20 nt after these trimming steps were excluded from further analysis. In order to determine the 3′ extremities of the target RNAs, reads 2 were mapped to the reference sequence of the *A. thaliana* rRNA repeat unit (Genbank X52322.1), with 3′ end position 1 corresponding to the first nucleotide of the 5.8S or 5′ ETS sequence that matches the 5′ PCR primer. rRNA species that contain non-templated tails produce reads 2 that do not match the reference sequence. To identify such reads and map their 3′ end position, the sequences of the unmatched reads 2 were successively trimmed from their 3′ end. After each trimming step of 1 nt, sequences were mapped to the reference genome, and the unmatched sequences were further trimmed until a maximum of 30 nt has been removed. At each mapping step, non-templated nucleotides at the 3′ were extracted and analyzed for their size and composition. If the second nucleotide matched to the reference sequence, the corresponding read was not considered as 3′ modified and removed from the analysis. Furthermore, 3′ modifications longer than 6, 10 and 15 nt were considered only if they contained at least one stretch of AAA or TTT, two stretches of AAA or TTT, or three stretches of AAA or TTT, respectively. Final processing was performed with R software (v3.3.1). Reads mapping upstream position of the 5′ PCR primer were discarded and position of 3′ end extremities were corrected for 5.8S rRNA, so that position 1 corresponds to the first nucleotide after the end of the 5.8S mature form.

### 3′RACE-seq plots

Plotting and quantitative data analysis was performed with R software (v3.3.1) and ggplot2 R (v2.2.1).

### Statistical analysis

If not stated otherwise, a biological replicate is defined as plants of the same genotype grown under similar conditions but at different times. For each genotype, RNA or protein was extracted from a pool of 5–10 individual plants.

The 3′RACE-seq analysis was performed with two biological replicates that were used for the construction of independent amplicon libraries. Each of the two biological replicates was analyzed separately except for the analysis of the tail length, where data from the two replicates were compiled (Fig. 4c). In this figure, the median is indicated by the black bars, the first and third quartiles by the box edges, the inter-quartile range by thin bars and the outliers by dots and the data range (except outliers) is shown by whiskers.

In vitro activity assays and northern blots were performed with at least three biological replicates.

Gel filtration experiments were performed once with proteins extracted from myc-tagged and once with protein extracted from GFP-tagged *rrp41* RRP41^WT^ and *rrp41* RRP41^Pi-Cat-^ plants. Mass-spectrometric analysis of purified exosome complexes was performed with one replicate consisting of Col-0, *rrp41* RRP41^WT^, *rrp41* RRP41^Pi-^, and *rrp41* RRP41^Pi-Cat-^. Each of the myc-tagged baits co-purified with similar amounts of the other Exo9 subunits and results were in full agreement with previously published results^12^.

Vascular patterns in cotyledons were analyzed in two biological replicates comprising 25–100 individual plants each. A Pearson’s Chi-squared test with Yates’ continuity correction was used to assess whether the frequency of aberrant vein patterns between genotypes were statistically different. For this statistical analysis, data from biological replicates 1 and 2 were pooled.

### Gel and blot images

Full uncropped versions of all gel/blot images are shown in Supplementary Fig. 8. All raw images are available at figshare with the DOI 10.6084/m9.figshare.5509504.

### Data availability

The 3′ RACE-seq and mass spectrometry data that support the findings of this study have been deposited to the NCBI Gene Expression Omnibus (GEO) database with the accession code GSE96948 and to the ProteomeXchange Consortium via the PRIDE^58^ partner repository with the dataset identifier PXD007984, respectively.

Raw data are available at figshare with the doi: 10.6084/m9.figshare.5509504.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

# Supplementary material for: RNA degradation by the plant RNA exosome involves both phosphorolytic and hydrolytic activities
**Source:** Nat Commun. 2017 Dec 18;8:2162. doi: 10.1038/s41467-017-02066-2
**Supplement:** Supplementary file 1 — Supplementary Information

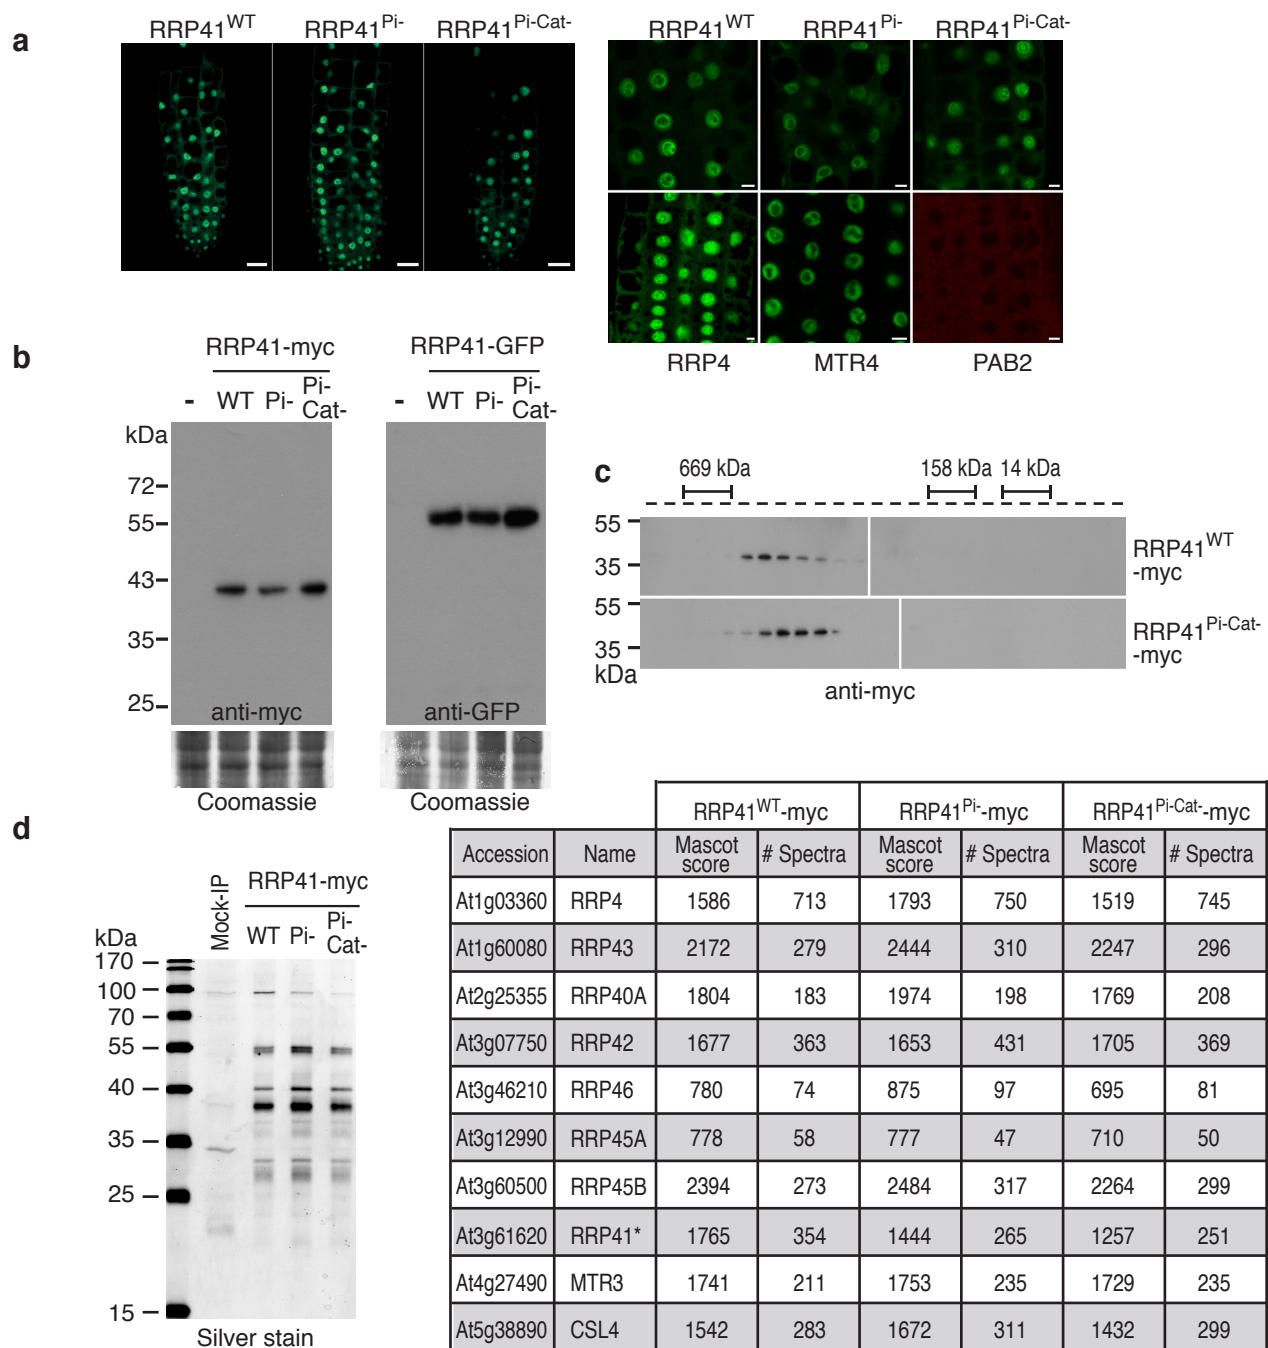

### Supplementary Fig. 1. Characterization of wild type and mutated RRP41 proteins

(a) Intracellular localization of RRP41<sup>WT</sup>, RRP41<sup>Pi-</sup>, and RRP41<sup>Pi-Cat-</sup> fused to GFP in roots of stable Arabidopsis transformants. All fusion proteins are detected with similar fluorescence intensities and are localized in both the nuclear and cytoplasmic compartments. A close-up view on the right shows also GFP fused to the exosome subunit RRP4 as well as MTR4-GFP and PAB2-RFP as nucleolar and cytosolic markers, respectively. Scale bars are 20 and 5  $\mu$ m for left and right panels, respectively.

(b) Western blot showing a similar level of expression between wild type and mutated RRP41 proteins in the myc or GFP transgenic lines.

(c) Both wild type and mutated RRP41 proteins are incorporated in high molecular weight complexes. Total protein extracts from RRP41<sup>WT</sup> and RRP41<sup>Pi-Cat-</sup> plants were analyzed by gel filtration followed by SDS-PAGE and western blot with an anti-myc antibody. The elution profile of size markers for the gel filtration is indicated above the fractions, the size markers for the SDS-PAGE are indicated on the left. RRP41-myc is only detected in high molecular weight complexes but not as a monomer.

(d) Characterization of immunoprecipitated Exo9s having incorporated wild type or mutated myc-tagged RRP41 proteins. On the left, immunoprecipitated fractions were analyzed by SDS-PAGE followed by silver staining. A mock immunoprecipitation (IP) was performed using untransformed Col-0 plants. On the right, mass spectrometry analysis for Exo9 subunits shows that similar levels of Exo9 proteins are purified alongside wild type or mutated RRP41 proteins fused to myc. The bait, RRP41, is marked with an asterisk. As previously observed<sup>1</sup>, low amounts of the known co-factors HEN2, MTR4 and RRP44 co-purified under these experimental conditions and to a similar extent for wild type and mutated RRP41s. Full mass spectrometry data have been deposited to the ProteomeXchange Consortium via the PRIDE<sup>2</sup> partner repository with the dataset identifier PXD007984.

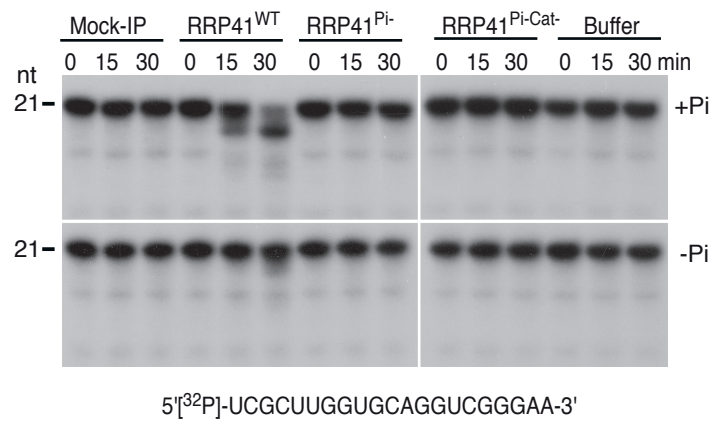

### Supplementary Fig. 2.

#### Degradation of heteropolymeric RNA substrates by Exo9's phosphorolytic activity

Exo9s immunopurified from Col-0 (mock-IP), RRP41<sup>WT</sup>, RRP41<sup>Pi-</sup> and RRP41<sup>Pi-Cat-</sup> plants, were incubated with a 5' [<sup>32</sup>P]-labeled 21 nt RNA substrate in the presence or absence of inorganic phosphate (Pi), followed by separation of products by PAGE and autoradiography. The sequence of the RNA substrate is given below the panel.

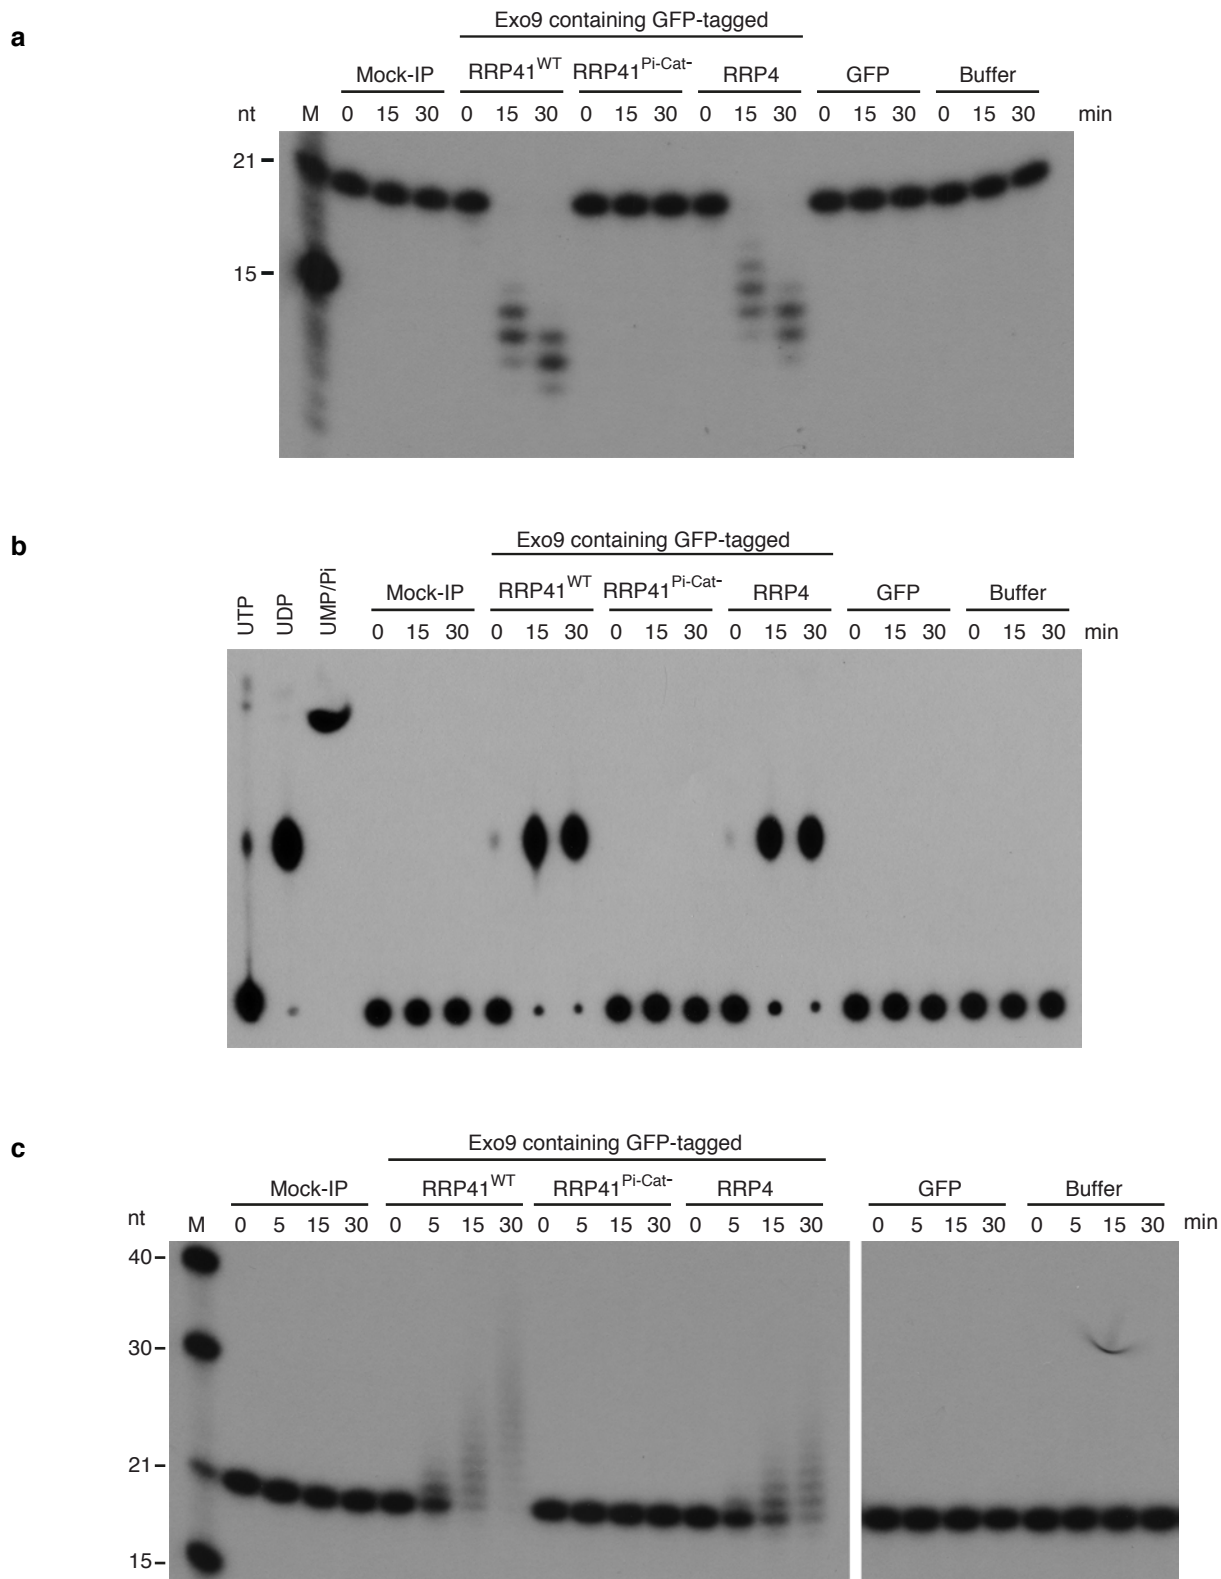

### Supplementary Fig. 3. Activity of Exo9 complexes purified with either tagged RRP41 or RRP4 subunits

Exo9 complexes were purified from plant expressing either active or inactive versions of GFP-tagged RRP41, or a GFP-tagged version of the RNA binding protein RRP4, a subunit of the exosome cap. Plants expressing GFP were included as an additional control. **(a)** A 5' [<sup>32</sup>P]-labeled oligo(U)21 RNA substrate was incubated in the presence of 3.5 mM Pi for the indicated times with a mock-IP fraction or immunopurified Exo9 complexes purified with the GFP-tagged versions of the subunits indicated on the top. GFP immunoprecipitation from plants expressing GFP alone were included as additional negative control. Reaction products were run on a denaturing acrylamide gel and analyzed by autoradiography.

**(b)** A 3' [<sup>32</sup>P]-labeled oligo(U) RNA substrate was incubated with a mock-IP fraction or immunopurified Exo9 complexes as indicated on the top. Reaction products were analyzed by thin layer chromatography to separate nucleoside mono-, di- and tri-phosphate.

**(c)** *In vitro* RNA synthesis assays were performed as in **a** except that Pi was replaced by 1 mM UDP.

**a**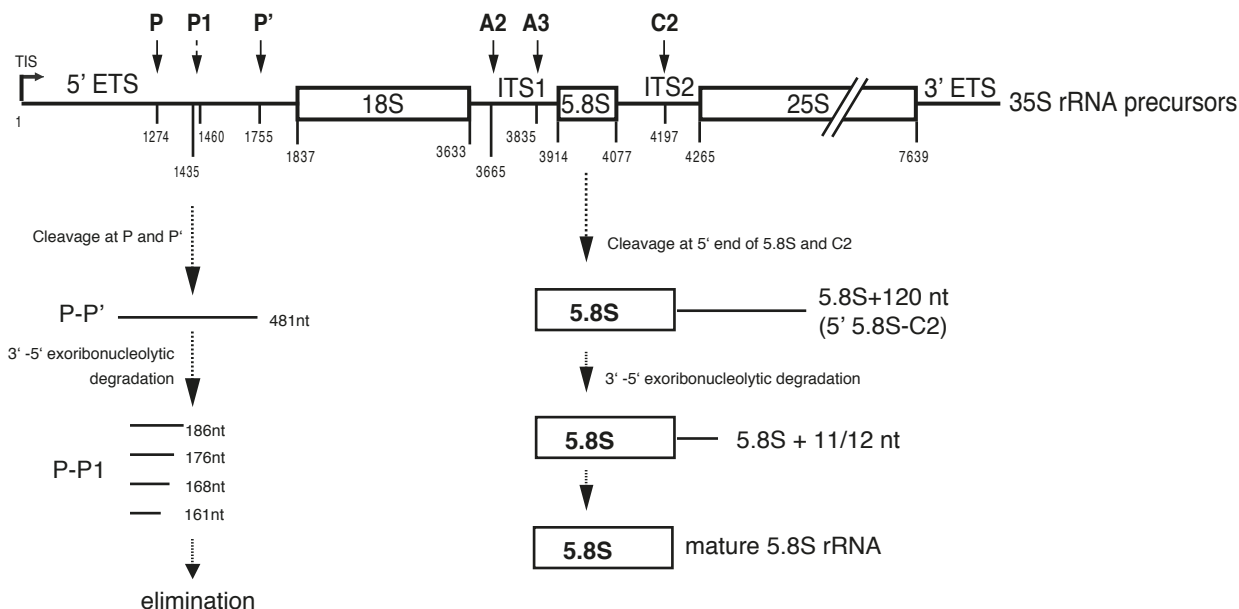**b**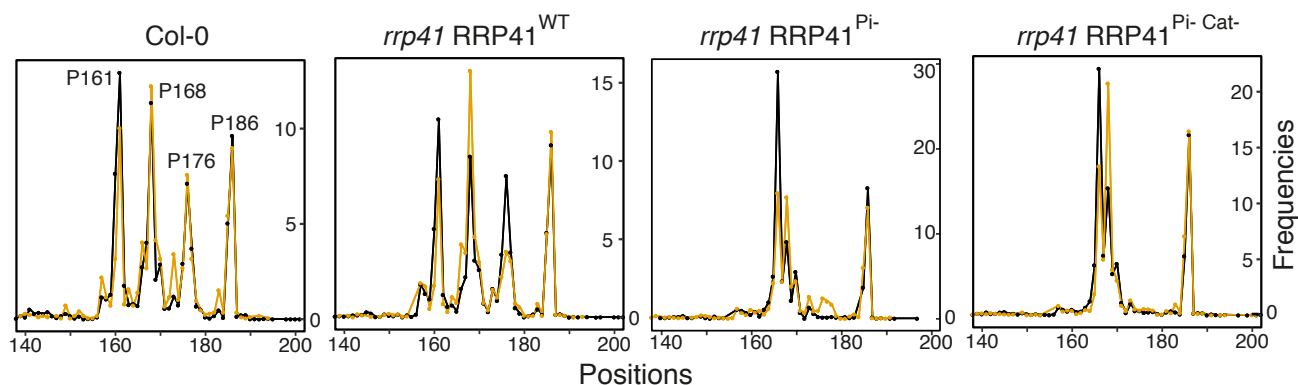

**Supplementary Fig. 4. Impact of wild type and mutated RRP41 proteins on the degradation of P-P1 intermediates**

(a) Diagram of the Arabidopsis 35S rRNA precursor (genbank accession X52322). 18S, 5.8S and 25S rRNAs (boxes) are separated by internal transcribed sequences (ITS) 1 and 2, and flanked by 5' and 3' external transcribed spacers (ETS). Numbers refer to the transcription start site. Vertical arrows above the diagram indicate the known processing sites. Main steps leading to the elimination of the 5' ETS and the production of mature 5.8S rRNA are depicted below.

(b) High density mapping by 3'RACE-seq of 3' extremities for P-P1 degradation intermediates. Density profiles are shown for positions +140 to +200, +1 corresponding to the first nucleotide of the P-P' fragment. The four main P-P1 intermediates are noted P161, P168, P176 and P186 in the left panel. Two replicates are shown in black and orange. Identical P-P1 intermediates are detected in Col-0 and RRP41<sup>WT</sup>, showing a full complementation of the *rrp41* mutation by the RRP41<sup>WT</sup> transgene. In addition, highly similar profiles are observed between *rrp41* RRP41<sup>Pi-</sup> and *rrp41* RRP41<sup>Pi- Cat-</sup>, indicating that both mutated RRP41 proteins are inactive.

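The total variation distance between the mean profiles of *rrp41* RRP41 Pi- and *rrp41* RRP41 Pi-Cat- was 12.9, against 31.0 between the 4 libraries with inactive and the 4 with active Exo9 of the Col-0 background. Replicates of *rrp41* RRP41 Pi- lay 21.8 apart and those of *rrp41* RRP41 Pi-Cat- 15.6. With 2 libraries each, the genotypes cannot be tested against each other. P168 made up 11.7% ± 3.73 (SD, n = 2) of the reads in *rrp41* RRP41 Pi- and 16.1% ± 6.63 in *rrp41* RRP41 Pi-Cat-, and P186 14.3% ± 1.6 and 16.3% ± 0.223.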

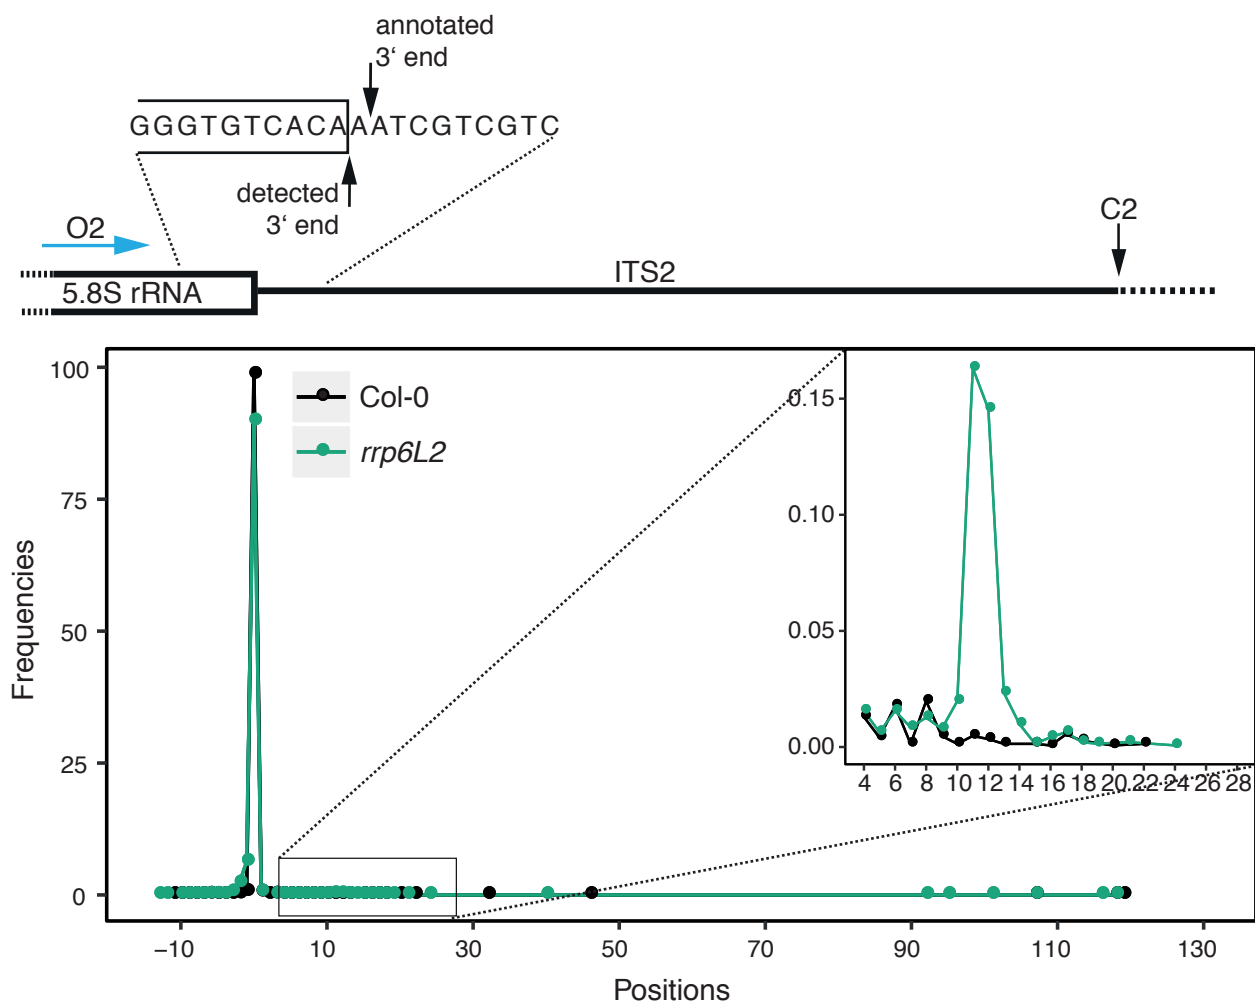

### Supplementary Fig 5. Mapping the 3' extremities of mature 5.8S rRNA

High density mapping of 5.8S rRNA extremities in Col-0 and *rrp6L2*. Identical extremities are detected in Col-0 and *rrp6L2*, while the 5.8S + 11/12 nt precursors are detected only in *rrp6L2*

# Supplementary Fig. 6.

## Rosette phenotypes of Exo9 activity mutants

Rosettes of plants expressing endogenous RRP41, RRP41<sup>WT</sup> or RRP41<sup>Pi-Cat</sup> in Col-0, *rrp6L2*, RRP44KD *rrp6L2* or *mtr4* genetic backgrounds. (a) plants were sown directly in individual pots and grown for six weeks in 12h light / 12h darkness. (b,c,d) Plants were germinated and grown for 2 weeks in 12h light / 12h darkness, outbedded to individual pots and grown for further 4 weeks in 16h light / 8h darkness.

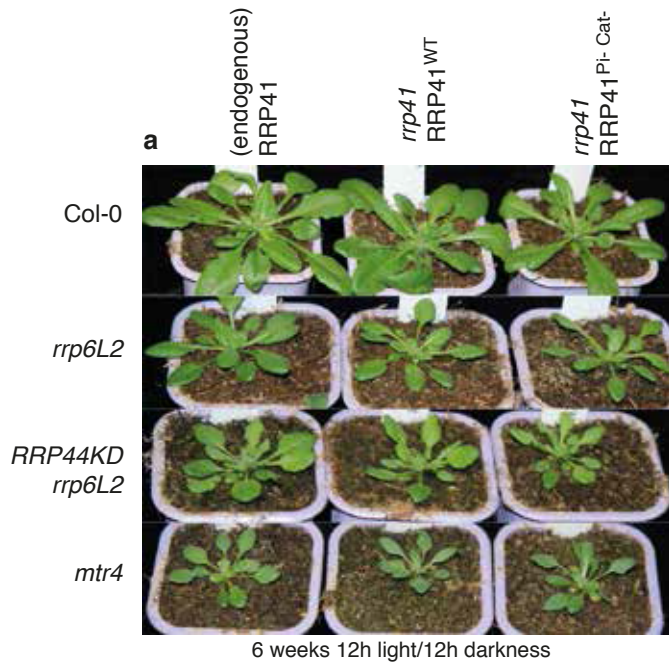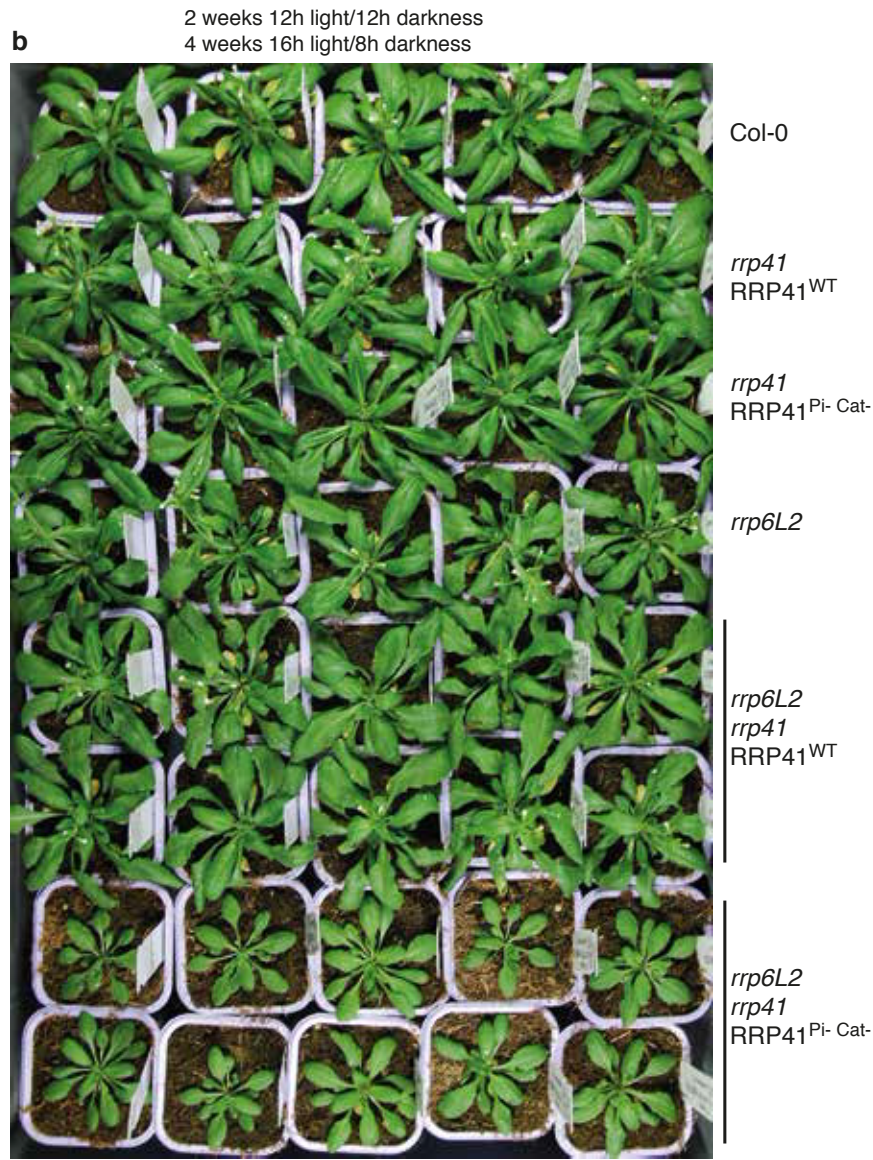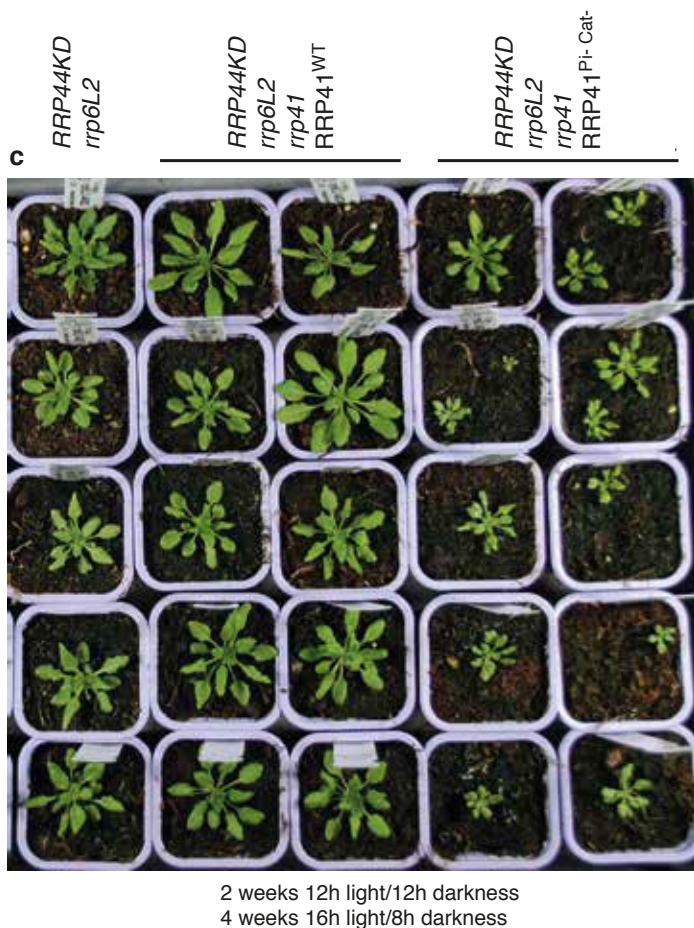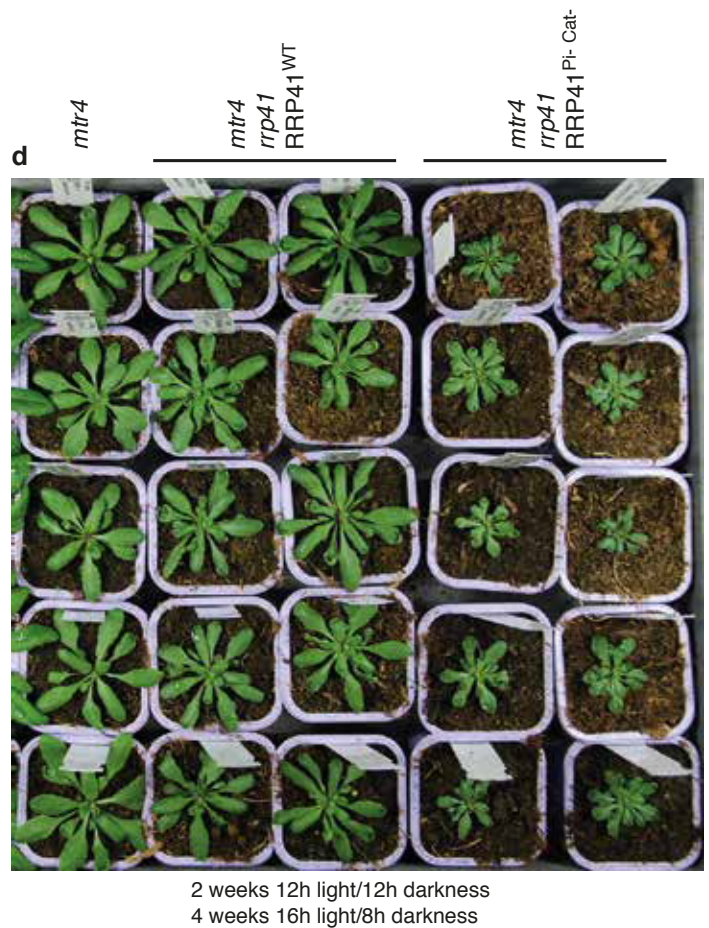

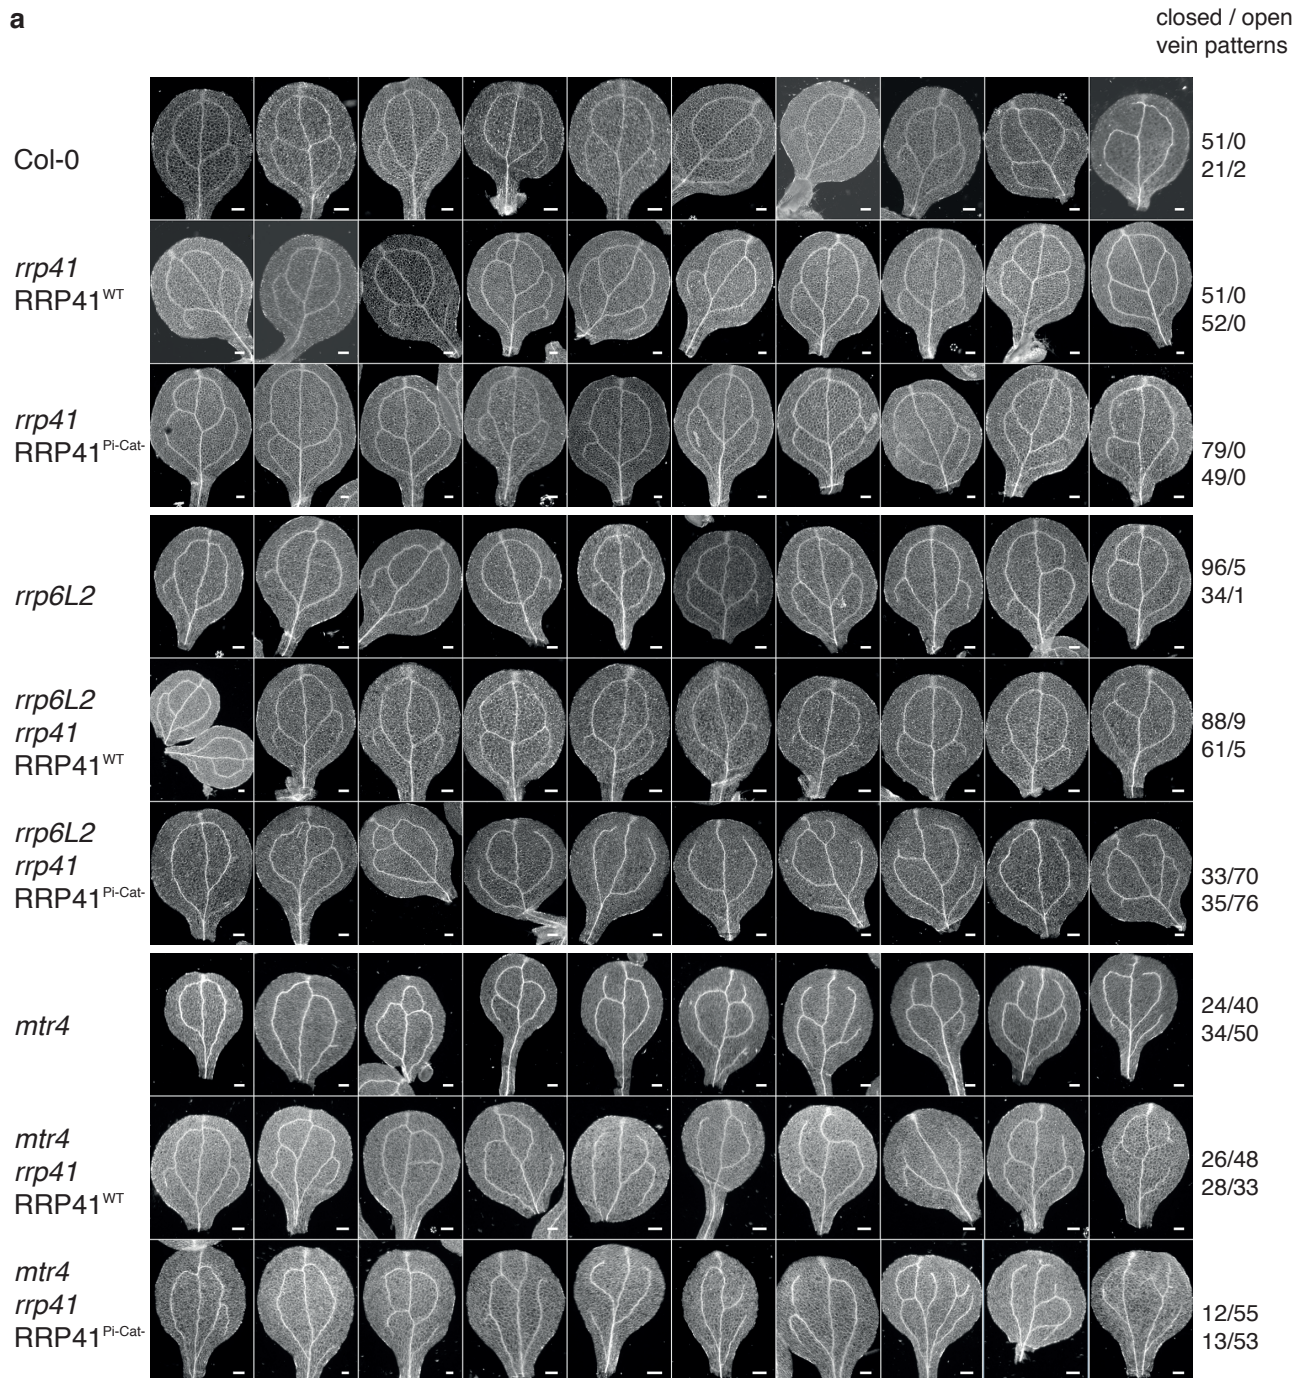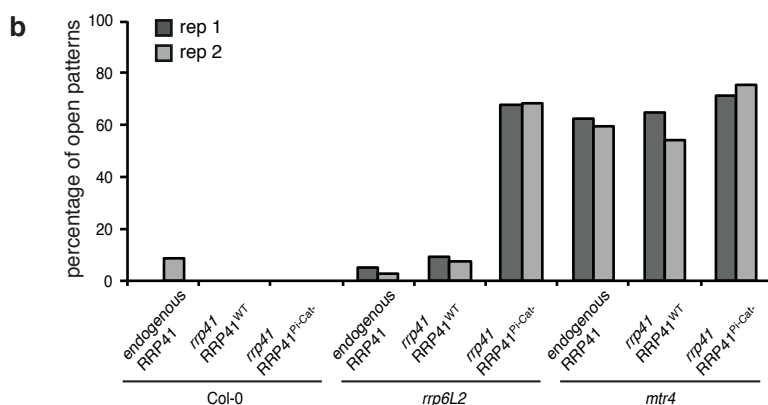

**Supplementary Fig. 7. Plants lacking the catalytic activities of Exo9 and RRP6L2 have defective cotyledon vein patterns indicating impaired ribosome function or biogenesis.**

(a) Vein patterns of cotyledons taken from 7-10 day old seedlings were examined by darkfield microscopy. Ten representative examples are shown for each genotype. Scalebars are 200  $\mu$ m. (b) Histogram showing the proportion of defective cotyledon vein patterns in indicated genotypes for two biological replicates. The total number of cotyledons with the earliest veins forming closed/open patterns are given on the right of panel a for two biological replicates.

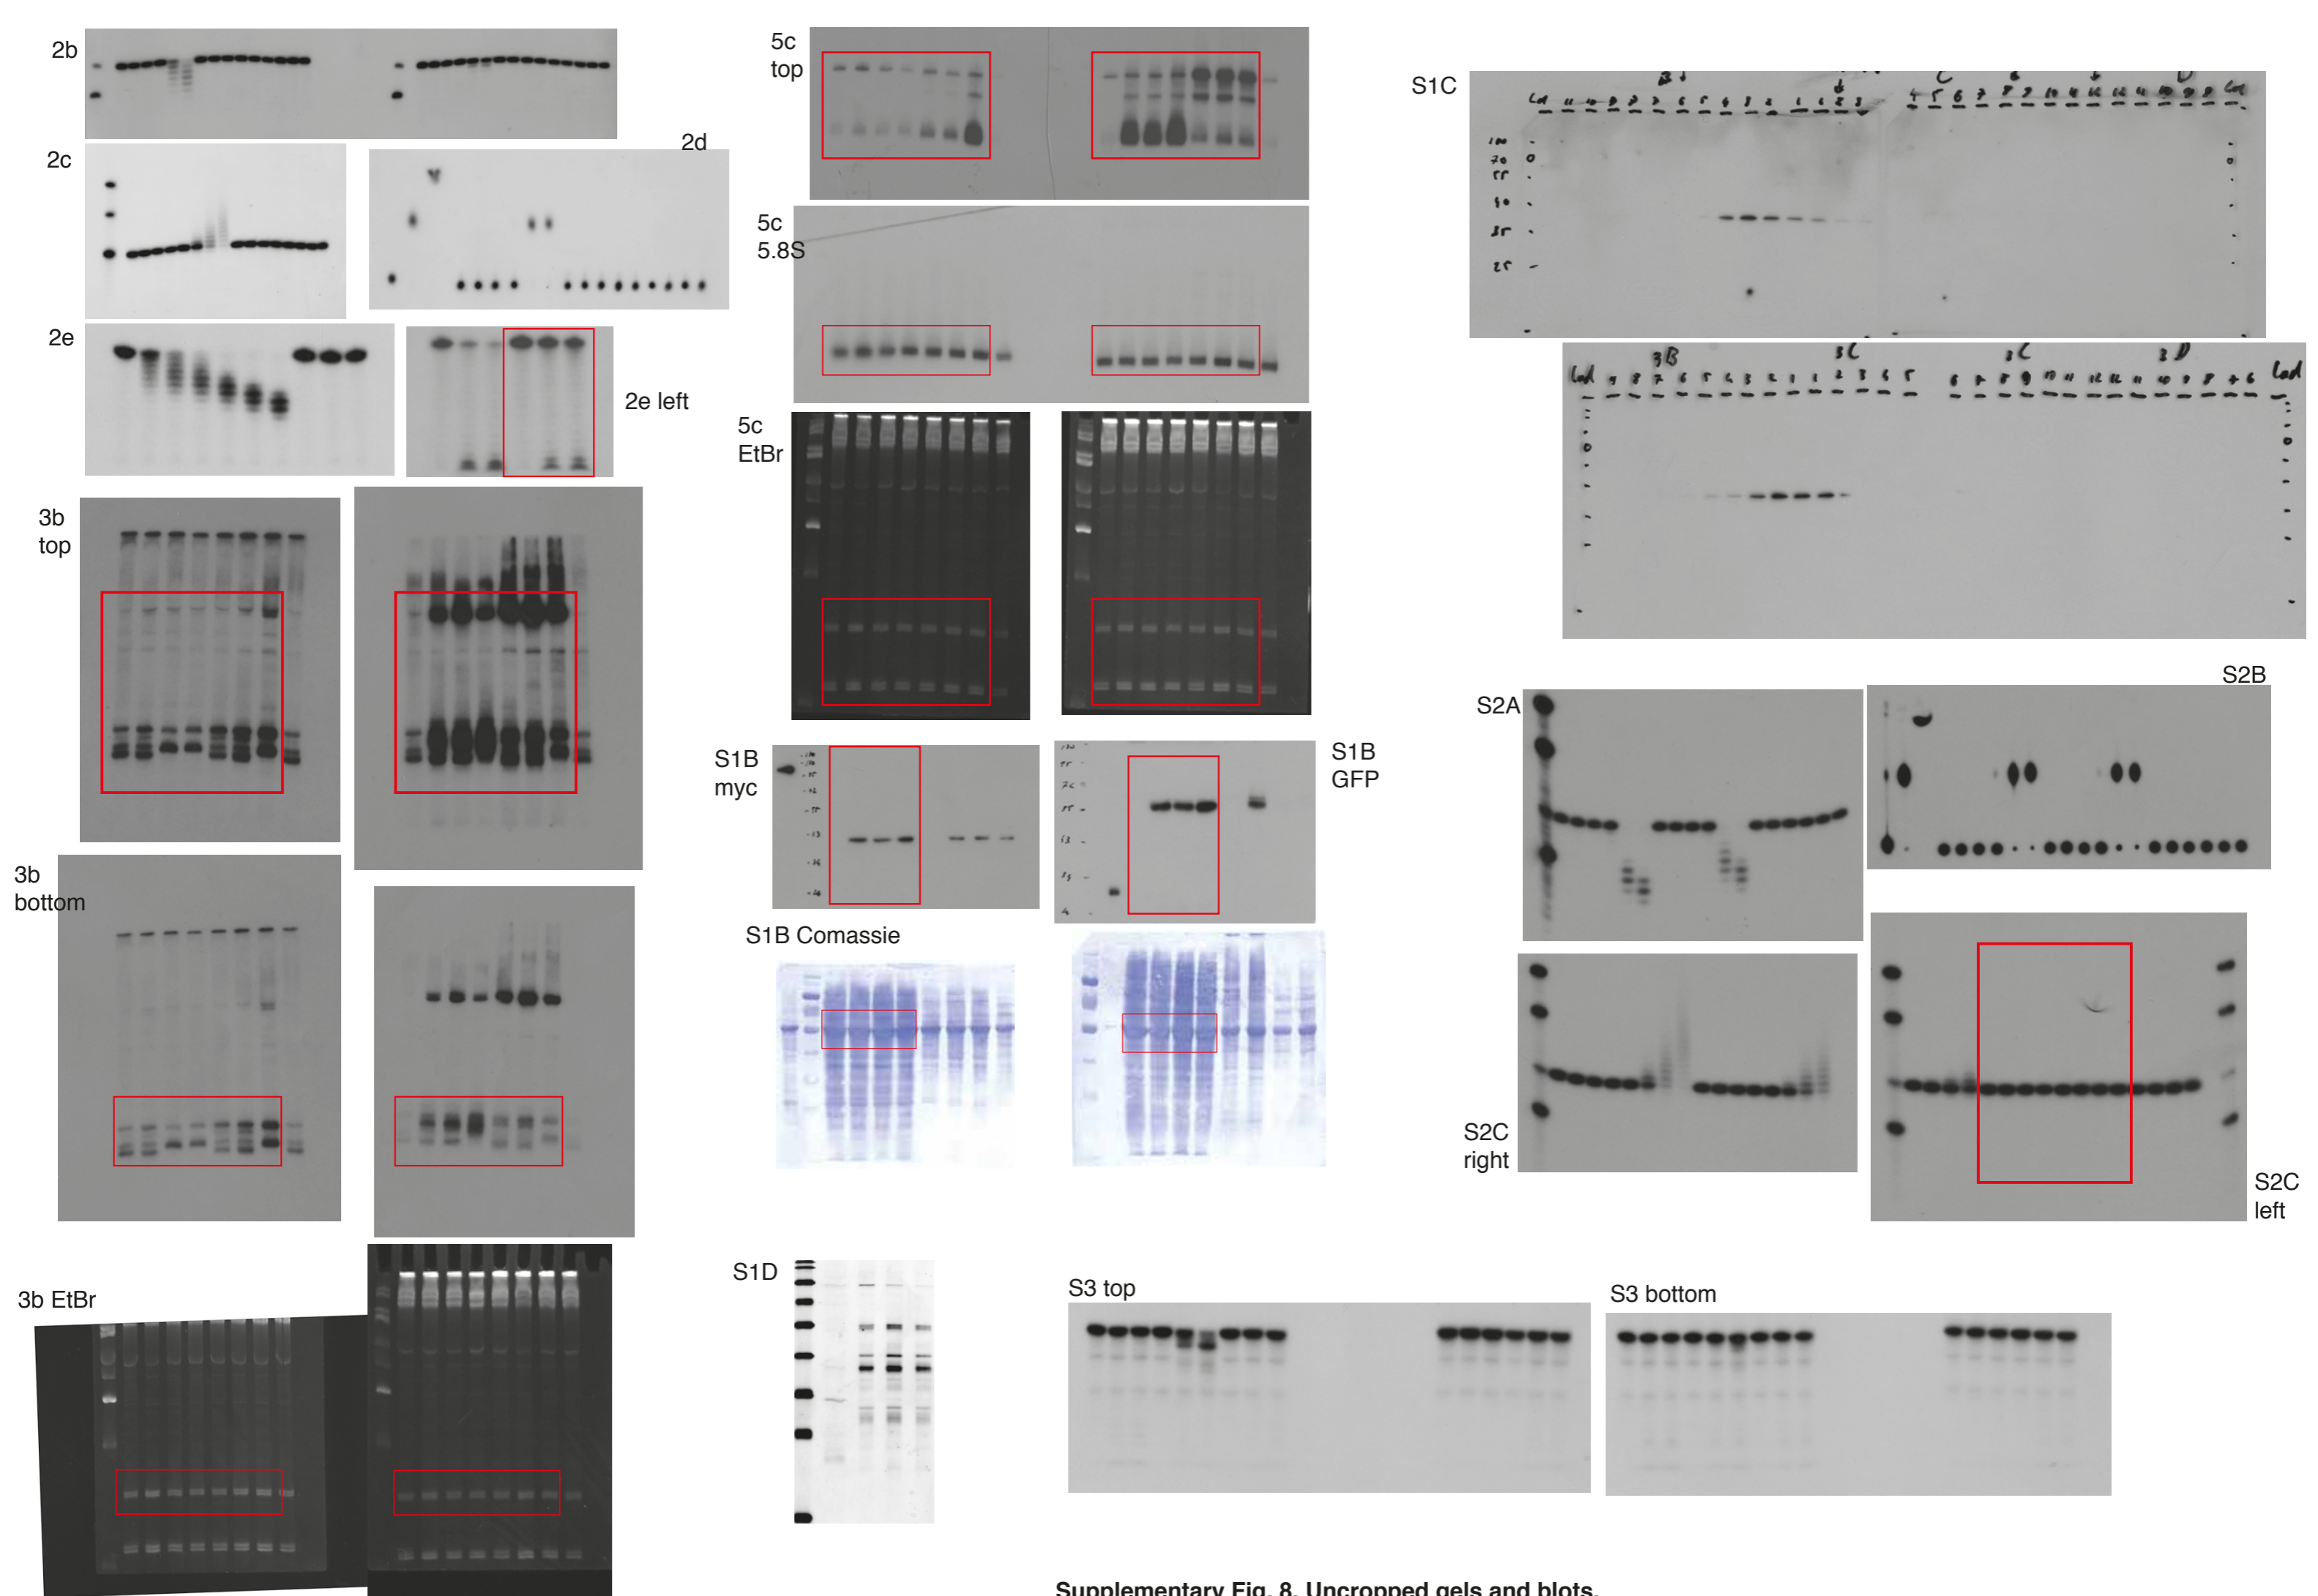

**Supplementary Table 1.** Number of reads mapping the 5' ETS (External Transcribed Spacer) of the 18S-5.8S-25S rRNA primary transcript across genotypes and replicates (Rep).

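The read numbers in the table of reads are equal to the final read numbers listed for all 26 libraries. As a percentage of the read pairs that match the primer site, these final reads ranged from 9.45% to 62.0% (median 48.2%) in replicate 1 and from 0.388% to 53.2% (median 20.2%) in replicate 2. The lowest percentage was that of Col-0 replicate 2, with 1634 reads left. The steps between are the removal of duplicates by the random nucleotides, the search for the delimiter of the adapter and the mapping to the rRNA repeat.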

| TruSeq Index | Genotype                                             | Rep | 5' ETS matching reads | Deduplication | Read 2 with delimiter | Final number of reads |
|--------------|------------------------------------------------------|-----|-----------------------|---------------|-----------------------|-----------------------|
| Index 9      | Col-0                                                | 1   | 21026                 | 18508         | 14082                 | 11729                 |
| Index13      | <i>rrp41</i> RRP41 <sup>WT</sup>                     | 1   | 15156                 | 13603         | 9194                  | 7135                  |
| Index37      | <i>rrp41</i> RRP41 <sup>Pi-</sup>                    | 1   | 4762                  | 4206          | 2095                  | 1621                  |
| Index14      | <i>rrp41</i> RRP41 <sup>Pi-Cat-</sup>                | 1   | 17270                 | 15422         | 10445                 | 8469                  |
| Index15      | <i>rrp6L2</i>                                        | 1   | 15280                 | 14028         | 9083                  | 7371                  |
| Index16      | <i>rrp6L2 rrp41</i> RRP41 <sup>WT</sup>              | 1   | 40620                 | 35793         | 28958                 | 23152                 |
| Index17      | <i>rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup>         | 1   | 15510                 | 14171         | 8032                  | 6046                  |
| Index32      | <i>RRP44KD rrp6L2</i>                                | 1   | 36238                 | 34160         | 27985                 | 22465                 |
| Index33      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>WT</sup>      | 1   | 22469                 | 19803         | 14394                 | 11364                 |
| Index34      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup> | 1   | 35918                 | 30297         | 23525                 | 18434                 |
| Index5       | <i>mtr4</i>                                          | 1   | 87111                 | 75701         | 12178                 | 8234                  |
| Index7       | <i>mtr4 rrp41</i> RRP41 <sup>WT</sup>                | 1   | 34533                 | 30174         | 20069                 | 16513                 |
| Index11      | <i>mtr4 rrp41</i> RRP41 <sup>Pi-Cat-</sup>           | 1   | 18545                 | 15973         | 9828                  | 7813                  |
| Index8       | Col-0                                                | 2   | 421313                | 213200        | 8403                  | 1634                  |
| Index19      | <i>rrp41</i> RRP41 <sup>WT</sup>                     | 2   | 61594                 | 31137         | 5281                  | 3174                  |
| Index38      | <i>rrp41</i> RRP41 <sup>Pi-</sup>                    | 2   | 252463                | 177435        | 7784                  | 1639                  |
| Index20      | <i>rrp41</i> RRP41 <sup>Pi-Cat-</sup>                | 2   | 7277                  | 6734          | 4828                  | 3868                  |
| Index21      | <i>rrp6L2</i>                                        | 2   | 44143                 | 32052         | 11574                 | 9029                  |
| Index22      | <i>rrp6L2 rrp41</i> RRP41 <sup>WT</sup>              | 2   | 38633                 | 29044         | 10209                 | 7818                  |
| Index23      | <i>rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup>         | 2   | 62454                 | 46680         | 10839                 | 7225                  |
| Index27      | <i>RRP44KD rrp6L2</i>                                | 2   | 54578                 | 44742         | 14174                 | 10843                 |
| Index28      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>WT</sup>      | 2   | 10845                 | 9453          | 5187                  | 4208                  |
| Index29      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup> | 2   | 14116                 | 10553         | 3916                  | 2996                  |
| Index12      | <i>mtr4</i>                                          | 2   | 25780                 | 22305         | 11023                 | 8745                  |
| Index35      | <i>mtr4 rrp41</i> RRP41 <sup>WT</sup>                | 2   | 21418                 | 17109         | 8076                  | 6171                  |
| Index36      | <i>mtr4 rrp41</i> RRP41 <sup>Pi-Cat-</sup>           | 2   | 35977                 | 21881         | 8529                  | 6658                  |

**Supplementary Table 2.** Number of reads mapping the 5.8S rRNA sequence across genotypes and replicates (Rep).

| TruSeq Index | Genotype                                             | Rep | 5.8S rRNA matching reads | Deduplication | Read 2 with delimiter | Final number of reads |
|--------------|------------------------------------------------------|-----|--------------------------|---------------|-----------------------|-----------------------|
| Index9       | Col-0 (5.8S rRNA 3' mapping)                         | 1   | 176785                   | 176138        | 159281                | 146579                |
| Index15      | <i>rrp6L2</i> (5.8S rRNA 3' mapping)                 | 1   | 176409                   | 175918        | 154767                | 141562                |
| Index 9      | Col-0                                                | 1   | 80692                    | 75140         | 53506                 | 24560                 |
| Index13      | <i>rrp41</i> RRP41 <sup>WT</sup>                     | 1   | 66423                    | 62844         | 40952                 | 17166                 |
| Index14      | <i>rrp41</i> RRP41 <sup>Pi-Cat-</sup>                | 1   | 118308                   | 113266        | 75259                 | 31902                 |
| Index15      | <i>rrp6L2</i>                                        | 1   | 72050                    | 70816         | 53621                 | 38794                 |
| Index16      | <i>rrp6L2 rrp41</i> RRP41 <sup>WT</sup>              | 1   | 380808                   | 348651        | 253387                | 179214                |
| Index17      | <i>rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup>         | 1   | 75199                    | 74430         | 57139                 | 38709                 |
| Index32      | <i>RRP44KD rrp6L2</i>                                | 1   | 166757                   | 162980        | 131432                | 95155                 |
| Index33      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>WT</sup>      | 1   | 130136                   | 126438        | 99739                 | 69516                 |
| Index34      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup> | 1   | 160816                   | 156686        | 123714                | 82297                 |
| Index37      | <i>mtr4</i>                                          | 1   | 115970                   | 115086        | 96933                 | 54386                 |
| Index7       | <i>mtr4 rrp41</i> RRP41 <sup>WT</sup>                | 1   | 151858                   | 149677        | 128842                | 80336                 |
| Index11      | <i>mtr4 rrp41</i> RRP41 <sup>Pi-Cat-</sup>           | 1   | 105689                   | 103693        | 86558                 | 48229                 |
| Index30      | Col-0                                                | 2   | 31790                    | 22526         | 16808                 | 7924                  |
| Index31      | <i>rrp41</i> RRP41 <sup>WT</sup>                     | 2   | 59673                    | 33205         | 24266                 | 10422                 |
| Index32      | <i>rrp41</i> RRP41 <sup>Pi-Cat-</sup>                | 2   | 78940                    | 74332         | 51613                 | 22961                 |
| Index21      | <i>rrp6L2</i>                                        | 2   | 66444                    | 63378         | 54345                 | 44058                 |
| Index22      | <i>rrp6L2 rrp41</i> RRP41 <sup>WT</sup>              | 2   | 65002                    | 61890         | 51343                 | 38004                 |
| Index23      | <i>rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup>         | 2   | 63068                    | 61972         | 51851                 | 37972                 |
| Index27      | <i>RRP44KD rrp6L2</i>                                | 2   | 89498                    | 88677         | 75164                 | 54740                 |
| Index28      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>WT</sup>      | 2   | 53018                    | 52638         | 44373                 | 32939                 |
| Index29      | <i>RRP44KD rrp6L2 rrp41</i> RRP41 <sup>Pi-Cat-</sup> | 2   | 80298                    | 79326         | 65735                 | 45042                 |
| Index12      | <i>mtr4</i>                                          | 2   | 143794                   | 142078        | 118315                | 76624                 |
| Index35      | <i>mtr4 rrp41</i> RRP41 <sup>WT</sup>                | 2   | 102161                   | 101039        | 84777                 | 53908                 |
| Index36      | <i>mtr4 rrp41</i> RRP41 <sup>Pi-Cat-</sup>           | 2   | 133971                   | 132109        | 110699                | 71159                 |

**Supplementary Table 3.** Custom DNA oligonucleotides used in this study.

| Name    | Sequence 5'-3'                                                                        | Application                                                                     |
|---------|---------------------------------------------------------------------------------------|---------------------------------------------------------------------------------|
| 3'-Adap | /5rApp/-<br>CTGACNNNNNNNNNNNNNNNTGGAATTC<br>TCGGGTGCCAAGGC-/3ddC/                     | 3' RACE-seq library preparation                                                 |
| 3'-RT   | GCCTTGGCACCCGAGAA                                                                     | 3' RACE-seq library preparation,<br>cDNA synthesis                              |
| O1      | AATGATACGGCGACCACCGAGATCTACA<br>CGTTCAGAGTTCTACAGTCCGACGATCA<br>TCTCGCGCTTGTACGGCTTTG | 3' RACE-seq library preparation,<br>forward PCR primer for P-P1 fragments       |
| O2      | AATGATACGGCGACCACCGAGATCTACA<br>CGTTCAGAGTTCTACAGTCCGACGATCTT<br>CTGGCCGAGGGCACGTCTG  | 3' RACE-seq library preparation,<br>forward PCR primer for mature 5.8S rRNA     |
| O3      | AATGATACGGCGACCACCGAGATCTACA<br>CGTTCAGAGTTCTACAGTCCGACGATCT<br>CTGCCTGGGTGTCACAAATC  | 3' RACE-seq library preparation,<br>forward PCR primer for 5.8S rRNA precursors |
| O4      | ACGCCGAACGTTCAATTAATC                                                                 | Northern blot hybridization probe for P-P1<br>fragments                         |
| O5      | AGGATGGTGAGGGACGACGATTT                                                               | Northern blot hybridization probe for 5.8S<br>precursors                        |
| O6      | GTATCGCATTTGCTACG                                                                     | Northern blot hybridization probe for the<br>mature 5.8S                        |

## Supplementary References

1. Lange, H. *et al.* The RNA helicases AtMTR4 and HEN2 target specific subsets of nuclear transcripts for degradation by the nuclear exosome in *Arabidopsis thaliana*. *PLoS Genet.* **10**, e1004564 (2014).
2. Vizcaíno, J. A. *et al.* 2016 update of the PRIDE database and its related tools. *Nucleic Acids Res.* **44**, D447-456 (2016).

# Supplementary material for: RNA degradation by the plant RNA exosome involves both phosphorolytic and hydrolytic activities
**Source:** Nat Commun. 2017 Dec 18;8:2162. doi: 10.1038/s41467-017-02066-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Supplementary Files**

File Name: Supplementary Data 1

Description: RRP41 protein sequences used for diversity analysis shown in Fig. 7.

File Name: Supplementary Data 2

Description: RRP41 protein sequences used for diversity analysis shown in Fig. 8.

File Name: Supplementary Data 3

Description: Scripts for 3' RACE-seq analysis.

How the deposited data were processed for this re-analysis (not part of the article)

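The data are 3′RACE-seq reads of 5′ ETS degradation intermediates from rosette leaves of 13 *Arabidopsis* genotypes with 2 biological replicates each. The table that the authors deposited holds 224354 reads of 26 libraries. In the paper's methods, duplicates were removed by the read and its random nucleotides, reads 2 without the adapter delimiter were discarded, and read 2 was trimmed and mapped to the rRNA repeat. Unmatched reads were then trimmed from the 3′ end 1 nt at a time, up to 30 nt, and the trimmed nucleotides were recorded as a tail. The authors removed reads with tails whose second nucleotide matched the reference and kept longer tails only with stretches of AAA or TTT. No normalization was applied by the authors, and the deposited table gives for each read the encoded sequence, the position of its 3′ end and its tail, rather than a value per gene. The libraries of the 5.8S rRNA described in the paper were not used here.

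Checks of the table showed that the last 20 nt before the tail match the reference in 100% of the reads, that the longest tail has 30 nt, that all tails of at least 6 nt contain AAA or TTT, and that the read numbers of all 26 libraries equal those of Supplementary Table 1. 3′ ends range from 22 to 482, counted from the first nucleotide of the P-P′ fragment. From the reads, the percentage of reads at each position, the percentage of reads with tails of at least 1 and at least 2 nt, the composition and median length of tails from 2 to 30 nt, and the tailed percentage at single positions were computed for each library. All reads of a library form the denominator, except where another one is named. Shares of T137C and shares within reads of either base are of the reads that end from P157 to 200, and those of ends before P157 within reads with the reference base of the reads that end from 140 to 200. For ends shorter than 161, all reads with the reference base are the denominator of that division. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

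The read number per library ranged from 1621 to 23152 with a median of 7592. 95% Wilson intervals are given for single libraries, and the smallest detectable share was set at 3 reads. Duplicates were removed with random nucleotides, so reads are close to single molecules, but intervals and floors cover counting error and not the ligation or amplification before it.

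Libraries with endogenous RRP41 and with RRP41 WT were grouped as active Exo9, and libraries with RRP41 Pi- and RRP41 Pi-Cat- as inactive Exo9. Differences in mean percentage were tested by two-sided exact permutation tests with a threshold of 0.05, between 4 and 4 libraries of the Col-0 background (70 relabelings) and within the 4 backgrounds for all 26 libraries (236250 relabelings). The tailed share at P161 and P176 was compared with that at P168 and P186 of the same library by a sign-flip test. Profiles were compared by the total variation distance. All 61 positions from 140 to 200 were tested with Benjamini-Hochberg adjustment. The positions named in the text are those the paper names and, from the scan, the 5 with the largest mean difference among those past the threshold with the same sign in all 4 backgrounds, a rule set before the data were examined. P157, P160, P162, P172 and P185, and the base change T137C, were named after their values were seen.

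The pairing of replicates comes from the replicate numbers in the sample labels and in Supplementary Table 1. In the paper's methods, replicates are plants grown at different times. The comparisons between groups that the design set were therefore repeated with the replicate number as a block, as were the tests on P166, on the T137C share and on tails near and away from P161 and P176. The changes compared between backgrounds were taken within replicate numbers. In the Col-0 background, *rrp41* RRP41 Pi- and *rrp41* RRP41 Pi-Cat- libraries of a replicate number share a mean with active Exo9, so their changes are not independent. Other tests of divided reads were run without the block. The correlation of same-numbered replicates after removal of genotype means ranged from −0.332 to 0.815. Replicate 1 had more P161 in 11 of 13 genotypes (exact sign-flip permutation test, p = 0.0186) and more tailed reads in 10 of 13 (p = 0.0334 in the same exact test).

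The scan over positions was tested on simulated data. In 20 simulated sets of 61 positions, with the read numbers and spread of the real libraries, some were raised by up to 3-fold. What they gained was taken from other positions, which were thus lowered by no fixed factor. The adjusted threshold was passed by 51 of 100 raised, 40 of 100 lowered and 8 of 1020 unchanged positions. Without any change, 1 of 1220 positions passed. A position raised by up to 3-fold, or lowered to make up for it, can thus fail to pass.

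Alternatives set before the data were examined were reads ending from 140 to 200 as denominator, non-modified reads only, a window of 1 nt either side of a position, libraries with at least 3000 reads, all libraries thinned to the smallest, a log odds scale with 0.5 added to each count, other minimum tail lengths, the replicate block, and each library left out in turn. Divisions by the base change T137C and the contrast with P186 alone were added after seeing the data. Positions of the 5′ ETS in the genome were found by exact match to TAIR10.1. Northern blots and growth phenotypes have no reads and were not analysed here.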

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

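In this part, the tests on T137C, the mixture with RNA of plants with active Exo9, the tail lengths away from P161 and P176 in the comparison of backgrounds and the tests on P166 other than that on depth were chosen only after the result was seen.

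In groups of 4 libraries, a library was picked out when its distance to the nearest other library took up most of the range of its group. This was done for 50 groups and measures and picked out 7 libraries, against 2.5 by chance. The P166 share of *rrp6L2* replicate 2 was 2.20%, against 1.64% to 1.74% in the others of its group. Counting error alone gives such a distance to the nearest library with p = 0.0376 (Fisher's exact test, which compares the reads of those libraries and not the conditions), and no other explanation was tested. The P176 share of *RRP44KD rrp6L2 rrp41* RRP41 WT replicate 1 was 12.9%, against 13.5% to 13.6% in the others, a distance that counting error can give (Fisher's exact test, p = 0.272). The median tail length was 3.5 nt in *rrp41* RRP41 WT replicate 2 against 3 nt in the others, 8 nt in *rrp41* RRP41 Pi-Cat- replicate 1 against 7 nt, 6 nt in *RRP44KD rrp6L2 rrp41* RRP41 WT replicate 1 against 5 nt, and 6 nt in *mtr4 rrp41* RRP41 WT replicate 2 against 5 nt. With the mean tail length instead of the median, 0 of these 4 libraries lay apart, so the steps of the median remain as a technical explanation.

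The P176 share of *rrp41* RRP41 Pi- replicate 2 was 2.44%, against 0.185% to 0.569% in the other 3 libraries with inactive Exo9 of the Col-0 background. Counting error does not account for this distance (Fisher's exact test between the reads of this library and the nearest, p = 2.08e-08). RNA of Col-0 background plants with active Exo9 in the sample would have to make up 31.6% to give this share. It would then give a P161 share of 3.82%, whereas 0.793% (95% CI 0.464 to 1.35) was measured. With active Exo9, the *RRP44KD rrp6L2* background had more P176 (13.4%) and less P161 (3.46%). A mixture with RNA of the other backgrounds was not tested and is not excluded. The library has 1639 reads. No difference between *rrp41* RRP41 Pi- replicates was part of the design, so no biological explanation was tested.

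The change in median tail length with inactive Exo9 was 4.125 nt ± 0.595 (n = 4) in the Col-0 background and 1.58 nt ± 0.861 (n = 6) in the other backgrounds, a difference of 2.54 nt (exact permutation test of the background labels over 210 splits, p = 0.00476, the smallest possible, q = 0.0429 over 9 measures). The 4 and 6 are single libraries with inactive Exo9, each against the mean of the libraries with active Exo9 of its background and replicate number. In the Col-0 background, *rrp41* RRP41 Pi- and *rrp41* RRP41 Pi-Cat- libraries of the same replicate number share that mean. Their changes are thus not independent, which the test does not take into account. With the mean tail length, the difference stayed at 2.03 nt (exact permutation test, p = 0.00476), which goes against whole-number steps of the median as its source. Among reads that do not end within 1 nt of P161 or P176, it was −0.0833 nt (exact permutation test, p = 1). Short tails at P161 and P176 in Col-0 and *rrp41* RRP41 WT, which are lost together with these intermediates, may thus account for part of the difference between backgrounds. As these values were tested on the data in which they were seen, this remains a hypothesis.

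P166, which the paper does not discuss, was 9.29 percentage points more frequent with inactive Exo9 over the 4 backgrounds (exact permutation test, p = 4.23e-06, the smallest possible). It was higher in each of the 4 backgrounds, and it was the position with the largest mean difference of the 61 tested. With all libraries thinned to the smallest, the difference was 9.13 points. Within reads with the base change T137C, counted from the first nucleotide of the P-P′ fragment, it was 11.2 points, within reads with the reference base 10.4 points, and among non-modified reads 10.1 points. Over the replicate 2 libraries alone it was 6.36 points, and over replicate 1 12.2 points. Since shares of a library add up to a whole, the loss of P161 and P176 raises the others, but among reads that do not end at these positions the difference was 9.11 points (exact permutation tests, p = 4.23e-06 for each division of the reads, and 3.81e-05, the smallest possible, for each with the replicate number as a block). Losses at other positions, such as P177 with −6.16 points and P160 with −2.99 points, were not removed. Same-numbered replicates correlated by 0.0837. Each of these explanations was thus tested, the sum to a whole only for P161 and P176. The difference stayed past the threshold or, for the replicate numbers, kept the same sign. An end at P166, 2 nt upstream of P168, may therefore depend on the activity of Exo9, a hypothesis found and tested on the same data.

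The reads carry T137C, a base change counted from the first nucleotide of the P-P′ fragment that the paper does not report, in 54.4% of the reads on average over the 26 libraries, from 25.8% to 80.1%. These shares are of the reads that end from P157 to 200 and have either T or C there, since T137C cannot be recorded in shorter reads. The other bases A and G made up 0.504% of the reads with these ends, which goes against sequencing error as its source. Replicates of a genotype differed by 8.47 percentage points on average, against 18.8 points for all pairs of libraries from both replicates (permutation test of the genotypes, p = 0.00105). The share was 22.7 points higher with inactive than with active Exo9 over the backgrounds (exact permutation test, p = 0.000224, and 0.000953 with the replicate number as a block), by 27.3 points in replicate 1 and 18.1 in replicate 2, and same-numbered replicates correlated by −0.0769. The tests of this difference take the libraries of a genotype as independent, although its replicates resemble each other in this share. Their p-values are thus likely too small. In the Col-0 background, the share was 64.9% ± 12.3 (n = 4) with active and 67.1% ± 10.9 (n = 4) with inactive Exo9. In the *rrp6L2* background it was 38.1% and 73.7%, in *RRP44KD rrp6L2* 44.8% and 72.2%, and in *mtr4* 35.2% and 60.8%. Whether the backgrounds differ in this change was not tested. These values are consistent with rRNA repeat variants that differ in number or expression between plant lines. The expression of the variants could also depend on Exo9, and the design cannot tell these apart.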

How the results depend on the processing

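Alternatives that divide the reads by T137C or use P186 alone were chosen only after the results were seen. For 23 results, 151 alternatives set before the data were examined were run besides leaving out single libraries. Of these, 142 were counted as unchanged, 5 became weaker, 1 became stronger and 3 moved by more than the spread between replicates. The 5 lost the threshold and are given below. Comparisons whose exact p rose from 0.0286 to 0.0556 with the replicate block are not among the 5. That form cannot pass the threshold, so these counts do not show that the comparisons hold with the block. None of these 151 reversed a direction. With all libraries thinned to the smallest, the P186 difference with inactive Exo9 in the Col-0 background was 4.12 points, and the P176 differences of *rrp6L2* and *mtr4* to Col-0 were 4.21 and 4.94 points (exact permutation tests, p = 0.0571 each). In libraries with at least 3000 reads, the difference between *mtr4* and Col-0 in ends shorter than 161 was 8.99 points, and that between *rrp6L2* and Col-0 in tails of at least 2 nt was 5.41 points (exact permutation tests, p = 0.0571 each). The P176 difference between *RRP44KD rrp6L2* and *rrp6L2* became stronger among non-modified reads, with 3.50 points (exact permutation test, p = 0.0286). The cause was not tested in any of these cases. Depth limits the P161 and P176 shares with inactive Exo9 in the Col-0 background, which rest on 3 to 40 reads per library.

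The share of P169 and P170 in *RRP44KD rrp6L2 rrp41* RRP41 Pi-Cat- was 28.1%. It was 33.2% with a window of 1 nt either side, 29.3% with reads ending from 140 to 200 as denominator, and 21.3% among non-modified reads. The cause was not tested.

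Leaving out each library in turn gave 302 recalculations, of which 275 kept direction and side of the threshold, 24 became weaker, 2 stronger and 1 reversed. The P176 difference of *rrp6L2* to Col-0 became weaker in 5 of 8 recalculations (exact permutation tests, largest p = 0.0571). Tails of at least 1 nt with inactive Exo9 in the Col-0 background did so in 4 of 8, as did tails of at least 2 nt of *rrp6L2*. P176 with inactive Exo9 in the Col-0 background did so in 3 of 8, as did P176 of *mtr4*. P186 with inactive Exo9 in the Col-0 background and ends shorter than 161 of *mtr4* did so in 2 of 8 (exact permutation tests, largest p = 0.0571 each). P168 over all backgrounds did so in 1 of 26 (largest exact p = 0.0507). Without *rrp41* RRP41 Pi-Cat- replicate 2, the P168 difference in the Col-0 background was −0.826 points, and the cause was not tested. As ranges over these recalculations, inactive minus active Exo9 in the Col-0 background gave −11.4 to −10.0 points for P161, −0.826 to 3.07 for P168, −7.07 to −5.46 for P176, 4.44 to 5.63 for P186, −8.89 to −6.95 for tails of at least 1 nt, −2.29 to −1.42 for tails of at least 2 nt and 3.875 to 4.25 nt for the median tail length. Over all backgrounds, the ranges were −6.39 to −5.97 points for P161, 1.56 to 2.63 for P168, −8.82 to −8.12 for P176, 6.35 to 7.71 for P186 and −10.1 to −9.01 for ends shorter than 161. The P176 differences ranged from 2.85 to 4.46 points for *rrp6L2*, from 2.14 to 3.49 for *RRP44KD rrp6L2* against *rrp6L2* and from 3.73 to 5.34 for *mtr4*. Ends shorter than 161 in *mtr4* ranged from 8.16 to 10.7 points. Tails of at least 2 nt ranged from 3.89 to 6.85 points for *rrp6L2*, from 14.2 to 15.6 for *RRP44KD rrp6L2* and from 3.86 to 5.11 for *mtr4*. The tailed share contrast ranged from 27.1 to 28.5 points, the profile distance from 7.50 to 9.04, the share of P169 and P170 from 27.9% to 28.3%, and the number of positions past the threshold from 32 to 37.

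With the replicate block, all comparisons of 4 against 4 libraries that had an exact p of 0.0286 had 0.0556, the smallest possible, so the block cannot show their stability. Paired differences had the same sign in both replicates except for P168 in the Col-0 background, with −0.608 and 3.54 points. Over all backgrounds, the block p was 3.81e-05 for P161, P176, P186 and ends shorter than 161 and 0.00796 for P168 (exact permutation tests). The correlation of paired replicates lay between −0.332 and 0.815. The scan called 34 positions with the block and 31 to 35 over the alternatives set before the data were examined.

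Of 17 alternatives chosen after seeing the data, 14 changed neither direction nor side of the threshold and 3 became weaker. The P168 difference over all backgrounds was 2.07 points among reads with T137C, counted from the first nucleotide of the P-P′ fragment (exact permutation test, p = 0.0843). The P176 difference of *rrp6L2* was 2.06 points among reads with the reference base (p = 0.229) and 3.74 points among reads with T137C (p = 0.0571, both exact permutation tests). The cause was not tested.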

Differences from the paper's values

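None of the paper's text values for measures computed here differed from the values here by the criteria set for this comparison. These asked for a difference beyond the spread between replicates and for a minimum ratio between the values. No higher A content could reach that ratio, so this outcome says little on how close the values are. The paper's highest proportion of modified reads is 35%, against 37.5% here in *RRP44KD rrp6L2 rrp41* RRP41 WT replicate 1. Its range of A content is 74 to 94%, against 76.1 to 94.7% here.

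Some statements on direction or rank differ. The paper describes P176 as the major intermediate in *mtr4* with active Exo9. In *mtr4* replicate 1, P177 with 13.8% lay above P176 with 13.3%. The paper describes P169/170 as an intermediate that appears when Exo9 is also inactive. P169 and P170 together made up 15.8% of the reads in the *RRP44KD rrp6L2* background with active Exo9 already, and P168 2.07%. The paper names P161, P168, P176 and P186 as the major fragments of Col-0. In Col-0 replicate 1, P160 with 7.65% lay above P176 with 7.13%. The paper describes P161 and P176 as absent with inactive Exo9 in the Col-0 background. Their mean shares were 0.523% and 0.858%, from at least 3 reads in each library. The P176 mean includes 2.44% in *rrp41* RRP41 Pi- replicate 2, against 0.185% to 0.569% in the other libraries of this group.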

Other observations

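In this part, the tests on T137C (except that among non-modified reads), on the matching of A tails at P168 and P169 and on sequence polymorphisms were chosen only after the result was seen. Of the 33 tests here and among the results above, 21 were of this kind.

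The scan of inactive against active Exo9 passed the adjusted threshold at 35 of 61 positions. Other splits of the libraries within background and replicate number were drawn, 100 in all with the real split included, and 1 of the 100, the real split, gave as many positions. The largest number in another split was 30, and 94 of the other 99 splits gave 0. Of 100 splits within background that do not respect the replicate number, 1, the real split, gave as many, and at most 9 positions passed in another split. A sign-flip test of replicate 1 against replicate 2 over the 13 genotypes passed the adjusted threshold at 0 positions, with 10 positions at an unadjusted p under 0.05. Of the 29 positions from P157 to 200 that passed with all reads, 27 passed in the same direction in reads with the reference base in place of T137C and 26 in reads with T137C, counted from the first nucleotide of the P-P′ fragment. Before P157, where reads with T137C cannot be recorded, 6 positions were lower with inactive Exo9, and 5 of them stayed lower past the adjusted threshold in reads with the reference base, where 2 positions were higher past it. Summed over the positions from 140 to the one before P157, however, the share among those reads was 7.91% with inactive and 8.00% with active Exo9 in the Col-0 background, 7.25% and 5.96% in *rrp6L2*, 2.64% and 4.83% in *RRP44KD rrp6L2*, and 8.45% and 10.9% in *mtr4*, differences that were not tested and do not have the same sign in all backgrounds.

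P168 was more frequent in reads with T137C than in the others in 26 of 26 libraries, by 3.33 percentage points on average, and P176 was less frequent in 25 of 26, by a mean difference of −2.51 points. As this holds within single libraries, a mixture of libraries cannot give it. Among non-modified reads, the P168 difference was 3.72 points, but these still lack A-tailed P168, which is recorded at P169. With P168 and P169 counted together, the difference was 5.71 points, higher in 26 of 26 libraries, so the matching of A tails at P168 does not account for it. The rRNA repeats that carry T137C may be degraded with another pattern of stops, which is a hypothesis found and tested on the same data. The P176 difference of *rrp6L2* to Col-0 was 2.06 points within reads with the reference base (exact permutation test, p = 0.229) and 3.74 points within reads with T137C (exact permutation test, p = 0.0571). The sign was the same in both and neither passed the threshold, so how much of the difference stems from T137C cannot be told. For *mtr4*, it was 4.68 points (exact permutation test, p = 0.0286) within reads with the reference base.

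Reads with T137C that end from 140 to the position before P157 numbered 0, against 7482 reads with the reference base. This follows from the rule that the last 20 nt match the reference, since the base then lies within them. From P157 to P160, there were 11554 reads with T137C and 7869 with the reference base. Ends before P157 are thus counted too low in libraries with many T137C reads. Among reads with the reference base, they made up 8.00% in the Col-0 background with active Exo9 and 10.9% in *mtr4*, against 2.89% and 7.31% with both bases, all of reads that end from 140 to 200.

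At P168, a tail that starts with A is matched to the next position. If all such reads at P169 are counted as tailed P168, the share of P168 with tails of at least 2 nt is at most 1.1% in the Col-0 background with active Exo9, below the 6.45% at P161, so this rule does not account for the lack of longer tails in this background. With active Exo9 in *rrp6L2*, the bound was 8.89%, below the 15.5% at P161. In *RRP44KD rrp6L2* and *mtr4*, the bounds were 75.8% and 26.1%, above the 18.2% and 13.8% at P161, so the rule may account for the lack of longer tails there. For tails of at least 1 nt, the bound in the Col-0 background is 23.3%, so single A tails at P168 cannot be excluded. In *RRP44KD rrp6L2 rrp41* RRP41 Pi-Cat-, 77.7% of the reads at P169 go on with A, so that P169 cannot be told apart from P168 with A tails by the reads.

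A sequence polymorphism may give single nucleotide tails. At the position after P161, 0.360% of longer reads had another base, against 16.8% of reads at P161 with a single nucleotide, and at the position after P176 1.87%, against 16.6% at P176. Polymorphisms in the longer reads are therefore too rare to account for most single nucleotides at P161 and P176.

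Longer tails with inactive Exo9 in the Col-0 background may follow in part from the loss of short tails at P161 and P176. Among reads not within 1 nt of these positions, the difference in median tail length was 1.25 nt (exact permutation test, p = 0.257). The share of reads with tails of at least 6 nt changed by 0.299 points (exact permutation test, p = 0.4), which goes against more long tails as the source. Among reads within 1 nt of P161 or P176, however, the median was 7.5 nt with inactive and 2.25 nt with active Exo9, a difference of 5.25 nt (exact permutation test, p = 0.0286), so the few tails left there are longer too, which the loss of these intermediates alone does not give. The lower share of tailed reads is likewise in line with the loss of P161 and P176, with a difference of −1.64 points among reads elsewhere (exact permutation test, p = 0.0571), against −7.69 points among all reads. With the replicate number as a block, the exact p was 0.333 for the tail length away from P161 and P176, 0.444 for tails of at least 6 nt, and 0.0556, the smallest possible, for the tail length near them and the tailed share elsewhere, so a drop elsewhere remains possible. These are hypotheses found and tested on the same data.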
